# Temperature-dependent Small RNA Expression Depends on Wild Genetic Backgrounds of *Caenorhabditis briggsae*

**DOI:** 10.1093/molbev/msac218

**Published:** 2022-10-12

**Authors:** Daniel D Fusca, Eesha Sharma, Jörg G Weiss, Julie M Claycomb, Asher D Cutter

**Keywords:** *Caenorhabditis*, small RNAs, local adaptation, gene regulation, temperature stress

## Abstract

Geographically distinct populations can adapt to the temperature conditions of their local environment, leading to temperature-dependent fitness differences between populations. Consistent with local adaptation, phylogeographically distinct *Caenorhabditis briggsae* nematodes show distinct fitness responses to temperature. The genetic mechanisms underlying local adaptation, however, remain unresolved. To investigate the potential role of small noncoding RNAs in genotype-specific responses to temperature, we quantified small RNA expression using high-throughput sequencing of *C. briggsae* nematodes from tropical and temperate strain genotypes reared under three temperature conditions (14 °C, 20 °C, and 30 C). Strains representing both tropical and temperate regions showed significantly lower expression of PIWI-interacting RNAs (piRNAs) at high temperatures, primarily mapping to a large ∼7 Mb long piRNA cluster on chromosome IV. We also documented decreased expression of 22G-RNAs antisense to protein-coding genes and other genomic features at high rearing temperatures for the thermally-intolerant temperate strain genotype, but not for the tropical strain genotype. Reduced 22G-RNA expression was widespread along chromosomes and among feature types, indicative of a genome-wide response. Targets of the EGO-1/CSR-1 22G-RNA pathway were most strongly impacted compared with other 22G-RNA pathways, implicating the CSR-1 Argonaute and its RNA-dependent RNA polymerase EGO-1 in the genotype-dependent modulation of *C. briggsae* 22G-RNAs under chronic thermal stress. Our work suggests that gene regulation via small RNAs may be an important contributor to the evolution of local adaptations.

## Introduction

Temperature is a universal property of all ecosystems that influences diverse aspects of organismal fitness. In species that inhabit distinct temperature regimes across their geographic range, natural selection can lead different populations to evolve adaptations to the temperature conditions of their local habitat, creating within-species variation in the response to temperature stress. For example, populations of *Drosophila melanogaster* from tropical regions are more heat-tolerant than populations from cooler temperate regions (Rohmer et al. 2004). Similarly, populations of *Arabidopsis thaliana* found at high latitudes are more cold-tolerant than populations from low latitudes (Zhen and Ungerer 2008). Understanding the process of adaptation is a central theme of evolutionary biology, and so there is much interest in identifying the genetic basis of such local adaptations in diverse taxa (Ahrens et al. 2018). However, it is not clear in all cases what the genetic variants and molecular mechanisms underlying these local adaptations to temperature are, or how this variation contributes to differential fitness.

An excellent system for interrogating the molecular mechanisms of local adaptation is the nematode roundworm *Caenorhabditis briggsae*, a self-fertilizing hermaphrodite and close relative of the model organism *Caenorhabditis elegans*. Like *C. elegans*, *C. briggsae* has a widespread global range, and therefore has the potential to demonstrate local adaptation to varying habitats (Kiontke et al. 2011; Cutter 2015). In support of this possibility, *C. briggsae* isolates found at tropical and temperate latitudes form genetically distinguishable phylogeographic groups (Cutter et al. 2006; Félix et al. 2013). Examining how populations of *C. briggsae* found at different latitudes may show local adaptation, Prasad et al. (2011) demonstrated that strains of *C. briggsae* from three phylogeographic groups reared at varying temperatures showed distinct reproductive fitness responses. Strains from tropical latitudes had higher lifetime fecundity than temperate strains at high temperatures (30 °C) but lower fecundity than temperate strains at low temperatures (14 °C), consistent with local adaptation. Subsequent studies have further characterized how *C. briggsae* strains differ in their response to temperature, such as how strains differ genetically in behavioral responses to environmental temperature, including thermal preferences, isothermal tracking, motility, sperm and oocyte fertility, and acute cold sensitivity (Stegeman et al. 2013; Poullet et al. 2015; Stegeman et al. 2019; Wang et al. 2021). mRNA sequencing of a tropical and a temperate strain reared at extreme temperatures found a significant genotype–temperature interaction for 56% of the differentially expressed genes (i.e., strains differed in temperature-dependent expression changes), many of which were associated with known biological processes such as translation and oogenesis (Mark et al. 2019). Many genes are upregulated in response to extreme cold stress in temperate, but not tropical, *C. briggsae* strains, and the role of a few of these genes in mediating strain-specific cold tolerance has been experimentally confirmed (Wang et al. 2021). Despite this work, the genetic mechanisms underlying these local adaptations in *C. briggsae* remain incompletely understood.

One potential contributor to locally-adaptive evolutionary responses that remains largely uncharacterized are small noncoding RNA regulatory pathways. Small RNAs (noncoding RNAs generally between 20 and 30 bases in length) associate with Argonaute proteins to regulate the expression of target loci, such as protein-coding genes and transposable elements, and include microRNAs, PIWI-interacting RNAs (piRNAs), and endogenous small interfering RNAs (endo-siRNAs) (Hoogstrate et al. 2014). Small RNA pathways can show adaptive differences between species (Palmer et al. 2018; Franchini et al. 2019), but the role of small RNA-mediated gene regulation in shaping differences between populations within a single species is less clear. However, there is some evidence linking small RNAs to local adaptations. Comparisons between different populations have revealed microRNA loci in nematodes (Jovelin and Cutter 2011), humans (Torruella-Loran et al. 2016), and plants (Xie et al. 2017) that show strong allele frequency differentiation that is consistent with local adaptation, though the functional consequences of this differentiation are not fully understood. The genes that carry out small RNA regulation may also show population-specific signatures of positive selection, as seen for genes involved in the *D. melanogaster* piRNA pathway (Simkin et al. 2013). Sequence changes to small RNA binding sites can be involved in local adaptations as well, as has been reported for microRNA binding sites in populations of humans (Li et al. 2012) and *D. melanogaster* (Catalán et al. 2016). In addition to DNA sequence differences, natural populations can show variation in the expression of piRNAs (Ellison and Cao 2020), microRNAs (Arif et al. 2013), and siRNAs (Zhai et al. 2008). This variable expression between populations can cause intraspecific variation in morphology (Arif et al. 2013) or epigenetic regulation (Zhai et al. 2008), but the adaptive significance of this variation is usually uncharacterized. However, a few studies have identified differential microRNA expression between natural populations with known local adaptations, such as to heat stress (Graham and Barreto 2019) or hydrogen sulphide toxicity (Kelley et al. 2021), providing a link between microRNA-mediated gene regulation and locally-adaptive phenotypes. While much is unknown about how endo-siRNAs may be involved in local adaptation compared with microRNAs, the regulatory role of some endo-siRNAs in mediating responses to environmental stress (Wu et al. 2020) suggests that environmental differences between populations could lead to adaptive evolution in endo-siRNA pathways.

Studies in *C. elegans* indicate that small RNAs may play an important role in how these nematodes respond to temperature stress. For example, loss of 26G-RNAs (endo-siRNAs that are 26 bases long and begin with a 5′ guanine nucleotide) induces spermatogenesis defects at elevated temperatures (Conine et al. 2010). Additionally, production of piRNAs is repressed in response to increased temperatures (Belicard et al. 2018), and disruption of the piRNA pathway in *C. elegans* leads to fertility defects at high temperatures (Wang and Reinke 2008). It has been shown that some *C. briggsae* microRNAs have a high level of polymorphism between strains, and this variation may have functional consequences (Jovelin and Cutter 2011). Thus, differences in small RNA sequence and expression between tropical and temperate strains have the potential to contribute to the temperature-dependent mRNA transcriptome profiles and fitness differences observed in *C. briggsae*, although to date this idea has not yet been tested.

To explore this possibility, we characterize differential small RNA expression in response to chronic temperature stress for distinct temperate and tropical genotypes of *C. briggsae*. We observe genome-wide reductions in small RNA expression under high temperature stress that are specific to the temperate genotype, consistent with the reduced fitness of this strain at high temperatures. By classifying genes that are regulated by different small RNA pathways, we test how specific pathways may be responsible for this genotype-specific response. The temperature-dependent responses of distinct genotypes that we observe point to a possible role for the regulation of gene expression via small RNAs in the process of local adaptation.

## Results

### *Caenorhabditis briggsae* Genotypes Show Contrasting Patterns of microRNA Expression at Low Temperatures

We investigated the effect of chronic temperature stress from rearing at 14 °C, 20 °C, and 30 °C on the small RNAs produced by different *C. briggsae* genotypes, using two strains that represent tropical (AF16) and temperate (HK104) latitude phylogeographic groups of this species. 

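Small RNAs of 17–30 nucleotides were sequenced from worms kept at 14 °C for about 150 h, at 20 °C for 65 h and at 30 °C for 48 h, with 3 libraries for each strain and temperature. AF16 reads were aligned to the AF16 genome and HK104 reads to the HK104 pseudo-reference with STAR v2.7.2a. The deposited values are the authors' counts of perfectly aligned reads per feature, strand, length and first nucleotide, in which a read that aligns to N places of a feature class counts 1/N at each. Totals were expressed in RPM of all perfectly aligned reads, and totals of 21U-piRNAs and of antisense 22G-RNAs cover loci and features listed for both strains. Classes follow the paper's definitions, with 22G-RNAs as reads of 21–23 nucleotides that start with G, 26G-RNAs as reads of 25–27 nucleotides that start with G, and 21U-piRNAs as reads of 21 nucleotides that start with U and align sense to piRNA genes. Groups were compared with exact two-sided permutation tests on log2 RPM, for which 0.1 is the smallest p that 3 libraries against 3, or 2 against 3, can give. The 17 libraries that the paper analyses hold 3815140 to 16009149 perfectly aligned reads. Features were compared with edgeR's quasi-likelihood test on counts rounded to whole numbers, in 1 model with all 6 groups, scaled to the antisense 22G-RNA reads of the tested features. With an adjusted p under 0.05 required, this test recovered 27% of 4-fold changes and 2% of 2-fold changes in data simulated for the HK104 comparison of 30 °C with 20 °C. There 200 of 14227 features were changed. Many more passed in the data, where the adjustment is then less strict, so these shares do not measure recovery in the data. One HK104 library from 30 °C, replicate 1, was left out by the paper, so that values for HK104 at 30 °C rest on 2 libraries unless 3 are named.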

Endo-siRNAs with a 5′ guanine and 22-nucleotide length (22G-RNAs) make up a large fraction of the regulatory small RNAs in these samples (fig. 1), which is consistent with other *Caenorhabditis* nematodes (Hoogstrate et al. 2014). 

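22G-RNAs and microRNAs were the largest classes of small RNAs. 22G-RNAs, which RNA-dependent RNA polymerases make from target transcripts, held 31.4% ± 10.4 (SD, n = 17 libraries) of the perfectly aligned reads. MicroRNAs held 31.1% ± 10.6, 21U-piRNAs 3.71% ± 2.53 and 26G-RNAs 1.37% ± 1.01. The mean share of 22G-RNAs was highest in HK104 worms at 14 °C (43.0% ± 5.33, SD, n = 3) and lowest in HK104 worms at 30 °C (23.2% ± 10.6, SD, n = 2). AF16 worms at 14 °C were close to the lowest, with 236216 RPM ± 132214 (SD, n = 3) against 231568 RPM ± 106217 (SD, n = 2) in HK104 worms at 30 °C. 21U-piRNAs, which associate with a PIWI Argonaute in the germline, ranged from 7.60% ± 0.744 (SD, n = 3) in AF16 worms at 20 °C to 0.266% ± 0.218 (SD, n = 2) in HK104 worms at 30 °C. Counted at exactly 22 nucleotides, 22G-RNAs held 19.1% of the reads.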

On average, 31.4% of small RNAs corresponded to 22G-RNAs, accompanied by major a contribution of microRNAs (31.1%), as well as minor contributions of 21U-piRNAs (3.7%) and 26G-RNAs (1.4%) (fig. 1, supplementary material fig. S1, Supplementary Material online). We found that 24.1% of all small RNAs aligned antisense to annotated protein-coding genes, with only 4.9% aligning in the sense orientation (supplementary material fig. S1, Supplementary Material online), as expected for endo-siRNAs such as 22G-RNAs. 

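Antisense reads exceeded sense reads over protein-coding genes in 16 of the 17 libraries, the exception being an HK104 library from 30 °C. Antisense reads held 24.1% ± 7.53 (SD, n = 17) of the perfectly aligned reads and sense reads 4.86% ± 1.67. In HK104 worms at 20 °C, 24.2% ± 2.89 were antisense and 4.86% ± 1.92 sense (SD, n = 3). The gap was narrowest in HK104 worms at 30 °C, with 9.63% ± 3.65 antisense and 6.50% ± 1.19 sense (SD, n = 2).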

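Protein-coding genes were the main annotated source of 22G-RNAs, with 42.4% ± 6.66 (SD, n = 17) of them antisense to these genes. Pseudogenes held 7.01% ± 1.51 of the 22G-RNAs, repeats 5.49% ± 0.965 and transposable elements 4.06% ± 0.283, while 36.1% ± 7.92 fell in unannotated regions. The protein-coding share was 41.7% ± 0.992 (SD, n = 3) in HK104 worms at 20 °C and 27.3% ± 0.575 (SD, n = 2) in HK104 worms at 30 °C. Unannotated regions went the other way, from 40.6% ± 1.02 (SD, n = 3) to 51.5% ± 1.32 (SD, n = 2). The share antisense to transposable elements was close in the same groups, at 3.89% ± 0.239 (SD, n = 3) and 4.28% ± 0.0288 (SD, n = 2).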

22G-RNAs primarily aligned antisense to protein-coding genes (42.4% of all 22G-RNAs), pseudogenes (7.0%), repeats (5.5%), and transposable elements (4.1%), as well as unannotated regions of the genome (36.1%). 

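Reads outside annotated features made up 26.1% ± 6.79 (SD, n = 17) of the perfectly aligned reads. Their mean share was larger in HK104 than in AF16 worms at each temperature. At 14 °C it was 30.4% ± 0.491 in HK104 and 22.4% ± 7.36 in AF16 (SD, n = 3 each), and at 20 °C HK104 worms had 28.2% ± 2.73 (SD, n = 3). At 30 °C the unannotated share was 37.6% ± 3.04 (SD, n = 2) in HK104 and 23.3% ± 3.88 (SD, n = 3) in AF16. In RPM, unannotated reads in HK104 worms were 1.33-fold higher at 30 °C than at 20 °C (exact two-sided permutation test, p = 0.1), with every library higher, and with all 3 libraries from 30 °C the ratio was 1.34. The HK104 annotation was transferred in part from that of AF16, with antisense reads listed for 16126 protein-coding genes in HK104 and 19813 in AF16. The larger share in HK104 therefore cannot be told apart from its smaller annotation.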

About one quarter (26.1%) of all small RNAs aligned to regions of the genome without any functional annotation, though this is likely due to unannotated loci not present in our *C. briggsae* genome annotation. Small RNAs with a length of 24 nucleotides were strongly enriched for those starting with a 5′ cytosine (C) (fig. 1), as has been seen previously in *C. elegans* and *C. briggsae* (Vasale et al. 2010; Tu et al. 2015; Charlesworth et al. 2021). This enrichment was due to a single highly-expressed microRNA, *cbr-mir-52* (WBGene00250149), located on chromosome IV. 

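A single microRNA gene, cbr-mir-52 (WBGene00250149, a member of a microRNA family named after mir-51), gave most 24-nucleotide reads that start with C. Reads with a 5′ C held 62.7% ± 10.5 (SD, n = 17) of the reads of 24 nucleotides, and 91.9% ± 7.20 of those came from cbr-mir-52. The share from cbr-mir-52 was lowest in AF16 worms at 20 °C (83.7% ± 12.4, SD, n = 3) and highest in HK104 worms at 20 °C (97.7% ± 0.661, SD, n = 3). At all lengths, cbr-mir-52 made up 14.5% ± 7.40 (SD, n = 17) of the microRNA reads. Its level in AF16 worms was 53777 RPM ± 10980 at 14 °C and 21640.0 RPM ± 14939 at 20 °C (SD, n = 3 each), with every 14 °C library higher (exact two-sided permutation test, p = 0.1), and 3.92-fold higher at 14 °C without replicate 3 of 20 °C. In HK104 worms it was 29691 RPM ± 17396 at 14 °C and 41985 RPM ± 3050 at 20 °C (SD, n = 3 each), with overlapping libraries (exact permutation test, p = 0.4), and 2.13-fold lower at 14 °C without replicate 3 of 14 °C. In HK104 worms at 30 °C, cbr-mir-52 reached 100340.0 RPM ± 36878 (SD, n = 2), above every library from 20 °C. The left-out library held 24430 RPM, so that over all 3 libraries the values overlap (exact permutation test, p = 0.5).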

The strongest changes in microRNA expression were observed in temperate HK104 worms reared at 14 °C, which showed a 1.7-fold reduction in overall microRNA expression relative to HK104 worms at 20 °C (supplementary material fig. S1, Supplementary Material online). 

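MicroRNAs were lower in every HK104 library from 14 °C than in every HK104 library from 20 °C. Their total was 179829 RPM ± 15415 at 14 °C and 298971 RPM ± 70474 at 20 °C (SD, n = 3 each), a 1.66-fold lower mean (exact two-sided permutation test, p = 0.1). At 30 °C, HK104 worms had 381617 RPM ± 88432 of microRNAs (SD, n = 2), or 342282 RPM ± 92476 with the left-out library (SD, n = 3), and either set overlaps with 20 °C. No single microRNA gene of 106 passed the edgeR test between 14 °C and 20 °C in HK104, where 18 had an unadjusted p under 0.05, DESeq2 called 5 genes and limma-voom 1. The median log2 change of the 106 genes was −0.93, and −0.24 under TMM scaling, which centres libraries on their typical gene. In simulated data with 20 of these 106 genes changed, the edgeR test recovered 0 of the 10 genes changed 4-fold in this comparison.

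**Figure D1:**
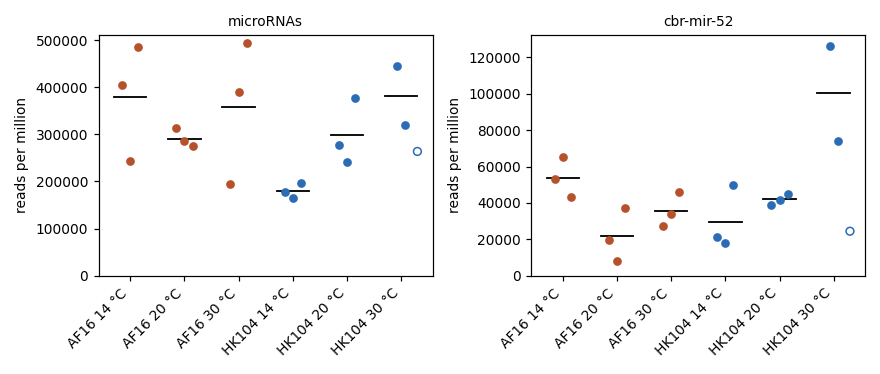
RPM of all microRNAs (left) and of cbr-mir-52 (right) in each library, by strain and rearing temperature. Points are libraries, lines are means over the libraries analysed in the paper, and the open circle is the HK104 library from 30 °C that the paper left out. The HK104 libraries from 14 °C lie below those from 20 °C in the left panel.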

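In AF16 worms the mean microRNA level was higher at 14 °C, but the libraries overlap with those of 20 °C. AF16 worms had 378364 RPM ± 123891 of microRNAs at 14 °C and 290854 RPM ± 19726 at 20 °C (SD, n = 3 each), a 1.30-fold higher mean (exact two-sided permutation test, p = 0.4), an overlap that rests on replicate 2 of 14 °C. The change from 20 °C to 14 °C was lower in HK104 than in AF16 worms by a log2 difference of −1.03, with p = 0.025 in an exact permutation test of temperature within each strain. That permutation assumes no temperature effect in either strain, so a change in one strain alone affects its p. Without cbr-mir-52 the log2 difference between the strains was −0.92 (exact permutation test, p = 0.1). Among 38 such tests of totals the adjusted p of the strain difference was 0.253. In AF16 the edgeR test called 0 microRNA genes between these temperatures, with 17 genes at an unadjusted p under 0.05, 5 genes called by DESeq2 and 0 by limma-voom.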

Interestingly, the tropical AF16 genotype showed the opposite pattern, with overall microRNA expression being 1.3-fold higher at 14 °C relative to 20 °C (supplementary material fig. S1, Supplementary Material online), suggesting possible genotype-specific differences in microRNA-mediated gene regulation at low temperatures.

**Fig. 1.**
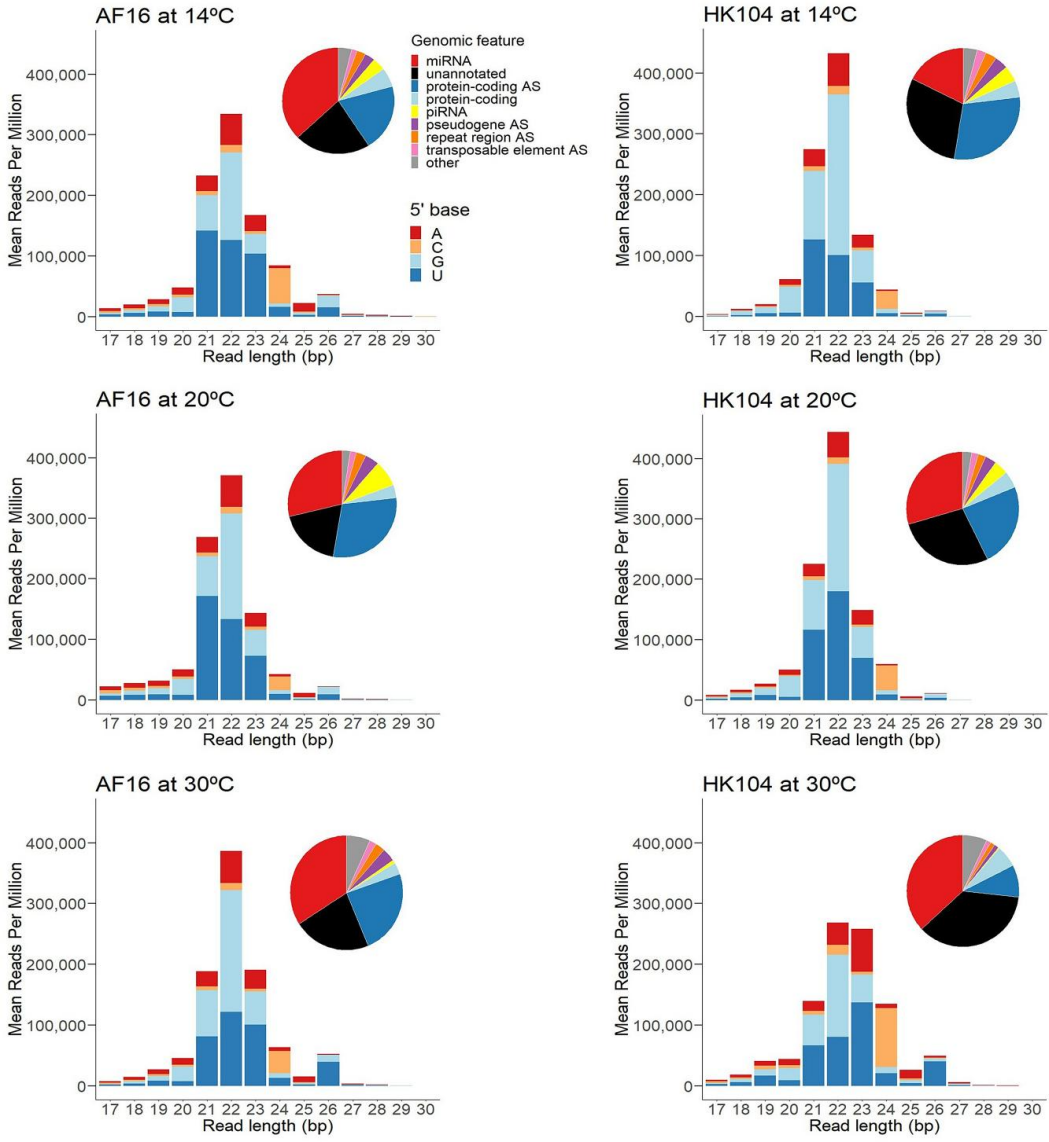
Mean expression of small RNAs of different lengths that mapped perfectly to the *Caenorhabditis briggsae* genome for each genotype–temperature combination, separated by the 5′ nucleotide of mapped small RNAs. Pie charts give the distribution of genomic features that small RNAs mapped to. ‘AS’ indicates reads mapping antisense to a feature.

### Genomic Clusters of 21U-piRNAs Show Distinct Temperature-Dependent Expression

Expression of *C. briggsae* piRNAs (which are 21 bases long and begin with a 5′ uracil nucleotide) originated primarily from three major clusters, two encoded on chromosome IV and one on chromosome I (fig. 2, supplementary material fig. S2, Supplementary Material online), in line with previous studies (Shi et al. 2013; Beltran et al. 2019). We found that, overall, 21U-piRNAs show lower expression in worms reared at high temperature (30 °C) for both the tropical (AF16) and temperate (HK104) genotypes (figs. 1 and 2). This trend was driven almost entirely, however, by 21U-piRNAs that derived from the large piRNA gene cluster on the left arm of chromosome IV (0.6–7.0 Mbp), with the decrease in expression being strongest in the temperate genotype (fig. 2). 

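21U-piRNAs were many times lower at 30 °C than at 20 °C in both strains. In AF16 worms their total was 7765 RPM ± 2827 at 30 °C and 62153 RPM ± 6365 at 20 °C (SD, n = 3 each), an 8.00-fold difference. In HK104 worms the total was 2507 RPM ± 2043 at 30 °C (SD, n = 2) and 37503 RPM ± 1344 at 20 °C (SD, n = 3), a 15.0-fold difference. Every library from 30 °C was lower than every library from 20 °C in each strain (exact two-sided permutation test, p = 0.1 in each). With the left-out library, which held 3826 RPM, the HK104 difference was 12.7-fold. The HK104 difference was 35.3-fold without replicate 2 and 9.49-fold without replicate 3 of 30 °C. At 14 °C, 21U-piRNAs were 2.06-fold lower than at 20 °C in AF16 worms (exact permutation test, p = 0.1) and overlapped with 20 °C in HK104 worms.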

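The cluster on the left arm of chromosome IV, from 0.6 to 7.0 Mbp, held most 21U-piRNAs and most of their decrease. In AF16 worms this cluster had 6202 RPM ± 2465 at 30 °C and 57923 RPM ± 5784 at 20 °C (SD, n = 3 each), 9.34-fold lower (exact two-sided permutation test, p = 0.1). In HK104 worms it had 1655 RPM ± 1330 at 30 °C (SD, n = 2) and 35882 RPM ± 1255 at 20 °C (SD, n = 3), 21.7-fold lower, or 17.1-fold lower with the left-out library at 2969 RPM. The cluster made up 95.1% of the decrease in AF16 and 97.8% in HK104. piRNA loci outside the 3 clusters were also lower, 8.94-fold in AF16 and 22.1-fold in HK104 (exact permutation test, p = 0.1 in each). Without replicate 2 or 3 of HK104 at 30 °C the left-arm cluster was 50.2-fold or 13.8-fold lower there, and the loci outside the clusters 56.3-fold or 13.7-fold.

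**Figure D2:**
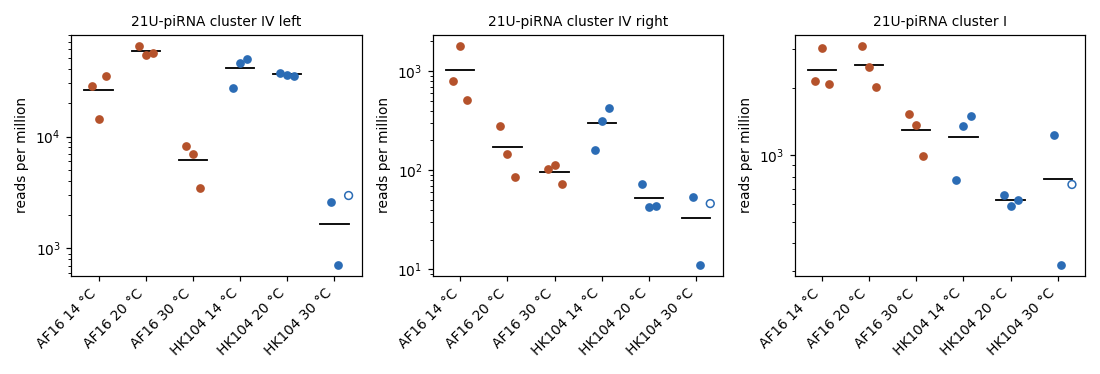
RPM of 21U-piRNAs from the clusters on the left and right arms of chromosome IV and on chromosome I in each library, on log axes, by strain and rearing temperature. Points are libraries, lines are means over the libraries analysed in the paper, and the open circle is the HK104 library from 30 °C that the paper left out. The left-arm cluster lies lowest at 30 °C in both strains and the right-arm cluster highest at 14 °C.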

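The cluster on the right arm of chromosome IV was higher at 14 °C in both strains, and the cluster on chromosome I was lower at 30 °C in AF16 worms. 21U-piRNAs of the right arm, from 13.2 to 15.0 Mbp, had 1035 RPM ± 674 at 14 °C and 170.5 RPM ± 100.5 at 20 °C in AF16 worms (SD, n = 3 each), 6.07-fold higher, or 3.84-fold without replicate 2 of 14 °C. In HK104 worms they had 301 RPM ± 134 and 53.0 RPM ± 17.7 (SD, n = 3 each), 5.68-fold higher. In each strain every 14 °C library of this cluster was higher (exact two-sided permutation test, p = 0.1). The chromosome I cluster, from 9.8 to 11.3 Mbp, was 1.96-fold lower at 30 °C than at 20 °C in AF16, with 1297 RPM ± 279 and 2539.9 RPM ± 548 (SD, n = 3 each; exact permutation test, p = 0.1). In HK104 worms it had 776 RPM ± 646 at 30 °C (SD, n = 2) and 625 RPM ± 36.7 at 20 °C (SD, n = 3; exact permutation test, p = 1), but 1.96-fold lower at 30 °C without replicate 2 and 1.97-fold higher without replicate 3. With the left-out library at 736 RPM the mean at 30 °C was 763 RPM ± 457 (SD, n = 3). The change of this cluster at 30 °C was not shown to differ between the strains (log2 difference 0.98, exact permutation test, p = 0.26).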

The smaller piRNA cluster on the right arm of chromosome IV (13.2–15.0 Mbp), by contrast, showed a reciprocal pattern: elevated 21U-piRNA expression at low temperature (14 °C) (fig. 2). piRNAs aligning to the cluster on chromosome I (9.8–11.3 Mbp) also showed decreased expression at high temperatures, though only in the tropical genotype (supplementary material fig. S2, Supplementary Material online). These observations point to the possibility of distinct, coordinated functions for those piRNAs encoded in different genomically-localized piRNA clusters in response to environmental or other perturbations.

**Fig. 2.**
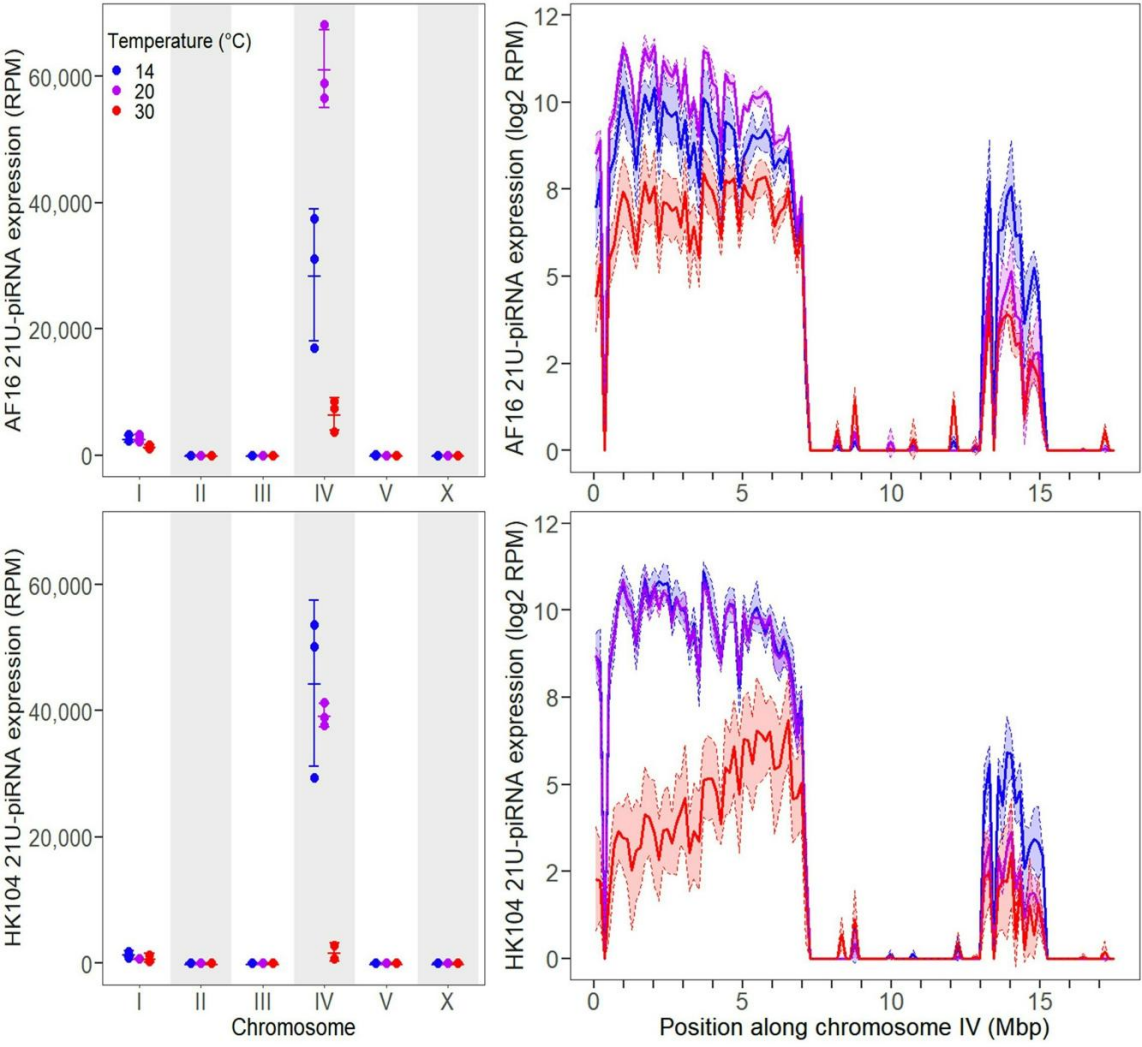
Total expression of 21*U*-RNAs aligning to piRNA loci on each chromosome (left), as well as along the length of chromosome IV using genomic intervals 150 kb wide (right), in AF16 (top) and HK104 (bottom) worms, considering only piRNA loci present in the genome annotations for both strains. Expression is in units of RPM (left) or log2 RPM (right). Error bars and shaded regions give ±1 standard deviation around the mean for each set of replicates.

### High Temperatures Reduce 22G-RNA Expression Only in the Temperate Genotype

In addition to identifying some shared temperature-dependent expression responses, we also observed genotype-specific small RNA expression changes in response to temperature. Using multidimensional scaling, expression profiles of 22G-RNAs that mapped antisense to annotated genomic features clustered into three distinct sample types: AF16 animals from all temperatures, HK104 worms from 14 °C and 20 °C, and a separate group of HK104 reared at 30 °C (supplementary material fig. S3, Supplementary Material online). 

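Strain separated the antisense 22G-RNA profiles along the first dimension and rearing at 30 °C along the second. The first dimension of the multidimensional scaling held 45.1% of the variation, with all AF16 libraries between −2.86 and −2.13 and all HK104 libraries between 2.19 and 3.14. The second dimension held 12.6%, with the HK104 libraries from 30 °C at 2.92 and 3.03 and the other HK104 libraries between −0.96 and −0.64. AF16 libraries from 30 °C also lay higher on it, between 0.76 and 1.36, than AF16 libraries from 20 °C, between −1.35 and −0.94. Across features, which are not independent replicates, the median Spearman correlation of HK104 libraries from 30 °C and 20 °C was 0.633. It was 0.799 for AF16 libraries from 30 °C and 20 °C and 0.890 for HK104 libraries from 14 °C and 20 °C.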

Using linear modeling to compare expression between genotype-by-temperature combinations, temperate HK104 animals raised at 30 °C showed a 2.3-fold decrease in 22G-RNA reads aligning antisense to protein-coding genes relative to HK104 animals raised at 20 °C (*P* = 0.014), despite tropical AF16 animals having on average nearly identical gene-antisense 22G-RNA expression between 20 °C and 30 °C (*P* = 0.956; fig. 1 and fig. 3, supplementary material fig. S1, Supplementary Material online). This represented a significant genotype–temperature interaction on 22G-RNA expression at 30 °C (*P* = 0.050), consistent with especially strong perturbation of 22G-RNA expression in HK104 at high temperatures. This trend also held for 22G-RNAs aligning antisense to pseudogenes (2.3-fold lower in HK104 at 30 °C; *P* = 0.016) (fig. 3), and was nominally similar if non-significant for repeat regions (1.6-fold lower; *P* = 0.338) and transposable elements (1.4-fold lower; *P* = 0.345), indicative of a genome-wide rather than locus-specific reduction in 22G-RNA expression for the temperate HK104 genotype reared at 30 °C.

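In HK104 worms, 22G-RNAs against protein-coding genes were lower in every library from 30 °C than in every library from 20 °C. Their total was 62982 RPM ± 27697 at 30 °C (SD, n = 2) and 144054 RPM ± 15672 at 20 °C (SD, n = 3), 2.29-fold lower (exact two-sided permutation test, p = 0.1). The same libraries from 30 °C held 18.1-fold more rRNA reads than those from 20 °C, a sign of degraded RNA, which stays open. rRNA reads had 12079.5 RPM ± 11476 (SD, n = 2) against 668 RPM ± 820 (SD, n = 3; exact permutation test, p = 0.2). The ratio was 5.93 without replicate 3 of 30 °C. Reads of 17–19 nucleotides made up 6.02% and 8.06% of these libraries from 30 °C and 3.69% to 7.50% of those from 20 °C. Over all 3 libraries the HK104 total at 30 °C was 51859 RPM ± 27472 (SD, n = 3), 2.78-fold lower, with 29614 RPM in the library that the paper left out for its low read count and short reads. In AF16 worms the means were alike, at 107599 RPM ± 50532 at 30 °C and 106178 RPM ± 787 at 20 °C (SD, n = 3 each; exact permutation test, p = 0.7). A linear model of RPM in the 17 libraries, as in the paper, gave p = 0.0143 for HK104, or 0.115 without replicate 2 of 30 °C, and 0.956 for AF16. The AF16 libraries from 30 °C were far apart, and the log2 difference from 20 °C was 0.20 without replicate 3 and −0.44 without replicate 1 (exact permutation tests, p = 0.7 and 0.1). At 14 °C, 22G-RNAs antisense to protein-coding genes were 1.33-fold higher than at 20 °C in HK104 worms (exact permutation test, p = 0.1). In AF16 worms their mean was 1.44-fold lower at 14 °C than at 20 °C, with overlapping libraries (exact permutation test, p = 0.4).

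**Figure D3:**
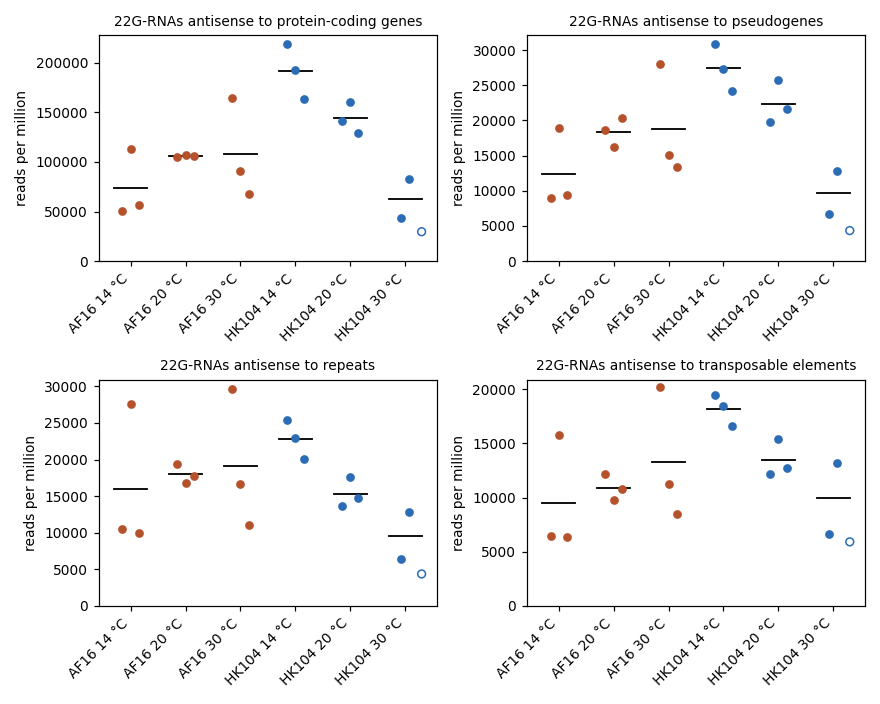
RPM of 22G-RNAs against protein-coding genes, pseudogenes, repeats and transposable elements in each library, by strain and rearing temperature. Points are libraries, lines are means over the libraries analysed in the paper, and the open circle is the HK104 library from 30 °C that the paper left out. For protein-coding genes and pseudogenes the HK104 libraries from 30 °C lie below those from 20 °C.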

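The change of gene-antisense 22G-RNAs from 20 °C to 30 °C was lower in HK104 than in AF16 worms by a log2 difference of −1.18. An exact permutation test of temperature within each strain gave p = 0.16 for this difference, where 0.005 is the smallest p that the design allows. This permutation assumes no temperature effect in either strain. The change in HK104 widens its spread, so its p is not a like counterpart of that of an interaction model. The paper's linear model, run on these totals in RPM, gave p = 0.0498, and 0.0180 to 0.180 without 1 library. Leaving out 1 library at a time gave log2 differences from −1.64 to −0.72. Without AF16 replicate 3 from 30 °C the difference was −1.46 (exact permutation test, p = 0.04). At 14 °C the strains differed the other way for the same 22G-RNAs, with a log2 difference of 1.04 (exact permutation test, p = 0.035, adjusted p = 0.253 over 38 such tests). Values in RPM depend on the other classes. MicroRNAs were lower in HK104 worms at 14 °C, which in itself raises the share of 22G-RNAs.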

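Pseudogenes showed the same fold difference as protein-coding genes, while repeats and transposable elements showed smaller ones. 22G-RNAs antisense to pseudogenes had 9711 RPM ± 4302 in HK104 worms at 30 °C (SD, n = 2) and 22352 RPM ± 3017 at 20 °C (SD, n = 3), 2.30-fold lower (exact two-sided permutation test, p = 0.1). Those antisense to repeats had 9567 RPM ± 4555 (SD, n = 2) and 15285 RPM ± 2040 (SD, n = 3), 1.60-fold lower, with every library lower (exact permutation test, p = 0.1), or 2.41-fold lower without replicate 3. Transposable elements had 9920 RPM ± 4610 (SD, n = 2) and 13449 RPM ± 1714 (SD, n = 3), 1.36-fold lower, with libraries that overlap through replicate 3 of 30 °C (exact permutation test, p = 0.3). Over all 3 libraries from 30 °C the differences were 2.82-fold for pseudogenes, 1.95-fold for repeats and 1.57-fold for transposable elements, the left-out library holding 4333 RPM, 4336 RPM and 5901 RPM. In AF16 worms the ratio of 30 °C to 20 °C was 1.02 for pseudogenes, 1.07 for repeats and 1.22 for transposable elements, with overlapping libraries in each. The log2 differences between the strains were −1.23 for pseudogenes, −0.73 for repeats and −0.71 for transposable elements (exact permutation tests, p = 0.115, 0.295 and 0.265). From the lower totals across feature types, the paper proposes that the reduction of 22G-RNAs in HK104 worms at 30 °C is genome-wide rather than confined to some loci. The paper adds lower totals on every chromosome and lower values in most bins along them, which were not examined here.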

**Fig. 3.**
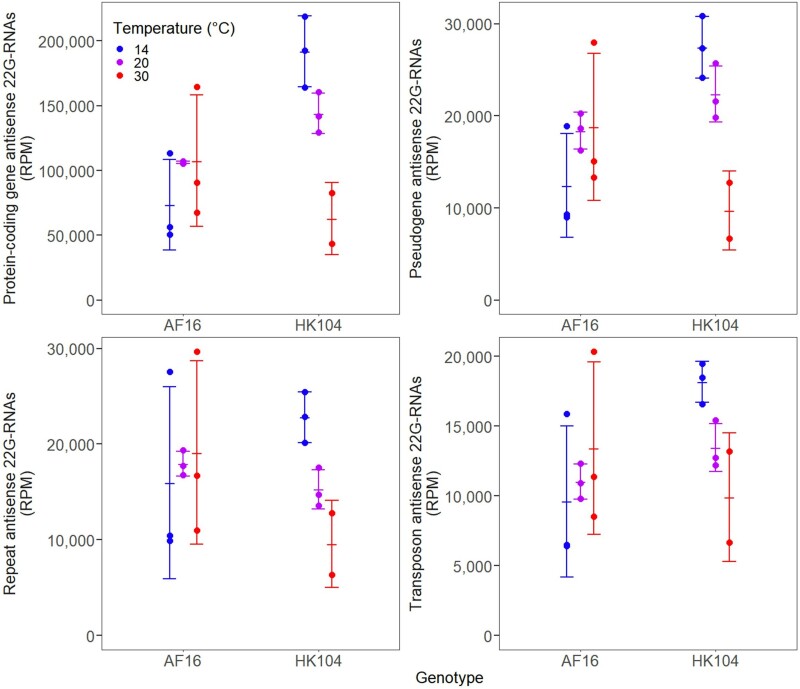
Total expression of 22*G*-RNAs aligning antisense to protein-coding genes, pseudogenes, repeat regions, and transposons for each genotype–temperature combination, considering only the genes, pseudogenes, repeat classes, and transposon classes that are present in the genome annotations for both strains. Expression is in units of RPM. Error bars give ±1 standard deviation around the mean of each set of replicates.

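Taken over the whole genome, including unannotated regions and unplaced scaffolds, 22G-RNAs were 1.49-fold lower in HK104 worms at 30 °C than at 20 °C. Their total was 231568 RPM ± 106217 at 30 °C (SD, n = 2) and 345252 RPM ± 30485 at 20 °C (SD, n = 3), with every library lower (exact two-sided permutation test, p = 0.1). With the left-out library at 148709 RPM, the total at 30 °C was 203948 RPM ± 89048 (SD, n = 3), 1.69-fold lower. 22G-RNAs from unannotated regions had 119980.0 RPM ± 57770 at 30 °C (SD, n = 2) and 139953 RPM ± 8887 at 20 °C (SD, n = 3), with overlapping libraries (exact permutation test, p = 0.6), but 1.77-fold lower without replicate 3 of 30 °C. In AF16 worms the total was 330177 RPM ± 140420 at 30 °C and 283706 RPM ± 6775 at 20 °C (SD, n = 3 each; exact permutation test, p = 0.7), and its log2 difference was −0.18 without replicate 1 and 0.45 without replicate 3 from 30 °C. The counts of 22G-RNAs were not split by chromosome, since the feature identifiers could not be paired with positions.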

Supporting the idea of a global regulatory difference, we observed that expression of all 22G-RNAs across all six *C. briggsae* chromosomes decreased 1.5-fold for HK104 animals reared at 30 °C compared with 20 °C, with decreases ranging from 1.3-fold on chromosome III to 2.0-fold on chromosome II (fig. 4, supplementary material fig. S4, Supplementary Material online). Linear modeling of the 22G-RNAs aligning to each chromosome again found that, accounting for differences between chromosomes, this genome-wide decrease at 30 °C is statistically significant (*P* = 0.0013). Tropical AF16 animals, by contrast, showed 1.2-fold higher average 22G-RNA expression at 30 °C than at 20 °C on all chromosomes (ranging from 1.03-fold higher on chromosome I to 1.3-fold higher on chromosome IV) except chromosome II, which had 1.1-fold lower average expression (fig. 4), although this overall increase at 30 °C was not statistically significant (*P* = 0.161). These contrasting patterns between genotypes again resulted in a significant genotype–temperature interaction at 30 °C (*P* = 9.3 × 10^−4^). 22G-RNA expression was significantly higher on the X chromosome compared with all other chromosomes, regardless of genotype or temperature treatment (*P <* 6.1 × 10^−8^; fig. 4).

**Fig. 4.**
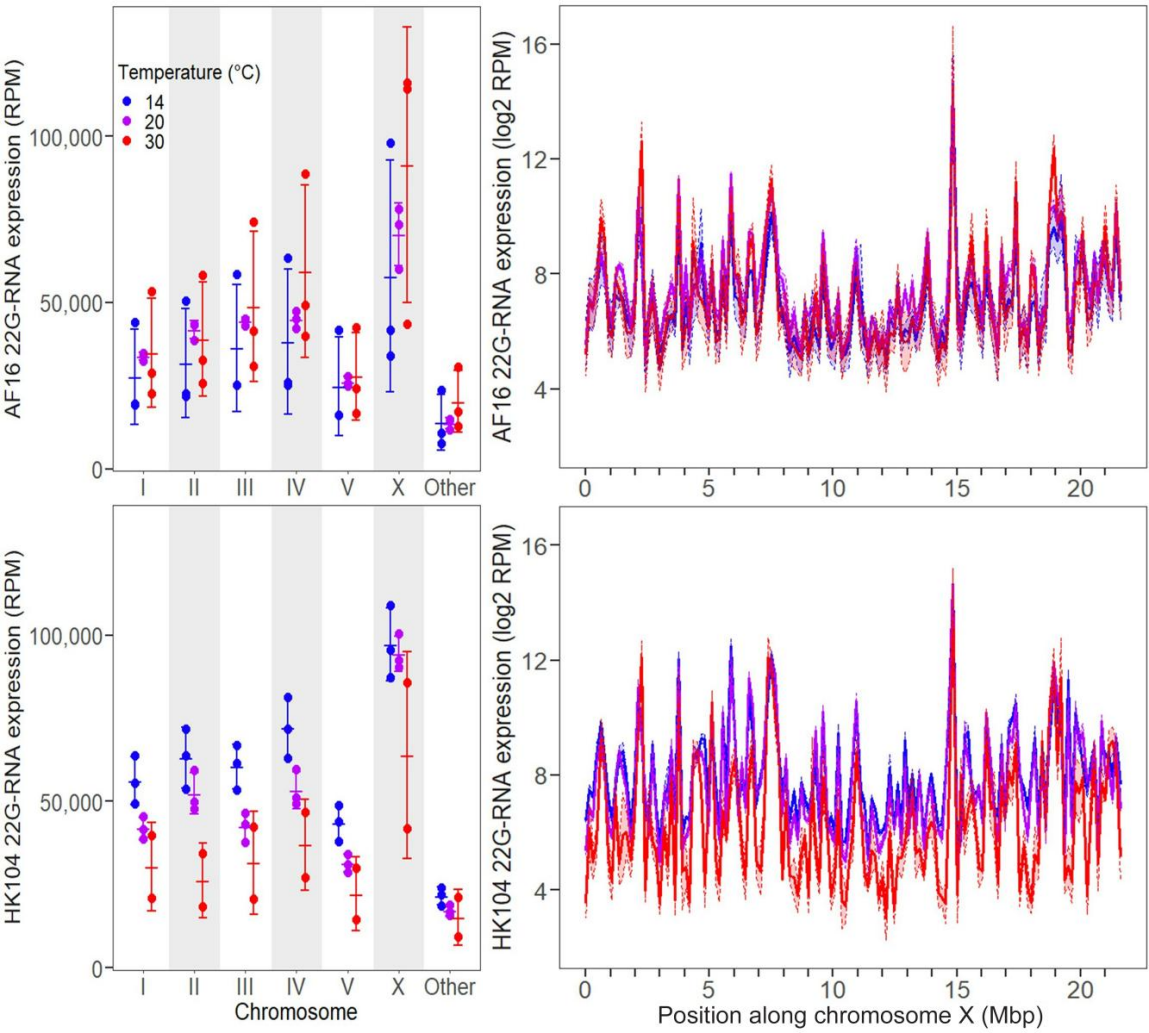
Total expression of 22*G*-RNAs aligning to each chromosome (left), as well as along the length of the X chromosome using genomic intervals 150 kb wide (right), in AF16 (top) and HK104 (bottom) worms. Expression is in units of RPM (left) or log2 RPM (right). Error bars and shaded regions give ±1 standard deviation around the mean for each set of replicates. ‘Other’ refers to genomic scaffolds of unknown chromosomal origin.

Dividing the genome into bins 100 kb wide, 82–90% of bins across HK104 chromosomes showed this pattern of depressed 22G-RNA expression at 30 °C versus just 52–78% of bins for AF16 (table 1). Moreover, the mean magnitude of decreased expression was larger for HK104 than AF16 on all six chromosomes (table 1). Both the chromosome arm and center domains reflected these patterns (supplementary material tables S1–S2, Supplementary Material online), although centers showed a more pronounced difference between genotypes: at 30 °C, 35.4% of bins on chromosome centers had lower 22G-RNA expression in HK104 but not AF16, compared with only 19.5% of bins on chromosome arms (Fisher’s exact test, *P* = 9.6 × 10^−9^).

**Table 1.** Proportion of 100 kb Bins Along Each Chromosome.

Chromosome	% of bins in AF16 with decreased expression at 30 °C	% of bins in HK104 with decreased expression at 30 °C	Average expression decrease for AF16 bins (log_2_ RPM)	Average expression decrease for HK104 bins (log_2_ RPM)
I	64% (100/156)	88% (137/156)	0.51	1.40
II	64% (107/167)	90% (150/167)	0.61	1.53
III	52% (77/147)	88% (129/147)	0.49	1.37
IV	64% (113/176)	82% (145/176)	0.62	1.35
V	63% (123/196)	82% (160/196)	0.56	1.18
X	78% (169/217)	85% (184/217)	0.72	1.84

Mean 22G-RNA expression was lower at 30 °C than it was at 20 °C, for both genotypes. Bins showing decreased expression at 30 °C were used to calculate the mean magnitude of the expression decrease for both genotypes. Expression decreases are in units of log_2_ RPM.

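22G-RNAs antisense to 9704 of 14227 tested features differed by strain, by temperature or by a combination of these. The tested features were 13626 protein-coding genes, 374 pseudogenes, 187 repeat families and 40 transposable element families, out of 16620 listed for both strains. HK104 worms changed most between 30 °C and 20 °C, with 1472 features higher and 3930 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, a balance that turned under DESeq2's size factors (2268 higher and 1147 lower). These factors rest on the 5838 features with reads in all 17 libraries, which themselves had a median log2 change of −1.15 in the edgeR fit. In AF16 worms 575 features were higher and 1776 lower at 30 °C. Of these, 152 were higher in both strains and 794 lower in both, where independent lists would share 59.5 and 491. Between 14 °C and 20 °C, 476 features were higher and 256 lower in HK104 worms, and 644 were higher and 174 lower in AF16 worms. These balances also depend on the scaling, with 359 higher and 359 lower in HK104 under TMM, 252 and 270.0 under DESeq2, and 142 higher and 255 lower in AF16 in RPM of all aligned reads. HK104 worms differed from AF16 worms at 20 °C in 1324 features that were higher and 1981 that were lower, which turned to 1872 and 1280.0 under TMM, 1505 and 1095 under DESeq2 and 1222 and 871 in RPM of all aligned reads. Of the repeat families, 14 were higher in HK104 at 20 °C and 69 lower, or 18 and 46 under TMM, and repeats were not tested as a group in this comparison. Each strain was aligned to its own reference, with HK104 features transferred from AF16, and only perfectly aligned reads were counted. Strain differences at 20 °C therefore cannot be told apart from differences between the references and annotations.
Without 1 library some counts moved by over 1.5 times. For HK104 at 30 °C the count was 3409 without replicate 2 and 3318 without replicate 3, and for AF16 at 30 °C it was 1530.0 without replicate 1. At 14 °C it was 443 and 337 in HK104 without replicates 2 and 3 of 14 °C and 391 and 471 without replicates 2 and 3 of 20 °C, and in AF16 181 without replicate 2 of 14 °C and 410.0 and 312 without replicates 2 and 3 of 20 °C.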

Using the 22G-RNA expression profiles of 14,283 genomic features to which 22G-RNA sequence reads aligned with antisense orientation (including protein-coding genes, pseudogenes, repeats, and transposable elements), we detected significant differential expression for 8,531 of them due to strain genotype, rearing temperature, or a non-additive genotype–temperature interaction (i.e., expression changes due to temperature that differed between the AF16 and HK104 genotypes) (supplementary material fig. S5 and table S3, Supplementary Material online). Most commonly, 57.7% of the features with differentially expressed 22G-RNAs showed genotype–temperature interactions (4924 features). Additionally, 1,445 features (16.9%) showed expression differences due to strain genotype alone, 1,415 (16.6%) due to temperature alone, and 747 (8.8%) due to a simple additive combination of both genotype and temperature. 

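Interactions of genotype and temperature were the largest category, with 4173 features or 43.0% of those that differed. For the change from 20 °C to 30 °C alone, 3573 features differed between the strains, 1155 with a higher and 2418 with a lower change in HK104 worms, against 1524 and 1564 under TMM and 1944 and 667 under DESeq2. Protein-coding genes had 1040.0 with a higher and 2366 with a lower change, or 1363 and 1528 under TMM and 1744 and 653 under DESeq2. Repeat families had 47 changed more upward in HK104 worms and 6 more downward, but 8 and 16 in RPM of all aligned reads. Among families of repeats and transposable elements, 22G-RNAs against piggyBac10_CB, MARINER31_CB and MARINER51_CB had log2 differences of 5.38 (standard error 0.865, adjusted p = 6.3e-06 from edgeR), 4.71 (0.693, 1.2e-06) and 4.20 (0.857, 2.4e-04). MARINER21_CB had a log2 difference of 4.59 (standard error 0.851, adjusted p = 6.6e-05 from edgeR). The retrotransposon GYPSY6-LTR_CB had one of −3.40 (standard error 0.771, adjusted p = 8.7e-04 from edgeR), and NeSL-1_CBri and GYPSY1-I_CB had −1.22 and −1.06 (adjusted p = 0.0034 and 0.032 from edgeR). NeSL-1_CBri and GYPSY1-I_CB did not pass under TMM scaling (−0.66 and −0.49), and under DESeq2 GYPSY6-LTR_CB did not pass either and GYPSY1-I_CB was reversed in sign. For the change from 20 °C to 14 °C, 101 features differed between the strains, with 49 without AF16 replicate 2 of 14 °C or 3 of 20 °C, 60 to 62 without any HK104 replicate of 14 °C, 168 without AF16 replicate 3 of 14 °C and 152 without HK104 replicate 1 of 20 °C. Without replicate 2 or 3 of HK104 at 30 °C, 2657 or 2536 features had an interaction, fewer than the 2979 or 3007 with genotype alone, and 2157 or 2042 differed in the change to 30 °C.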

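Genotype alone accounted for 2766 features, or 28.5% of those that differed, temperature alone for 1233 (12.7%) and both without an interaction for 1532 (15.8%). The remaining 4523 tested features passed none of the tests. A feature without an interaction was sorted by the genotype and temperature effects of an edgeR model without the interaction. Genotype effects cannot be told apart from differences between the references and annotations of the strains. Scaled to all perfectly aligned reads, genotype alone held 1584 features and the additive category 673. Sorting by limma-voom effects at 20 °C and in AF16, chosen after the data were examined, put 1438 features under genotype alone and 771 in the additive category.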

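Relative to all antisense 22G-RNAs, those of protein-coding genes were more often lower and those of repeats and transposable elements more often higher in HK104 worms at 30 °C, a balance that depends on the scaling. Of 13626 protein-coding genes, 3836 were lower and 1311 higher at 30 °C than at 20 °C (2381 and 1829 under TMM, but 1118 and 2037 under DESeq2), and of 374 pseudogenes 82 were lower and 74 higher (53 and 89 under TMM). Of 187 repeat families 72 were higher and 10 lower, and of 40 transposable element families 15 were higher and 2 lower, but in RPM of all aligned reads the balance turned, to 15 higher and 21 lower repeat families and 6 higher and 12 lower transposable element families. The 5 repeat groups tested, fixed before the data were examined, were each higher than the other features in camera's test with a preset correlation of 0.01. LINE and SINE families, NeSL-1_CBri among them, were in none of these groups. DNA transposons had 33 families higher and 3 lower of 91 (median log2 change 0.99, or −0.16 in RPM of all aligned reads, adjusted p = 1.8e-11). Tc/mariner elements had 27 and 4 of 74 (0.96, or −0.15 in RPM, adjusted p = 2.5e-10), or 30 and 5 adjusted over the list alone, and Helitrons 6 and 1 of 17 (1.20, or −0.06 in RPM, adjusted p = 1.5e-04). LTR and DIRS retrotransposons had 8 higher and 2 lower of 13 (1.08, or −0.03 in RPM, adjusted p = 0.0080), and other families 10 higher and 0 lower of 26 (1.00, or −0.10 in RPM, adjusted p = 2.8e-05). With an estimated correlation none of the 5 groups passed (adjusted p = 0.0575 for DNA transposons and other families, 0.0795 for Tc/mariner elements and Helitrons and 0.131 for LTR and DIRS). In AF16 worms none of the 5 groups passed camera's test, with adjusted p from 0.793 to 0.942. The HK104 libraries from 30 °C also held 18.1-fold more rRNA reads than those from 20 °C (5.93-fold without replicate 3 of 30 °C). This is a sign of degraded RNA, which stays open for the repeats.
Among repeat and transposable element families, the largest rises in HK104 worms were those of the unnamed transposons WBTransposon00000765, from 0.229 ± 0.396 (SD, n = 3) to 19.5 ± 4.04 (SD, n = 2) RPM of antisense 22G-RNA reads, and WBTransposon00000763 (log2 change 4.59, standard error 0.491, adjusted p = 8.4e-11 from edgeR). MARINER4_CB rose by 4.29 on the log2 scale (standard error 0.390, adjusted p = 5.0e-13 from edgeR), from 139.7 ± 73.1 (SD, n = 3) to 2741 ± 818 (SD, n = 2) RPM of these reads. It also rose in AF16 worms, by 2.87 (standard error 0.352, adjusted p = 6.1e-09 from edgeR), as did MARINER38C_CB by 2.97, WBTransposon00000763 by 2.90 and WBTransposon00000765 by 2.89. MuDR-10_CB rose by 3.72 in HK104 worms (standard error 0.674, adjusted p = 1.5e-05 from edgeR). GYPSY6-LTR_CB fell by 4.83 (standard error 0.642, adjusted p = 2.8e-08 from edgeR), HAT6_CB by 2.52, DNA2-15_CB by 2.27 and MARINER41_CB by 1.67, the last pair not passing under DESeq2. In AF16 worms WBTransposon00000760 fell by 2.85 (standard error 0.517, adjusted p = 2.8e-05 from edgeR), DNA2-22_CB by 2.25, MINISAT6_CB by 2.23 and HAT10_CB by 2.16.
Of the 4173 features with an interaction, 2831 (67.8%) had a lower estimate in HK104 worms at 30 °C than at 20 °C, and 2338 of them passed the test for this decrease. This share was 93.0% in RPM of all aligned reads and 33.9% under DESeq2's size factors.

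**Figure D4:**
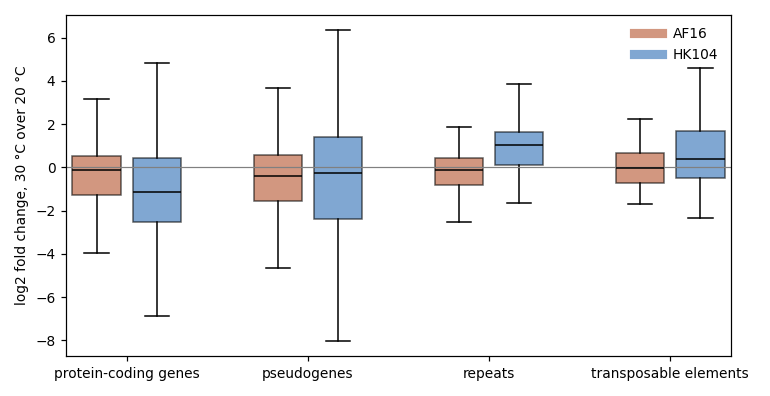
Log2 fold change of antisense 22G-RNAs from 20 °C to 30 °C by feature type and strain, relative to all antisense 22G-RNAs of the tested features. Boxes span the quartiles of features with the median as a line, and whiskers reach the furthest feature within 1.5 box lengths. The median of protein-coding genes is −1.16 in HK104 and −0.11 in AF16, and that of repeats is 1.04 and −0.11.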

Of the 4,924 features showing a genotype–temperature interaction, 64.0% (3151 features) recapitulated the distinctive overall reduction of 22G-RNAs in HK104 reared at 30 °C relative to 20 °C (supplementary material fig. S5, Supplementary Material online). Compared with the genome-wide distribution of all protein-coding genes in *C. briggsae*, those showing a genotype–temperature interaction were significantly enriched in chromosome centers (54.2% of protein-coding interaction genes are on centers compared with 42.9% of those showing no interaction; Fisher’s exact test, *P* < 2.2 × 10^−16^) (supplementary material fig. S6, Supplementary Material online).

Given the post-transcriptional regulatory role of 22G-RNAs on mRNA for the genes from which they both originate, we examined the association between 22G-RNA and mRNA expression levels across genotype and temperature treatment combinations. We could directly relate 22G-RNA and mRNA expression for 12,623 genes with data that derived from the same total RNA samples [22G-RNA from this study and mRNA from Mark et al. (2019)]. Overall, these 12,623 genes show moderate but significant positive correlations between 22G-RNA and mRNA expression across all genotype–temperature combinations (*P* < 2.2 × 10^−16^ in all genotype–temperature combinations; supplementary material fig. S7, Supplementary Material online). Despite the overall positive correlations, 22G-RNA expression actually correlates negatively with mRNA levels among the 10% of genes with the highest 22G-RNA expression in each genotype–temperature combination (*P* < 6.1 × 10^−16^in all genotype–temperature combinations; supplementary material fig. S7, Supplementary Material online). These opposing trends contribute to a non-linear relationship between 22G-RNA and mRNA expression, showing a peak of mRNA expression for 22G-RNA levels from 5.00 to 6.35 log_2_ RPM (supplementary material fig. S8, Supplementary Material online).

Upon testing for a shared profile of genotype only, temperature only, or genotype-by-temperature interaction for 22G-RNA and mRNA expression of a given protein-coding gene, we detected surprisingly little overlap (Supplementary material fig. S9, Supplementary Material online). For example, only 30.9% (1269/4108) of genes (with both 22G-RNA and mRNA expression data available) showing a 22G-RNA genotype–temperature interaction also showed an mRNA genotype–temperature interaction. This overlap was marginally statistically insignificant (hypergeometric test, *P* = 0.055), and the overlap for other differential expression categories was even lower (supplementary material fig. S9, Supplementary Material online). These observations point to the possibility that additional regulatory controls over 22G-RNA and mRNA expression complicates their genotype-by-temperature interactions as reflected in RNA abundances.

### Reduced 22G-RNA Expression is Specific to the EGO-1/CSR-1 Pathway

RNA-dependent RNA polymerases (RdRPs), such as EGO-1 and RRF-1, initiate the biogenesis of 22G-RNAs that then bind to Argonaute proteins, including CSR-1, WAGO-1, and HRDE-1. These Argonautes serve as effectors that modulate expression of target genes in the germline, mediated by base complementary binding with 22G-RNA sequences. CSR-1 binds 22G-RNAs made by EGO-1, WAGO-1 binds 22G-RNAs made predominantly by RRF-1 and by EGO-1 to a lesser extent, and HRDE-1 binds 22G-RNAs made by both EGO-1 and RRF-1 (Claycomb et al. 2009; Gu et al. 2009; Buckley et al. 2012) (fig. 5*B*). To investigate these 22G-RNA pathway proteins as potential sources of temperature-dependent reductions in 22G-RNA expression, we quantified their mRNA expression profiles. *Cbr-ego-1*, *Cbr-rrf-1*, *Cbr-csr-1*, *Cbr-wago-1*, and *Cbr-hrde-1* all shared similar mRNA expression across all six genotype–temperature combinations (fig. 5*A*). In the tropical AF16 strain, mRNA expression of these five genes was insensitive to rearing temperature and, at 20 °C, mRNA expression was indistinguishable between AF16 and HK104. The stressful rearing temperatures of both 14 °C and 30 °C, by contrast, typically led to reduced expression of these RdRPs and Argonautes in the temperate HK104 strain (fig. 5*A*). We also profiled the mRNA expression of several genes in the 26G-RNA and piRNA pathways, which act upstream of 22G-RNA production (Hoogstrate et al. 2014), although these did not generally show a consistent pattern (supplementary material fig. S10, Supplementary Material online).

**Fig. 5.**
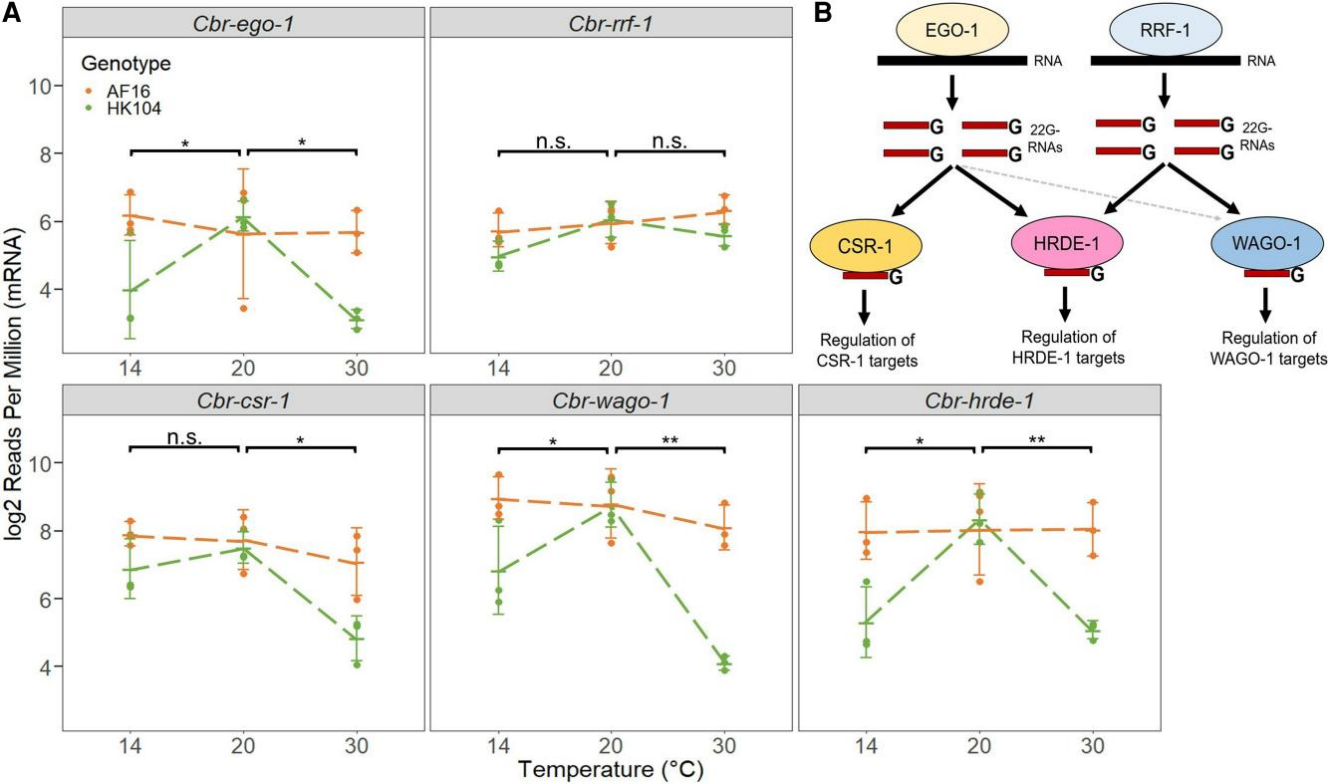
(*A*) mRNA expression of different genes involved in the 22*G*-RNA pathway, across genotypes and temperatures. Error bars give ±1 standard deviation around the mean for each set of replicates. Dashed lines connect mean expression values for each genotype across temperatures. A linear model was fit to determine the significance of genotype–temperature interactions between 14 °C and 20 °C, and between 20 °C and 30 °C, with *P < 0.05, **P < 0.01, and n.s. indicating non-significance. (*B*) Summary of the 22*G*-RNA pathway proteins studied here. The RNA-dependent RNA polymerases (RdRPs) EGO-1 and RRF-1 produce 22*G*-RNAs, which are bound by the Argonaute proteins CSR-1, WAGO-1, and HRDE-1. CSR-1-bound 22*G*-RNAs are generally produced by EGO-1, whereas WAGO-1-bound 22*G*-RNAs are mainly produced by RRF-1 but also EGO-1 to some degree. Both EGO-1 and RRF-1 produce 22*G*-RNAs bound by HRDE-1.

These observations point to the possibility that the differences in 22G-RNA expression (figs. 3–4, Supplementary Material online) arise from changes in mRNA expression of genes in the 22G-RNA pathway. Reductions to 22G-RNA expression should be strongest in the genes targeted by a given pathway if changes to the pathway’s Argonaute or RdRP expression cause lower 22G-RNA expression. To explore this possibility, we first compiled sets of genes targeted by the 22G-RNAs associated with EGO-1, RRF-1, CSR-1, WAGO-1, or HRDE-1 from previous RNA-sequencing studies in *C. briggsae* (for CSR-1) or *C. briggsae* orthologs of *C. elegans* targets (for EGO-1, RRF-1, WAGO-1, HRDE-1, and the CSR-1a and CSR-1b isoforms of CSR-1) (Claycomb et al. 2009; Vasale et al. 2010; Buckley et al. 2012; Tu et al. 2015; Charlesworth et al. 2021). The resulting putative target sets contain between 146 and 4,839 genes (median 1,706 genes), for which we obtained *C. briggsae* 22G-RNA expression data of 121–3953 genes (median 1,456 genes) (table 2; supplementary material table S4, Supplementary Material online). Consistent with their function in shared 22G-RNA pathways, EGO-1 and CSR-1 show extensive target overlap (1,427 out of 1,706 EGO-1 targets are also CSR-1 targets, 83.6%), as do RRF-1 and WAGO-1 (72 out of 146 RRF-1 targets are also WAGO-1 targets, 49.3%) (supplementary material fig. S11, Supplementary Material online). We observed that 76.8% (726/945) of HRDE-1 targets were also either CSR-1 targets (368/945) or WAGO-1 targets (395/945), affirming HRDE-1’s participation in both the EGO-1/CSR-1 and RRF-1/WAGO-1 pathways (supplementary material fig. S11, Supplementary Material online). We found higher mRNA expression of CSR-1 targets than WAGO-1 targets in all genotype–temperature combinations (supplementary material fig. S12, Supplementary Material online), consistent with the known roles of CSR-1 and WAGO-1 in promoting and silencing gene expression, respectively, via 22G-RNA targeting (Gu et al. 2009; Conine et al. 2013).

**Table 2.** Number of 22G-RNA Pathway Protein Targets in *Caenorhabditis briggsae* Used in This Study.

Protein	Total # of putative targets in *C. briggsae*	# of *C. briggsae* targets with available 22G-RNA expression data	# of *C. briggsae* targets with available mRNA expression data
CSR-1	4,839	3,919	4,636
CSR-1a	2,098	1,735	2,019
CSR-1b	4,739	3,953	4,605
WAGO-1	1,090	804	1,018
RRF-1	146	121	139
EGO-1	1,706	1,456	1,666
HRDE-1	945	759	897

CSR-1 targets are known for *C. briggsae*; targets of all other proteins are orthologs of known targets in *Caenorhabditis elegans*.

Comparing the 22G-RNA expression of the targets of EGO-1/CSR-1, HRDE-1, and RRF-1/WAGO-1 between genotypes and temperatures revealed striking differences between the pathways. Genes targeted by EGO-1 and CSR-1 showed 22G-RNA profiles that mirrored the genome-wide pattern: compared with 20 °C, 22G-RNA expression was significantly reduced specifically at 30 °C in HK104 but not AF16 worms (fig. 6, Supplementary Material online), with AF16 worms showing slightly increased expression at 30 °C. While both CSR-1a and CSR-1b targets shared this same trend, it was most pronounced for CSR-1b targets, and genes exclusively targeted by CSR-1a and not CSR-1b did not show this trend at all (supplementary material fig. S13, Supplementary Material online). These observations implicate the germline-constitutive CSR-1b short isoform, and not the intestinal and spermatogenesis-associated CSR-1a long isoform (Charlesworth et al. 2021), in this pattern of genotype-dependent differential expression of 22G-RNAs at 30 °C.

**Fig. 6.**
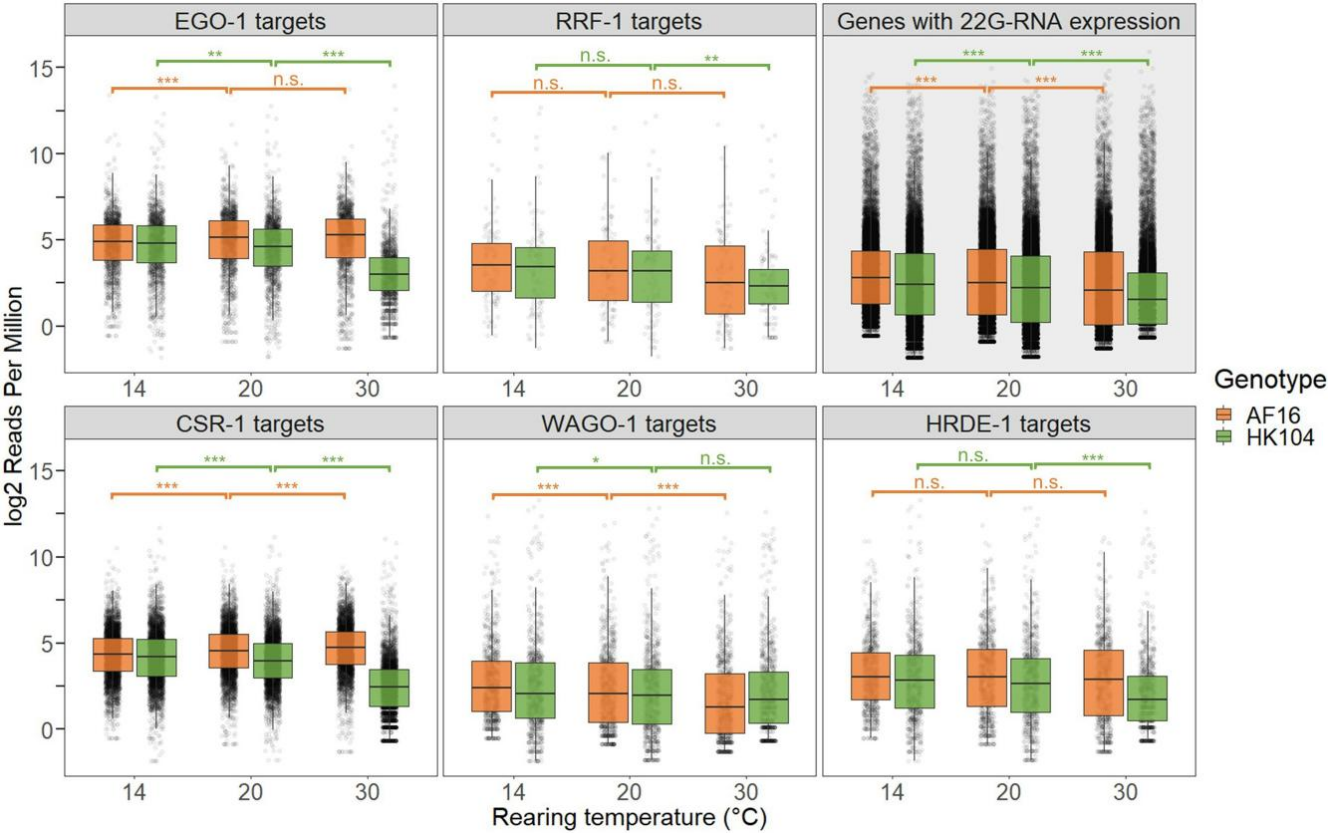
22*G*-RNA expression of genes targeted by EGO-1, RRF-1, CSR-1, WAGO-1, or HRDE-1, as well as all genes showing 22*G*-RNA expression, for each genotype–temperature combination. Significant differences between temperature treatments of the same genotype were determined using a Wilcoxon rank sum test, with *P < 0.05, **P < 0.01, ***P < 0.001, and n.s. indicating non-significance.

Genes targeted by HRDE-1 showed the same overall pattern as EGO-1 and CSR-1 targets, but weaker in magnitude, with high temperatures leading to significantly reduced 22G-RNA expression in HK104, but not AF16 (fig. 6). This pattern is likely due to partial overlap between EGO-1 and HRDE-1 targeting, as 37.5% (354/945) of HRDE-1 targets are also EGO-1 targets. Indeed, partitioning HRDE-1 targets into those genes also targeted by EGO-1 and those not targeted by EGO-1 showed that the decrease in HK104 worms at 30 °C was strongest in HRDE-1 targets that are also EGO-1 targets (supplementary material fig. S14, Supplementary Material online). Surprisingly, genes targeted by RRF-1 and WAGO-1 did not show the genome-wide pattern. Instead, 22G-RNA expression was either the same (RRF-1 targets) or higher (WAGO-1 targets) at 30 °C in HK104 compared with AF16 (fig. 6), though at 30 °C RRF-1 targets showed a significant decrease in HK104 but not AF16, similar to HRDE-1 targets. These profiles of target gene 22G-RNA expression match the profiles of target gene mRNA expression across genotypes and temperatures, including a broad decrease in mRNA expression for EGO-1 and CSR-1 targets at 30 °C in HK104 (supplementary material fig. S15, Supplementary Material online), consistent with the overall positive association between 22G-RNA and mRNA expression levels. Because temperature affects developmental timing, and gene expression varies across development, it is conceivable that differences in 22G-RNA expression between genotypes and temperatures might arise from subtle differences in developmental stage among young adults. To address this possibility, we examined the 22G-RNA expression for orthologs of RdRP and Argonaute target genes that show non-dynamic gene expression across development in *C. elegans* (Hendriks et al. 2014). This subset of genes still showed significantly decreased 22G-RNA expression of EGO-1/CSR-1 targets at 30 °C in HK104 but not AF16 (supplementary material fig. S16, Supplementary Material online), suggesting that this pattern is unlikely to be due to differences in developmental staging.

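TMM scaling lowered the count of changed features in HK104 worms at 30 °C and moved the balance between higher and lower ones. These counts cover all tested features. Targets of EGO-1 and CSR-1, which the paper examines under TMM, were not tested here. In HK104 worms at 30 °C, 4478 features passed the edgeR test under TMM, 2041 higher and 2437 lower than at 20 °C, so that 54.4% were lower in place of 72.8%. Under DESeq2's size factors 33.6% of 3415 features were lower, and in RPM of all aligned reads 92.4% of 6684. DESeq2's factors centre on the 5838 features with reads in all 17 libraries. Without TMM their median log2 change was −1.15, against −0.98 for the other features. For the difference between the strains these medians were −1.06 and −0.43. In AF16 worms the share lower at 30 °C was 75.5% without TMM and 70.3% with it. For the difference between the strains at 30 °C, 67.7% had a lower change in HK104 without TMM, 50.6% with it, 25.5% under DESeq2 and 93.0% in RPM of all aligned reads. The median log2 change of all features in HK104 at 30 °C was −1.10 without TMM, −0.45 with it, 0.10 under DESeq2 and −2.06 in RPM of all aligned reads.
At 14 °C, 35.0% of the changed features were lower in HK104 worms, 50.0% under TMM, 51.7% under DESeq2 and 11.2% in RPM of all aligned reads. In AF16 worms at 14 °C, 21.3% were lower, 33.3% under TMM and 64.2% in RPM of all aligned reads. Between the strains at 20 °C, 59.9% of the features were lower in HK104, 40.6% under TMM, 42.1% under DESeq2 and 41.6% in RPM of all aligned reads. In HK104 at 30 °C LTR and DIRS retrotransposons did not pass camera's test in RPM of all aligned reads (adjusted p = 0.189).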

Our gene-level counts of 22G-RNA expression were normalized without using the standard trimmed mean of M-values (TMM) method to avoid the assumption that most genes do not show differential expression (Evans et al. 2018), as our data violated this assumption. Nevertheless, these results are robust to TMM normalization. Applying TMM scaling to the 22G-RNA expression of these 14,283 genes, we find that targets of EGO-1 and CSR-1 (but not HRDE-1) still show greatly decreased 22G-RNA expression in HK104 but not AF16 worms at 30 °C despite the normalization removing this pattern from the background distribution of genes (supplementary material fig. S17, Supplementary Material online). Together, these results support the idea that temperature stress at 30 °C uniquely disrupts the germline-expressed EGO-1 RdRP/CSR-1 Argonaute pathway in the temperate HK104 genotype. This occurs primarily through the CSR-1b isoform, and depresses the expression of hermaphrodite germline-associated 22G-RNAs and their target genes.

## Discussion

Strains of *C. briggsae* from tropical and temperate latitudes show responses to temperature stress that are consistent with local adaptation: tropical strains are more fecund than temperate strains when raised at high temperatures, whereas temperate strains are more fecund and viable than tropical strains when exposed to low temperatures (Prasad et al. 2011; Wang et al. 2021). Their responses are also genetically distinct in terms of behavior (Stegeman et al. 2013; Stegeman et al. 2019), mRNA expression (Mark et al. 2019; Wang et al. 2021), and in sperm fertility and germline development (Prasad et al. 2011; Poullet et al. 2015). Here, we incorporate differentiation in the expression of endogenous small RNAs by sequencing small RNAs from tropical and temperate *C. briggsae* genotypes raised under distinct temperature conditions. We find that some temperature-induced changes in small RNA expression are common to both genotypes, such as reduced piRNA expression, whereas other changes are genotype-specific. In particular, we document how globally reduced 22G-RNA expression is specific to the temperate HK104 genotype at a high 30 °C rearing temperature, possibly helping to explain why high temperatures have deleterious fitness consequences on this genetic background. Thus, we find that the evolution of small RNA pathways may be a contributor to the local adaptations to temperature seen in *C. briggsae*, an idea that motivates experiments to test explicitly for causality. While much is unknown about the role of small RNAs (and endo-siRNAs in particular) in local adaptation, our work suggests that these pathways are potentially important and warrant further study in this and other species.

Both the tropical AF16 genotype and the temperate HK104 genotype showed decreased overall piRNA expression at high temperatures, in line with similar findings in *C. elegans* and other *C. briggsae* strains (Belicard et al. 2018). The three distinct genomic clusters of piRNA loci (Shi et al. 2013; Beltran et al. 2019), however, showed differing expression responses to extreme temperatures. The piRNAs encoded in the cluster on the left arm of chromosome IV (0.6–7.0 Mbp) showed decreased expression at 30 °C, whereas those on the right arm (13.2–15.0 Mbp) showed increased expression at 14 °C. It is currently not known whether these clusters participate in different silencing pathways or target different sets of transcripts in *C. briggsae*, and so further work is needed to determine the full significance of this cluster-dependent piRNA expression. Cluster-specific differences in piRNA expression at varying temperatures could theoretically be caused by differences in chromatin organization, as piRNA loci in *C. elegans* normally are highly associated with regions of repressive chromatin (Beltran et al. 2019), though the chromatin organization of these clusters in *C. briggsae* at different temperatures is currently unknown. In nematodes, piRNAs act in the germline to silence transposons and other foreign DNA sequences (Lee et al. 2012), and disruptions of this pathway cause fertility defects at high temperatures (Wang and Reinke 2008). However, the role of piRNAs in cold temperature phenotypic responses has yet to be characterized. The cluster-specific expression changes of *C. briggsae* piRNAs at extreme temperatures in both genotypes may therefore point to a role associated with the general reduction in lifetime fecundity seen at these temperatures (Prasad et al. 2011).

For 22G endo-siRNAs, the most common type of small RNA in our samples, we observed the largest expression changes for the temperate HK104 strain when reared at 30 °C. We documented substantial genome-wide reductions in 22G-RNA expression in this genotype-by-temperature combination for multiple different types of loci, on multiple different chromosomes, and at numerous different loci across the full length of each chromosome. Together, these observations point to a global, genome-wide decrease in expression that is specific to the HK104 genotype when reared under chronic high thermal stress. These broad changes in 22G-RNA expression may contribute to the significant decrease in lifetime fecundity seen in the temperate HK104 strain when reared at 30 °C (Prasad et al. 2011); disruptions to *C. briggsae* 22G-RNA pathways are known to have a negative effect on offspring viability (Tu et al. 2015), though the possible contribution of 22G-RNA misexpression to HK104’s heat intolerance requires further functional study. Evidence from mRNA sequencing suggests that many genes are indeed misregulated in the HK104 strain under heat stress (Mark et al. 2019), although it remains unclear to what extent perturbed mRNA expression levels depend on transcriptional versus post-transcriptional regulatory mechanisms, such as 22G-RNA-associated Argonaute pathways.

On average, genes targeted by the Argonaute CSR-1 and its RNA-dependent RNA polymerase (RdRP) EGO-1 showed reduced expression of antisense 22G-RNAs at high temperatures in the temperate HK104 strain but not the tropical AF16 strain. We generally did not observe this genotype–temperature interaction, however, for targets of the RRF-1/WAGO-1 pathway. This difference in 22G-RNA target profiles may arise from differences in gene expression of the RdRPs: *Cbr-ego-1* showed substantially reduced mRNA expression at high temperatures in only HK104, whereas *Cbr-rrf-1* showed a weaker reduction. As EGO-1 is needed for the biogenesis of the 22G-RNAs bound by CSR-1 (Claycomb et al. 2009), downregulation of EGO-1 expression in this genotype under heat stress should lead to the production of fewer 22G-RNAs that can bind to CSR-1. However, given that the temperate genotype at low temperatures also showed similarly reduced EGO-1 gene expression without also showing reduced EGO-1/CSR-1 22G-RNA expression, EGO-1 gene expression alone cannot explain the reduction of 22G-RNAs at high temperatures. It is possible that this reduction is instead driven by reduced CSR-1 gene expression (e.g., if 22G-RNAs that are not bound to CSR-1 are more likely to be degraded), as CSR-1 in the temperate strain showed a stronger decrease in gene expression at high temperatures than at low temperatures, though other components of the EGO-1/CSR-1 pathway not studied here may also be involved. We also observe decreased mRNA expression for EGO-1/CSR-1 targets in HK104 at high temperatures, as expected given that CSR-1 plays a positive role in promoting gene expression of its targets (Conine et al. 2013; Wedeles et al. 2013).

The overall positive association between 22G-RNA expression and mRNA expression, however, makes it difficult to conclude whether decreased 22G-RNA expression causes decreased mRNA expression or vice versa. For instance, at 30 °C, targets of WAGO-1 show increases in both 22G-RNA expression and mRNA expression in HK104 compared with AF16, despite WAGO-1’s role in gene silencing (Gu et al. 2009). Nevertheless, large-scale misregulation of EGO-1/CSR-1 targets in the germline may partially explain the reduced sperm fertility that temperate *C. briggsae* strains show at elevated temperatures (Prasad et al. 2011). If so, then temperate *C. briggsae* strains may have acquired mutations involving the EGO-1/CSR-1 pathway that compromise the adaptive high temperature tolerance of tropical strains and ancestral genotypes—perhaps by causing the downregulation of EGO-1 or CSR-1 at high temperatures—although further study is needed to test possible mechanisms directly.

*C. briggsae* and other *Caenorhabditis* nematodes express both a long isoform (CSR-1a) and a short isoform (CSR-1b) of CSR-1, which differ due to an additional 163 N-terminal amino acids in CSR-1a (Tu et al. 2015; Charlesworth et al. 2021). We found that HK104 worms showed reduced 22G-RNA expression at 30 °C compared with 20 °C in targets of both CSR-1 isoforms, though this trend was more pronounced in CSR-1b targets than CSR-1a targets. In *C. elegans*, genes targeted by only the CSR-1b isoform are enriched for EGO-1 targets whereas genes targeted by only the CSR-1a isoform are enriched for RRF-1 targets (Charlesworth et al. 2021; Nguyen and Philips 2021). Consistent with our conclusion that EGO-1 and not RRF-1 is the key RdRP associated with the genotype-specific 22G-RNA reduction at 30 °C, we did not observe this 22G-RNA reduction in the genes targeted only by CSR-1a. Interestingly, expression of CSR-1a is required for full fertility under high temperature stress in *C. elegans* due to its role in spermatogenesis (Charlesworth et al. 2021). As CSR-1a is only expressed in the germline during the L4 larval stage when spermatogenesis occurs (Charlesworth et al. 2021), it is possible that our RNA sequencing of adult worms has missed temperature-dependent differences between strains in the CSR-1a pathway associated with spermatogenesis.

One limitation to our analyses of the different 22G-RNA pathways is that the sets of EGO-1 and RRF-1 targets used here are almost certainly incomplete. For instance, 70.0% (3388/4839) of the genes we defined as CSR-1 targets were not also defined as either EGO-1 or RRF-1 targets, despite the fact that EGO-1 is thought to be the main source of 22G-RNAs bound by CSR-1 (Claycomb et al. 2009). Part of this incompleteness is simply a byproduct of the experimental approaches used to define them, as the single-gene mutants used may not be sufficient in recovering the full set of EGO-1 or RRF-1 target genes, given that EGO-1 and RRF-1 are partially redundant in 22G-RNA biogenesis (Claycomb et al. 2009; Gu et al. 2009; Vasale et al. 2010). In addition, we relied on orthology of gene targets between *C. elegans* and *C. briggsae* for most Argonaute pathway members. Comprehensive profiling of EGO-1 and RRF-1 targets in *C. briggsae* itself will benefit future analysis for how these RdRPs may influence *C. briggsae* local adaptation.

We found that 22G-RNA expression correlated positively with mRNA expression in all genotype–temperature combinations, even among genes targeted by WAGO-1, which is thought to silence its targets (Gu et al. 2009). This general positive correlation is likely due to the requirement of mRNAs for the biogenesis of complementary 22G-RNAs, as these mRNAs serve as a template utilized by RdRPs in 22G-RNA production (Hoogstrate et al. 2014). However, we found that genes with the highest levels of 22G-RNA expression, including WAGO-1 targets, negatively correlated with mRNA expression, consistent with 22G-RNA-mediated silencing at sufficient levels of 22G-RNA expression. This non-linear relationship between 22G-RNA and mRNA expression also has been observed in the *C. elegans* germline (Bezler et al. 2019).

Surprisingly, however, we observed little overlap between genes with genotype- or temperature-dependence in 22G-RNA expression and those genes showing the same effects for mRNA expression. This disparity could suggest that most changes in 22G-RNA expression are not strong enough to perturb mRNA expression in a way that matches the 22G-RNA profile, especially if pre-transcriptional regulation (e.g., chromatin modifications that regulate transcription initiation) is a potent factor in controlling genotype- or temperature-dependent changes in transcription. Another potential explanation is that 22G-RNAs may disproportionately regulate target gene expression through processes downstream of mRNA. For example, endo-siRNAs in plants that are 22 nucleotides in length are capable of repressing the mRNA translation of target genes (Wu et al. 2020). Similar translation inhibition may also occur in some genes showing 22G-RNA effects in *C. briggsae*, although data supporting a link between 22G-RNAs and translational regulation in *Caenorhabditis* are lacking.

Overall, we find that tropical and temperate strains of *C. briggsae* show significant differences in how endogenous small RNA pathways respond to the same chronic temperature stress. Heat stress induced a genome-wide decrease in the expression of endogenous 22G-RNAs, but only in the strain derived from a temperate latitude. We hypothesize that genotype-specific differences in 22G-RNA expression, potentially caused by altered expression of genes involved in CSR-1b-associated 22G-RNA biogenesis, may contribute to heightened sensitivity to heat stress with profound consequences for animal fitness. *C. briggsae* thus provides a powerful experimental system to elucidate how small RNA mechanisms may contribute to local adaptations in nature.

## Materials and Methods

### Small RNA Sequencing Datasets

To assess the sensitivity of small RNA expression to rearing temperature and genetic background, we isolated and sequenced small RNAs for two isogenic strains of *C. briggsae*, each reared under defined temperature conditions throughout development (14 °C, 20 °C, and 30 °C). The AF16 strain represents a tropical latitude genotype whereas HK104 represents a genetically differentiated temperate latitude genotype, with the extreme 14 °C and 30 °C temperatures representing chronic stressful conditions for both genotypes (Cutter et al. 2006; Prasad et al. 2011; Félix et al. 2013; Thomas et al. 2015). Worms were cultured as described in Mark et al. (2019). Briefly, worms were plated on 100 mm Nematode Growth Medium plates with 1.5 mL of concentrated OP50 *Escherichia coli*. Plates were incubated at 14 °C, 20 °C, and 30 °C for approximately 150, 65 and 48 h, respectively, to the mature adult stage. Total RNA from gravid adult hermaphrodites in mass isogenic cultures of each strain-temperature combination was isolated with TRIzol extraction and isopropanol precipitation (Tu et al. 2015) from three biological replicates, for a total of 18 distinct samples that correspond to the identical samples analyzed for mRNA expression by Mark et al. (2019). Using the Ambion MirVana kit, we separated the small RNA fractions <200 bp and then isolated small RNAs between 18 and 30 nucleotides using gel extraction from 15% acrylamide gels, as adapted from Claycomb et al. (2009) and Gu et al. (2011). The samples were treated with tobacco acid pyrophosphatase to convert triphosphorylated RNA into a monophosphorylated form prior to ligating the 3′ linker, followed by 15% polyacrylamide/7 M urea gel extraction (Claycomb et al. 2009; Gu et al. 2011). A 5′ linker sequence, possessing one of nine 4-nucleotide barcodes at its 3′ end, was ligated to the samples to enable multiplexing. This was followed by reverse-transcription cDNA synthesis, and PCR amplification, to add Illumina sequencing adapters with an additional 8-nucleotide indexing barcode on the 3′ adapter.

Small RNA libraries from each replicate were sequenced at the Tufts University Core Facility. Samples containing 202,528,982 total raw reads from AF16 and HK104 were demultiplexed and had their 5′ 4-nucleotide barcodes removed using a custom Perl script. Before barcode removal, Cutadapt v1.2.1 (Martin 2011) was used to remove 3′ adapters (parameters: -e 0.1 –m 21 –M 34 –a CTGTAGGCACCATCAAT) and discard reads that contained at least 14 nucleotides of the 5′ adapter (parameters: -e 0.1 –untrimmed-output=<output file > -O 14 –g TCTACAGTCCGACGATC). Reads were discarded if, after adapter and barcode trimming, the read was longer than 30 nucleotides or shorter than 17 nucleotides. After trimming, the 18 samples averaged 9,660,349 total reads each, giving an average of 28,981,046 reads for each of the six treatments (supplementary material table S5, Supplementary Material online). Analysis of all samples using FastQC v0.11.8 (Andrews 2010) confirmed for 17 of them that FASTQ files contained, as expected, a majority of reads of approximately 22 bases in length and no detected adapter sequences. However, one replicate of HK104 grown at 30 °C showed an unusually low read count (1,298,689 vs. >4,500,000 reads in all other samples; supplementary material table S5, Supplementary Material online) with a length distribution skewed heavily towards short 17–19 nucleotide reads. These anomalies led us to exclude this sample from downstream analyses other than genome alignment (see below), resulting in an average of 10,152,211 reads per sample and 28,764,597 reads per treatment.

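The HK104 library from 30 °C with few reads, replicate 1, held 888207 perfectly aligned reads, where the others held at least 3815140. Reads of 17–19 nucleotides made up 27.4% of it, and 6.02% and 8.06% of the other HK104 libraries from 30 °C. Fragments of structural RNAs were most abundant in it, with 39198 RPM of rRNA, 36529.8 RPM of tRNA and 18049.8 RPM of snoRNA reads. The other HK104 libraries from 30 °C averaged 12079.5 RPM ± 11476 of rRNA, 12420.4 RPM ± 4894 of tRNA and 7769 RPM ± 187 of snoRNA reads (SD, n = 2). With replicate 1 in the edgeR model, 5530 features changed between 30 °C and 20 °C in HK104 worms, 1535 higher and 3995 lower.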

### Generation of a Genotype-specific Reference for HK104 Worms

To align these small RNAs to the *C. briggsae* genome for expression quantification, we used the reference genome sequence and gene annotations from WormBase release WS272 (Lee et al. 2018). Locations of annotated *C. briggsae* piRNA loci were taken from the file ‘cbg_piRNAs_motifs_and_21Us.bed’ from supplementary data S1, Supplementary Material online of Beltran et al. (2019). Since this reference genome is based on the tropical AF16 strain, we also generated a genotype-specific reference for the temperate HK104 strain. Whole-genome sequencing reads for the HK104 strain from Mark et al. (2019) were obtained from NCBI’s Sequence Read Archive (accession SRR8333803) and aligned to the AF16 reference genome. Alignments were performed with NextGenMap v0.5.2 (Sedlazeck et al. 2013) in paired-end mode, with all other parameters left as default, including the default cutoff of 65% alignment identity to consider a read as successfully mapped. NextGenMap is able to account for a high level of divergence between the sequences being aligned, making it suitable for performing alignments between different strains. These alignments were used to call single nucleotide polymorphisms (SNPs) and short indels between the AF16 and HK104 genotypes with the HaplotypeCaller function from the GATK v4.1.4.1 software toolkit run with default parameters (McKenna et al. 2010). Using a custom Python script, we substituted these SNPs and indels into the AF16 reference genome sequence in order to create an HK104 ‘pseudo-reference’ genome sequence. We then ran flo (Pracana et al. 2017) with default parameters to create a gene annotation file for HK104 by transferring gene annotations (microRNA genes, protein-coding genes, pseudogenes, transposable elements, repeat regions, rRNA genes, tRNA genes, piRNA genes, and other noncoding RNA genes)from the WormBase AF16 reference to the coordinates of the HK104 pseudo-reference sequence (available at https://github.com/Cutterlab/C_briggsae_small_RNAs). HK104 protein-coding gene annotations were kept only for 17,038 genes (81.8% of 20,829 protein-coding genes total) in which all constituent parts (e.g., exons, UTRs) could be successfully converted from AF16 coordinates to HK104 coordinates. piRNA gene annotations were only kept if the resulting piRNA gene was still 21 bases long and started with a T nucleotide in the HK104 pseudo-reference.

### Alignment of Reads to Reference Genomes

Small RNAs were aligned to the *C. briggsae* genome using the STAR v2.7.2a read alignment software (Dobin et al. 2013). All small RNA samples were aligned to both the AF16 genome (using the genome sequence and gene annotations from WormBase) and the HK104 genome (using the genotype-specific genome sequence and gene annotations created here). Both genomes were compiled with STAR’s genomeGenerate function using the following options: –genomeSAindexNbases 12 –sjdbOverhang 29. Small RNA alignments to each genome were run with the following options: –quantMode GeneCounts –limitBAMsortRAM 30000000000 –outSAMtype BAM SortedByCoordinate –outFilterMultimapNmax 50 –outFilterMultimapScoreRange 0 –outFilterMismatchNoverLmax 0.05 –outFilterMatchNmin 16 –outFilterScoreMinOverLread 0 –outFilterMatchNminOverLread 0 –alignIntronMax 1. AF16 small RNA reads mapped best to the AF16 reference genome and HK104 reads mapped best to our HK104 pseudo-reference genome (supplementary material table S6, Supplementary Material online). Therefore, we only used alignments of small RNAs to their corresponding genome for further analyses. The number of reads from each replicate that aligned to their corresponding genome are given in supplementary material table S5, Supplementary Material online.

### Counting Aligned Small RNA Reads

Aligned small RNA reads from all samples were counted using a custom R pipeline (Charlesworth et al. 2021; https://github.com/ClaycombLab/Charlesworth_2020). Mapped reads were counted only if they aligned to the genome (either sense or antisense) without any insertions, deletions, or mismatches, but allowing for gaps due to introns. Each perfectly-aligned read was annotated with its length, first nucleotide, and coordinate location in the genome, using the location of the primary alignment (as determined by STAR) for reads that aligned to multiple locations. For each annotated genomic feature on *C. briggsae*’s six chromosomes (microRNA genes, protein-coding genes, pseudogenes, transposable elements, repeat regions, rRNA genes, tRNA genes, piRNA genes, other noncoding RNA genes, and a single feature comprising all unannotated regions), we counted how many perfectly-aligned reads of each length and first nucleotide aligned completely to this feature in each replicate, separately for sense alignments and antisense alignments (supplementary material table S5, Supplementary Material online). For reads that aligned perfectly to multiple different locations in the genome at the same time, each alignment of that read to a feature was only counted as 1/N reads for that feature, where N is the total number of times the read aligned to a feature of that class (e.g., protein-coding genes).

These counts were used to determine the total number of microRNAs, 21U-piRNAs, and 22G and 26G endo-siRNAs in each replicate expressed from each *C. briggsae* chromosome, including unplaced genomic scaffolds. We defined microRNAs as reads aligning to the sense strand of annotated microRNA genes, 21U-piRNAs as reads with a length of exactly 21 bases beginning with a uridine (U) nucleotide aligning sense to annotated piRNA genes, and 22G- and 26G-RNAs as any reads with a length between 21–23 bases and 25–27 bases, respectively, and beginning with a guanine (G) nucleotide. Due to their observed numerical abundance, we primarily focused on characterizing the expression of 22G-RNAs. The total number of 22G-RNAs aligning to each of the six *C. briggsae* chromosomes (excluding unplaced genomic scaffolds) was fit using the linear model: 22G-RNA expression = chromosome of origin effect + genotype effect + temperature effect + genotype:temperature interaction effect. This linear model was used to assess the significance of the temperature effect for each genotype and the genotype–temperature interaction, at 30 °C relative to 20 °C, as well as the chromosome effect for each chromosome. All statistical analyses were done in R v4.1.1 (R Core Team 2021). Coordinates for chromosome arm and center domains in the current *C. briggsae* genome assembly (cb4) were taken from Ross et al. (2011), combining the short chromosome tip regions with the adjacent arm domains.

### 22G-RNA Expression Analysis

To investigate the expression of 22G endo-siRNAs across genotypes and temperature treatments, we quantified the number of 22G-RNAs aligning antisense to all annotated repeats, transposons, pseudogenes, and protein-coding genes in the *C. briggsae* genome, using only the 16,916 unique features whose coordinates completely transferred from the AF16 genome annotation to the HK104 genome annotation. Repeat and transposon classes were kept if at least one copy of the repeat/transposon was present in both genome annotations (i.e., without requiring every copy to be present in both genomes). The total number of 22G-RNAs aligning antisense to these 16,916 features was fit, separately for protein-coding genes, pseudogenes, repeats, and transposons, using the linear model: 22G-RNA expression = genotype effect + temperature effect + genotype:temperature interaction effect. These linear models were used to assess the significance of the temperature effect for each genotype and the genotype–temperature interaction, at 30 °C relative to 20 °C. These 16,916 features were filtered to exclude those without at least 1 Read Per Million (RPM) of 22G-RNA expression in at least three different replicates, resulting in a final set of 14,283 features (13,668 protein-coding genes, 388 pseudogenes, 187 repeats, and 40 transposons) used for further analysis. To assess the similarity of 22G-RNA expression across the 17 samples, we created a multidimensional scaling plot of replicates based on the 22G-RNA expression of these 14,283 genomic features using the plotMDS function from the limma R package (Ritchie et al. 2015). 22G-RNA expression values were normalized to units of log_2_ RPM using voom (Law et al. 2014), implemented in the limma R package (Ritchie et al. 2015). We did not include trimmed mean of M-values (TMM) normalization in our normalization pipeline, as our 22G-RNA expression data violate the assumption of TMM that most genes are not differentially expressed, which can lead to inflated false positive rates (Evans et al. 2018). Features with differential 22G-RNA expression between genotype–temperature combinations were detected using limma with the following linear model: 22G-RNA expression = genotype effect + temperature effect + genotype:temperature interaction effect. Features with an adjusted *P*-value below a false-discovery rate of 0.05 were considered significant. We then classified features into five non-overlapping groups based on the presence of significant genotype, temperature, or interaction effects: 1) ‘genotype only’ features have a significant genotype effect, but no significant temperature effect or interaction, 2) ‘temperature only’ features have a significant temperature effect, but no significant genotype effect or interaction, 3) ‘additive genotype–temperature’ features have significant genotype and temperature effects, but no significant interaction, 4) ‘genotype–temperature interaction’ features have a significant interaction effect, and 5) ‘no effect’ features do not have a significant genotype, temperature, or interaction effect. For each of these five sets of features, we plotted voom-normalized small RNA expression across all 17 samples using the ComplexHeatmap R package (Gu et al. 2016). Expression values for each heatmap row were row-normalized using R’s scale function (R Core Team 2021) and ordered by hierarchical clustering. The distribution of protein-coding genotype–temperature interaction genes across each chromosome was visualized using the density calculated by R’s hist function (R Core Team 2021), using a bin size of 250 kb.

### Comparisons With mRNA Expression

We processed mRNA expression data from Supplementary File S1 of Mark et al. (2019) that correspond to each of the 17 *C. briggsae* replicate samples used here. This dataset contains voom-normalized mRNA expression data for 16,199 different protein-coding genes, along with classifications describing whether each gene shows significant genotype, temperature, or interaction effects on mRNA expression. We compared expression levels for the 12,623 genes with both 22G-RNA and mRNA expression values available for each replicate in all six genotype–temperature combinations (regardless of expression level), using the mean expression of all replicates in a given treatment. We did not further normalize these gene-level values of 22G-RNA and mRNA expression to log_2_Reads Per Kilobase Million (RPKM), as doing so resulted in significant negative correlations between 22G-RNA/mRNA expression and gene length, although our conclusions with respect to mRNA and 22G-RNA expression do not qualitatively change with normalization to log_2_RPKM rather than log_2_RPM (data not shown). For scatterplots of 22G-RNA versus mRNA expression for these genes, we fit a second-order polynomial curve to each plot and first calculated the correlation between 22G-RNA and mRNA expression of all 12,623 of these genes using Spearman’s rank correlation coefficient. We then computed the correlation again using only the genes in the top 10% of 22G-RNA expression in each genotype–temperature combination. To test whether these correlation coefficients were significantly different from 0, we used the cor.test function in R (R Core Team 2021). The significance of differences between correlation coefficients was calculated using a *z*-test after Fisher’s *z*-transformation (Myers and Sirois 2006). The significance of the overlap between the genes showing a genotype–temperature interaction for both 22G-RNA and mRNA expression was calculated using a hypergeometric test and visualized using the VennDiagram R package (Chen and Boutros 2011).

### Expression of Small RNA Pathway Proteins and Targets

To associate trends in 22G-RNA expression with the mRNA expression of proteins involved the 22G-RNA pathway, we extracted Argonaute and RdRP mRNA expression profiles for *C. briggsae* from the Mark et al. (2019) dataset. To assess the significance of the genotype–temperature interactions on mRNA expression for these genes between 14 °C and 20 °C, and between 20 °C and 30 °C, we modeled voom-normalized mRNA expression for each gene using the linear model: mRNA expression = genotype effect + temperature effect + genotype:temperature interaction effect.

Next, we compiled the identity of genes targeted by these proteins from prior studies of small RNA sequencing that used either immunoprecipitation or mutation of the protein of interest. CSR-1 targets, as determined by CSR-1 immunoprecipitation in *C. briggsae*, were taken from supplementary material table S2 of Tu et al. (2015). For other 22G-RNA pathway proteins (CSR-1 isoforms CSR-1a and CSR-1b, WAGO-1, RRF-1, EGO-1, and HRDE-1), target genes were defined as the *C. briggsae* orthologs of target genes from experiments conducted in *C. elegans*, using the *C. briggsae—C. elegans* orthologs defined in Tu et al. (2015). Given that 79.6% (3851/4839) of CSR-1 targets in *C. briggsae* are orthologs of CSR-1 targets in *C. elegans* (Tu et al. 2015), we expect this orthology approach to be valid presuming that other small RNA pathways show similarly high levels of target conservation between species. This orthology-based approach included genes targeted in *C. elegans* by the CSR-1 isoforms CSR-1a and CSR-1b [taken from ‘IP Enrichment (22G reads)’ in supplementary material table S2 from Charlesworth et al. (2021)], WAGO-1 [supplementary material table S2 of Tu et al. (2015)], RRF-1 [‘*rrf-1*’ in supplementary material table S4 of Vasale et al. (2010)], EGO-1 [supplementary material table S5 of Claycomb et al. (2009)], and HRDE-1 [genes in ‘GeneList_FINN1top500.txt’ and ‘Sheet2’ of supplementary material table 2 from Buckley et al. (2012) with an RPKM of at least 50]. Genes that show non-dynamic gene expression across development in *C. elegans* were defined as the genes classified as having ‘flat’ gene expression in supplementary material table S1 of Hendriks et al. (2014), again using the *C. briggsae* orthologs of these *C. elegans* genes. Wilcoxon rank sum tests were used to calculate the significance of differences in voom-normalized 22G-RNA and mRNA expression of target genes between temperature treatments of the same genotype.

## Supplementary Material

msac218_Supplementary_Data

## Data Availability

Small RNA sequencing data are available in Gene Expression Omnibus (GEO), under accession number GSE202589. Scripts used to perform the analyses described here, as well as the pseudo-reference genome sequence for HK104, are available at https://github.com/Cutterlab/C_briggsae_small_RNAs.

# Supplementary material for: Temperature-dependent Small RNA Expression Depends on Wild Genetic Backgrounds of Caenorhabditis briggsae
**Source:** Mol Biol Evol. 2022 Oct 12;39(11):msac218. doi: 10.1093/molbev/msac218

Supplementary Tables

Table S1: Proportion of 100kb bins along chromosome arm domains where mean 22G-RNA expression was lower at 30°C than it was at 20°C, for both genotypes. Bins showing decreased expression at 30°C were used to calculate the mean magnitude of the expression decrease for both genotypes. Expression decreases are in units of log₂ Reads Per Million.

**Chromosome**	**% of bins in AF16<br>with decreased<br>expression at 30 °C**	**% of bins in HK104<br>with decreased<br>expression at 30 °C**	**Average expression<br>decrease for AF16<br>bins (log₂ RPM)**	**Average expression<br>decrease for HK104<br>bins (log₂ RPM)**
I	64% (58 / 90)	84% (76 / 90)	0.55	1.33
II	70% (68 / 96)	88% (84 / 96)	0.72	1.60
III	62% (53 / 86)	86% (74 / 86)	0.57	1.33
IV	71% (67 / 95)	80% (76 / 95)	0.73	1.35
V	69% (80 / 116)	77% (89 / 116)	0.63	1.25
X	76% (112 / 147)	82% (120 / 147)	0.74	1.82

Table S2: Proportion of 100kb bins along chromosome center domains where mean 22G-RNA expression was lower at 30°C than it was at 20°C, for both genotypes. Bins showing decreased expression at 30°C were used to calculate the mean magnitude of the expression decrease for both genotypes. Expression decreases are in units of log₂ Reads Per Million.

Chromosome	% of bins in AF16<br>with decreased<br>expression at 30 °C	% of bins in HK104<br>with decreased<br>expression at 30 °C	Average expression<br>decrease for AF16<br>bins (log ₂ RPM)	Average expression<br>decrease for HK104<br>bins (log ₂ RPM)
I	64% (42 / 66)	92% (61 / 66)	0.46	1.49
II	55% (39 / 71)	93% (66 / 71)	0.42	1.43
III	39% (24 / 61)	90% (55 / 61)	0.31	1.42
IV	57% (46 / 81)	85% (69 / 81)	0.45	1.34
V	54% (43 / 80)	89% (71 / 80)	0.43	1.09
X	81% (57 / 70)	91% (64 / 70)	0.74	1.89

Table S3: voom-normalized expression of 22G-RNAs aligning antisense to 14,283 genomic features in all 17 replicates, in units of log₂ RPM. “Gene_Biotype” indicates the type of feature (protein-coding gene, pseudogene, repeat, or transposable element). AF and HK refer to the AF16 and HK104 strains, respectively. 14, 20, and 30 indicate the rearing temperature of each replicate. “Differential_Expression_Category” indicates which category of differential expression each feature was assigned to.

Table S4: Targets of 22G-RNA pathway proteins in *C. briggsae* used in this study. CSR-1 targets are known for *C. briggsae*; targets of all other proteins are orthologs of known targets in *C. elegans*. Genes with available 22G-RNA or mRNA expression data are also indicated. “TRUE” indicates that a gene belongs to a given set of genes.

Table S5. Number of reads present in each replicate at various stages of the alignment and counting pipeline. AF and HK refer to the AF16 and HK104 strains, respectively. 14, 20, and 30 indicate the rearing temperature of each replicate. Statistics are for alignments to the respective genome (AF samples to the AF16 genome, and HK samples to the HK104 genome).

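The table follows the reads of each library through trimming, alignment and counting, and its last columns can be compared with the deposited counts. Summed over all feature classes, the counts of each library equal its number of perfectly aligned reads in the table to within 1 read. Among the 17 libraries analysed in the paper, AF16 libraries from 30 °C differ most in depth, from 3815140 to 16009149 perfectly aligned reads. 22G-RNA reads antisense to features shared by both strains ranged from 510806 to 3880523 among these, and were 39244 in HK104 replicate 1 from 30 °C.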

**Replicate**	**Total # of raw reads**	**# of reads after trimming**	**# of reads aligned to the genome**	**# of reads aligned perfectly to the genome**	**# of perfectly-aligned reads aligned to an annotated feature**
AF14-1	9,714,767	8,624,894	7,596,951	6,664,095	5,048,645
AF14-2	10,057,606	9,369,252	8,663,343	7,419,685	5,292,509
AF14-3	9,153,959	8,341,891	7,837,217	6,934,035	5,942,667
AF20-1	8,311,109	7,021,982	6,613,825	5,912,723	4,929,868
AF20-2	7,187,732	6,047,269	5,738,135	5,153,967	4,240,473
AF20-3	9,901,647	8,922,678	8,122,788	7,109,900	5,562,831
AF30-1	21,556,148	20,809,661	18,949,949	16,009,149	11,746,185
AF30-2	5,557,795	4,641,808	4,317,344	3,815,140	2,887,224
AF30-3	13,334,748	11,638,513	10,736,202	9,141,443	7,399,551
HK14-1	12,155,046	8,868,287	7,663,612	6,503,096	4,493,860
HK14-2	11,165,762	9,530,022	8,239,591	6,958,250	4,845,744
HK14-3	10,256,635	9,393,639	8,205,938	7,011,489	4,913,968
HK20-1	11,667,443	10,624,773	9,621,489	8,498,648	6,082,637
HK20-2	13,321,345	12,516,817	11,097,900	9,592,262	6,639,486
HK20-3	11,495,618	10,514,634	9,462,109	8,163,107	6,094,041
HK30-1	5,928,373	1,298,689	1,016,104	888,207	551,310
HK30-2	19,716,033	15,924,990	13,997,848	12,362,971	7,983,884
HK30-3	12,047,216	9,796,474	7,629,207	6,631,820	3,998,095

Table S6. Alignment statistics for all six genotype-temperature combinations. Small RNAs from each replicate were aligned to both the AF16 reference genome and HK104 pseudo-reference genome. Statistics for each replicate were averaged out within each genotype-temperature combination, excluding the outlier HK30-1 replicate.

**Condition**	**Proportion of reads<br>aligning uniquely to<br>AF16 genome**	**Proportion of reads<br>aligning uniquely to<br>HK104 genome**	**Mismatch rate<br>per base against<br>AF16 genome**	**Mismatch rate<br>per base against<br>HK104 genome**
AF16, 14°C	74.0%	72.7%	0.22%	0.34%
AF16, 20°C	73.9%	71.5%	0.17%	0.34%
AF16, 30°C	70.7%	69.1%	0.21%	0.34%
HK104, 14°C	65.6%	67.2%	0.43%	0.35%
HK104, 20°C	68.8%	70.4%	0.36%	0.29%
HK104, 30°C	67.8%	68.9%	0.25%	0.20%

Supplementary Figure Legends

Figure S1. Mean expression of small RNAs mapping to different classes of genomic features in the *C. briggsae* genome, separated by the 5' nucleotide of mapped small RNAs. “AS” indicates reads mapping antisense to a feature.

Figure S2. Total expression of 21U-RNAs aligning to piRNA loci along the length of chromosome I using genomic intervals 150kb wide, in AF16 (top) and HK104 (bottom) worms, considering only piRNA loci present in the genome annotations for both strains. Expression is in units of log₂ Reads Per Million. Shaded regions give ± 1 standard deviation around the mean for each set of replicates.

Figure S3. Multidimensional scaling plot (A) and correlation heatmap (B) of the 22G-RNA expression profiles of 14,283 *C. briggsae* genomic features across all 17 samples. Expression values were normalized to units of log₂ Reads Per Million. Correlations were calculated using Spearman's rank correlation.

Figure S4. Expression of aligned 22G-RNAs across the full length of chromosomes I (A), II (B), III (C), IV (D), and V (E) in AF16 (top) and HK104 (bottom) worms, at each temperature. Expression values were averaged between replicates, using genomic intervals 150 kilobases wide. Expression is in units of log₂ Reads Per Million (RPM). Shaded areas extend ± 1 standard deviation around the mean expression of each interval.

Figure S5. 22G-RNA expression profiles across all 17 samples, for each of the 5 categories of genomic features defined based on 22G-RNA expression effects (A – E). Features include protein-coding genes, pseudogenes, repeats, and transposons. Expression values for each feature are scaled using row normalization. Rows in each heatmap are ordered based on hierarchical clustering.

Figure S6. Distribution of protein-coding genes showing a genotype-temperature interaction on 22G-RNA expression across the length of each *C. briggsae* chromosome, compared to the genomic distribution of all *C. briggsae* protein-coding genes.

Figure S7. Correlation between 22G-RNA and mRNA expression for all 6 genotype-temperature combinations. Correlations were calculated using the set of all 12,623 genes (top row), as well as using only the genes in each genotype-temperature combination that were in the top 10% of 22G-RNA expression (bottom row). Expression values were normalized to units of log₂ Reads Per Million. Correlations were calculated using Spearman's rank correlation. The positive correlation seen when using all genes is weakest in temperate HK104 worms reared under both hot and cold chronic thermal stress (HK104 at 14°C Spearman's $\rho = 0.28$; HK104 at 30°C Spearman's $\rho = 0.23$; all other treatment Spearman's ρ ranges from 0.38 to 0.54). Compared to 20°C, the correlation in HK104 is significantly lower at both 14°C (z-test, $p < 2.2 \times 10^{-16}$) and 30°C ($p < 2.2 \times 10^{-16}$). In AF16 worms, the correlation is also lower at 14°C (z-test, $p < 2.2 \times 10^{-16}$) but higher at 30°C ($p = 6.7 \times 10^{-13}$), compared to 20°C. The negative correlation seen when using the genes in the top 10% of 22G-RNA expression is weaker in HK104 at extreme temperatures compared to all other genotype-temperature combinations (HK104 at 14°C Spearman's $\rho = -0.32$; HK104 at 30°C Spearman's $\rho = -0.22$; all other treatment Spearman's ρ ranges from -0.36 to -0.41). Whereas HK104 worms showed a significantly weaker correlation at

both 14°C (z -test, $p = 0.021$) and 30°C ($p = 5.9 \times 10^{-7}$) relative to 20°C, AF16 worms did not show significantly different correlations at either 14°C ($p = 0.260$) or 30°C ($p = 0.602$) compared to 20°C.

Figure S8. 22G-RNA and mRNA expression for each genotype-temperature combination, for 12,623 genes with 22G-RNA and mRNA expression data available. A quadratic curve of best fit is also shown, with the shaded area around the curve representing the standard error. Colors indicate whether each gene is a target of CSR-1, WAGO-1, both, or neither. As we observed for genes overall, genes targeted by CSR-1 and WAGO-1 both showed a significant positive correlation between 22G-RNA and mRNA expression (CSR-1 target Spearman's ρ ranges from 0.10 to 0.40 with $p < 2.5 \times 10^{-9}$ in all genotype-temperature combinations; WAGO-1 target Spearman's ρ ranges from 0.15 to 0.36 with $p < 2.3 \times 10^{-5}$ in all genotype-temperature combinations). Among genes in the top 10% of 22G-RNA expression for WAGO-1 or CSR-1 targets, WAGO-1 targets tended to have a more negative 22G-RNA : mRNA correlation than CSR-1 targets, consistent with the silencing role of WAGO-1. In particular, at 20°C, the WAGO-1 22G-RNA : mRNA correlation for these genes was significantly negative in HK104 worms but not in AF16 worms (HK104 Spearman's $\rho = -0.29$, $p = 0.0076$; AF16 $\rho = -0.15$, $p = 0.160$), whereas CSR-1 targets did not show a significant correlation in either HK104 ($\rho = -0.02$, $p = 0.682$) or AF16 ($\rho = -0.04$, $p = 0.457$) animals at this temperature. We observed qualitatively similar but non-significant trends at the more extreme rearing temperatures, indicating that temperature extremes weaken the association between 22G-RNA expression and the expression levels of their targets (WAGO-1 Spearman's ρ : -0.05 to -0.21 with $p > 0.056$; CSR-1 Spearman's ρ : 0.06 to -0.07 with $p > 0.14$).

Figure S9. Overlap between genes showing a given effect on 22G-RNA expression, and genes showing the same effect on mRNA expression, for different categories of expression effects (A – E).

Figure S10. mRNA expression of different genes involved in the 26G-RNA and piRNA pathways, across genotypes and temperatures. *CBG09950* is the *C. briggsae* ortholog of both *alg-3* and *alg-4*. Error bars give ± 1 standard deviation around the mean for each set of replicates. Dashed lines connect mean expression values for each genotype across temperatures. Linear modeling was used to determine the significance of genotype-temperature interactions between 14°C and 20°C, and between 20°C and 30°C, with * indicating $p < 0.05$, ** indicating $p < 0.01$, *** indicating $p < 0.001$, and n.s. indicating non-significance.

Figure S11. Overlap between the genes targeted by WAGO-1 or RRF-1 (A), between the genes targeted by CSR-1 or EGO-1 (B), and between the genes targeted by CSR-1, WAGO-1, or HRDE-1 (C).

Figure S12. Distribution of mRNA expression values in each genotype-temperature combination, for genes that are targeted by CSR-1 but not WAGO-1 (4524 genes), both CSR-1 and WAGO-1 simultaneously (112 genes), or WAGO-1 but not CSR-1 (906 genes). Significant differences between sets of genes were determined using a Wilcoxon rank sum test, with *** indicating $p < 0.001$ and n.s. indicating non-significance.

Figure S13. 22G-RNA expression of all genes targeted by CSR-1a or CSR-1b (A) as well as genes exclusively targeted by only one CSR-1 isoform and not the other (B), for each genotype-temperature combination. Significant differences between temperature treatments of the same

genotype were determined using a Wilcoxon rank sum test, with * indicating $p < 0.05$, ** indicating $p < 0.01$, *** indicating $p < 0.001$, and n.s. indicating non-significance.

Figure S14. 22G-RNA expression of genes targeted by HRDE-1 for each genotype-temperature combination, separated based on whether or not the gene is also targeted by EGO-1. Significant differences between temperature treatments of the same genotype were determined using a Wilcoxon rank sum test, with * indicating $p < 0.05$, *** indicating $p < 0.001$, and n.s. indicating non-significance.

Figure S15. mRNA expression of genes targeted by EGO-1, RRF-1, CSR-1, WAGO-1, HRDE-1, CSR-1a, or CSR-1b, as well as all genes showing 22G-RNA expression, for each genotype-temperature combination. Significant differences between temperature treatments of the same genotype were determined using a Wilcoxon rank sum test, with * indicating $p < 0.05$, ** indicating $p < 0.01$, *** indicating $p < 0.001$, and n.s. indicating non-significance.

Figure S16. 22G-RNA expression of genes targeted by EGO-1, RRF-1, CSR-1, WAGO-1, or HRDE-1, as well as all genes showing 22G-RNA expression, for each genotype-temperature combination, using only genes classified as having “flat” gene expression across *C. elegans* development. Significant differences between temperature treatments of the same genotype were determined using a Wilcoxon rank sum test, with * indicating $p < 0.05$, ** indicating $p < 0.01$, *** indicating $p < 0.001$, and n.s. indicating non-significance.

Figure S17. 22G-RNA expression of genes targeted by EGO-1, RRF-1, CSR-1 (including both CSR-1a and CSR-1b), WAGO-1, or HRDE-1, as well as all genes showing 22G-RNA expression, for each genotype-temperature combination. 22G-RNA expression values were normalized using the TMM method to meet the assumption that most genes in the genome do not show differential 22G-RNA expression, followed by voom normalization to units of $\log_2$ RPM. Significant differences between temperature treatments of the same genotype were determined using a Wilcoxon rank sum test, with * indicating $p < 0.05$, ** indicating $p < 0.01$, *** indicating $p < 0.001$, and n.s. indicating non-significance.

Supplementary Figures
Figure S1.

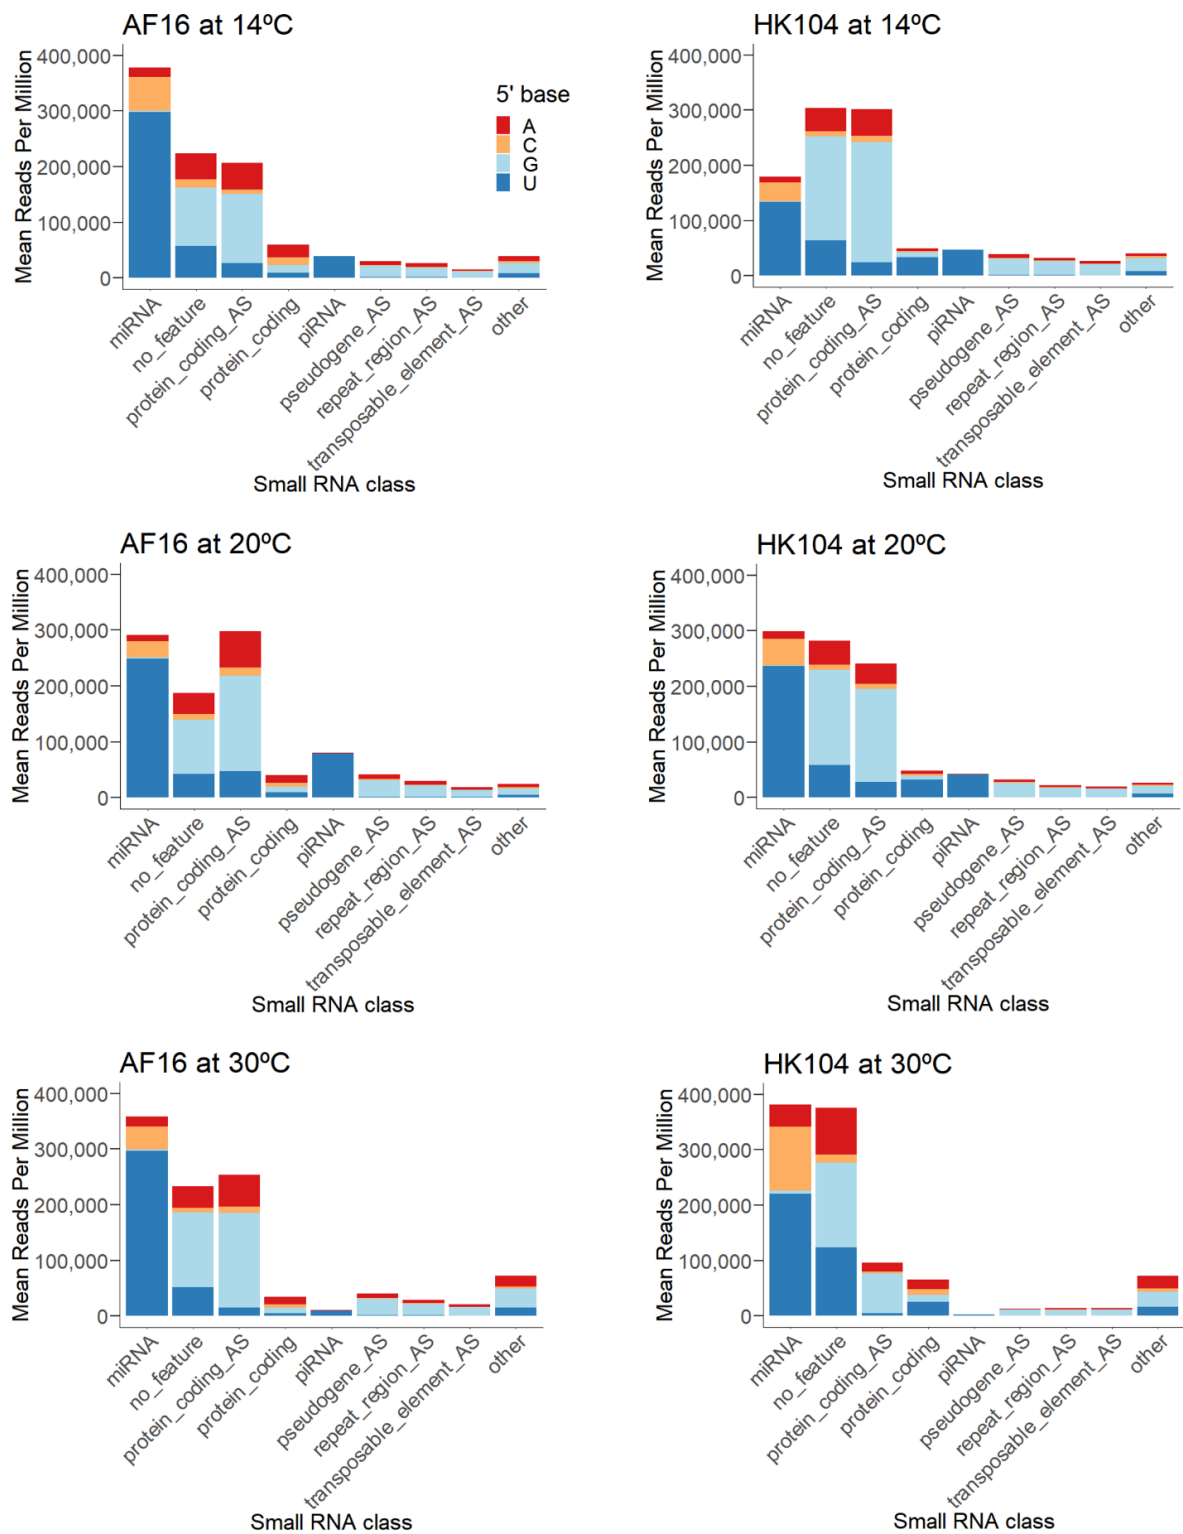

Figure S2.

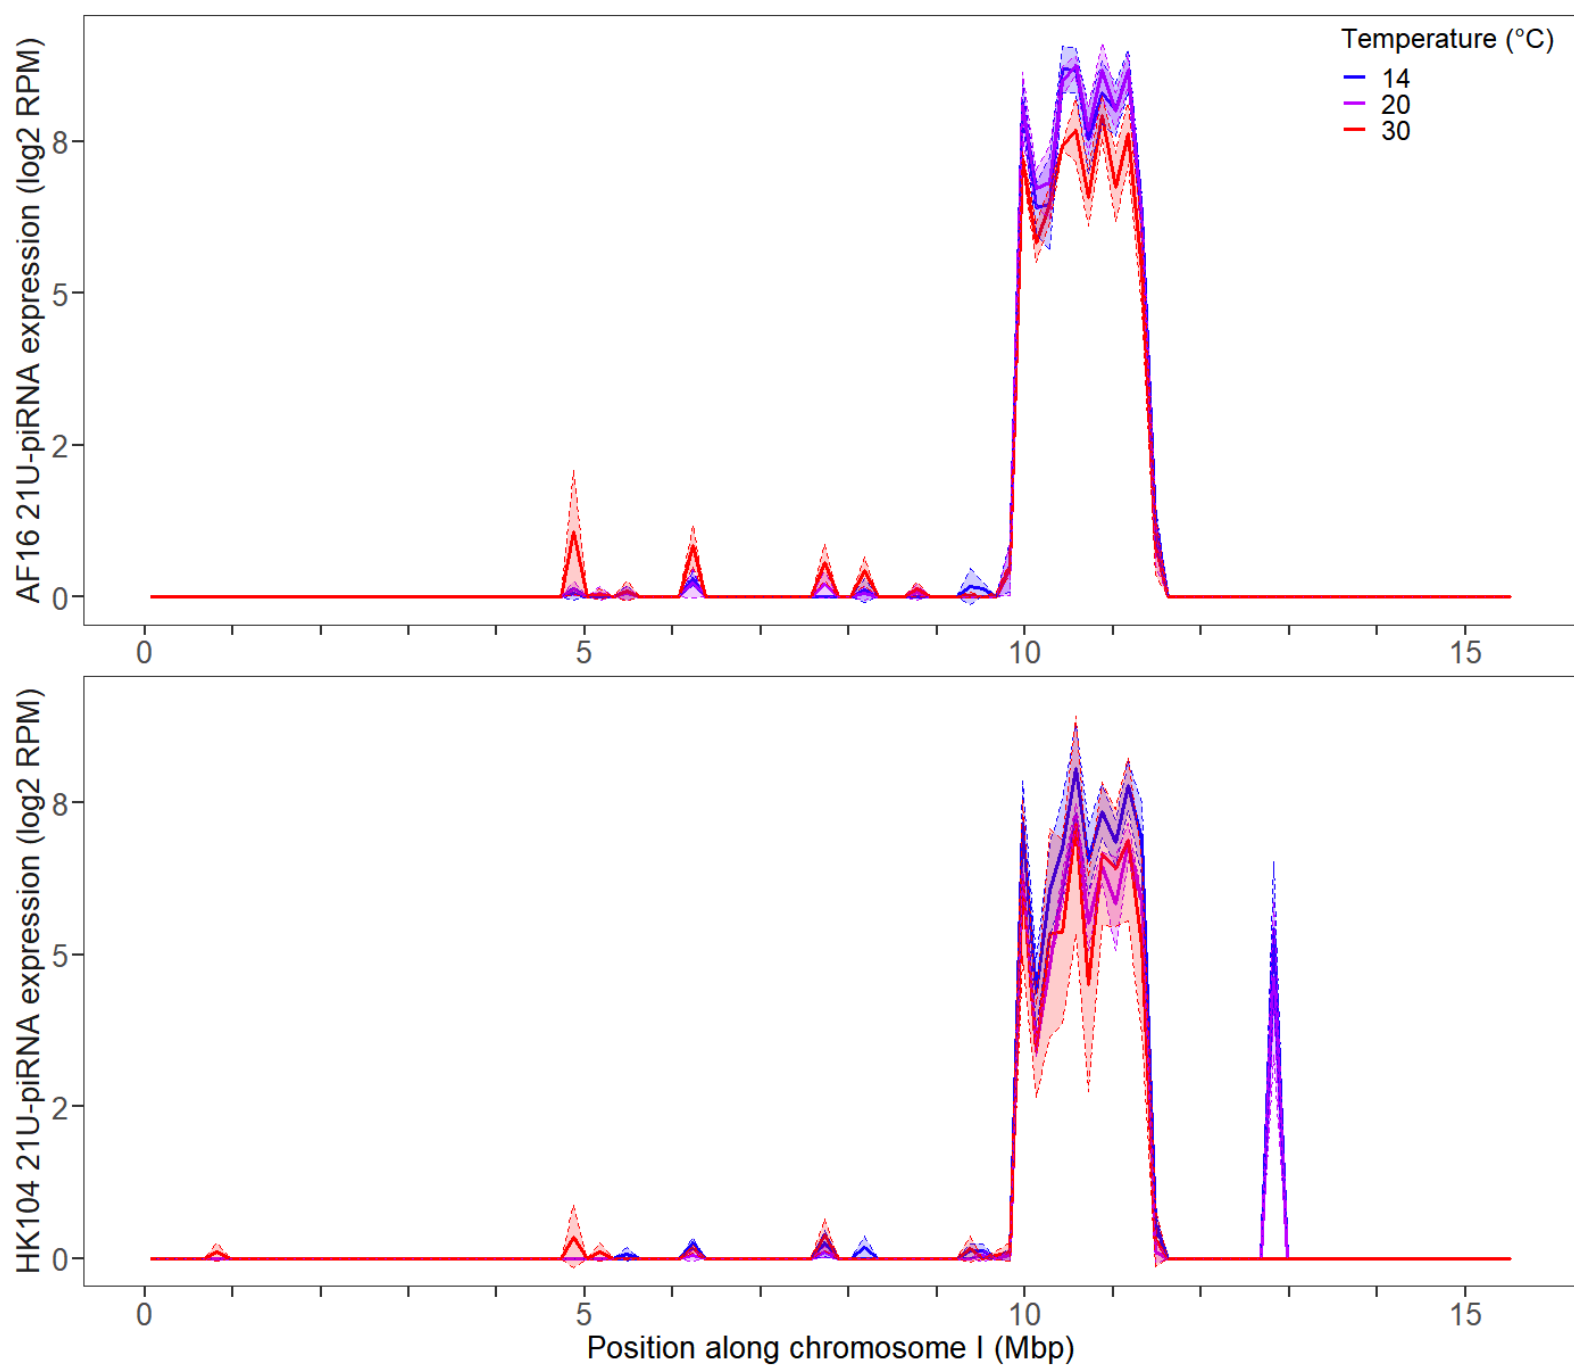

Figure S3.

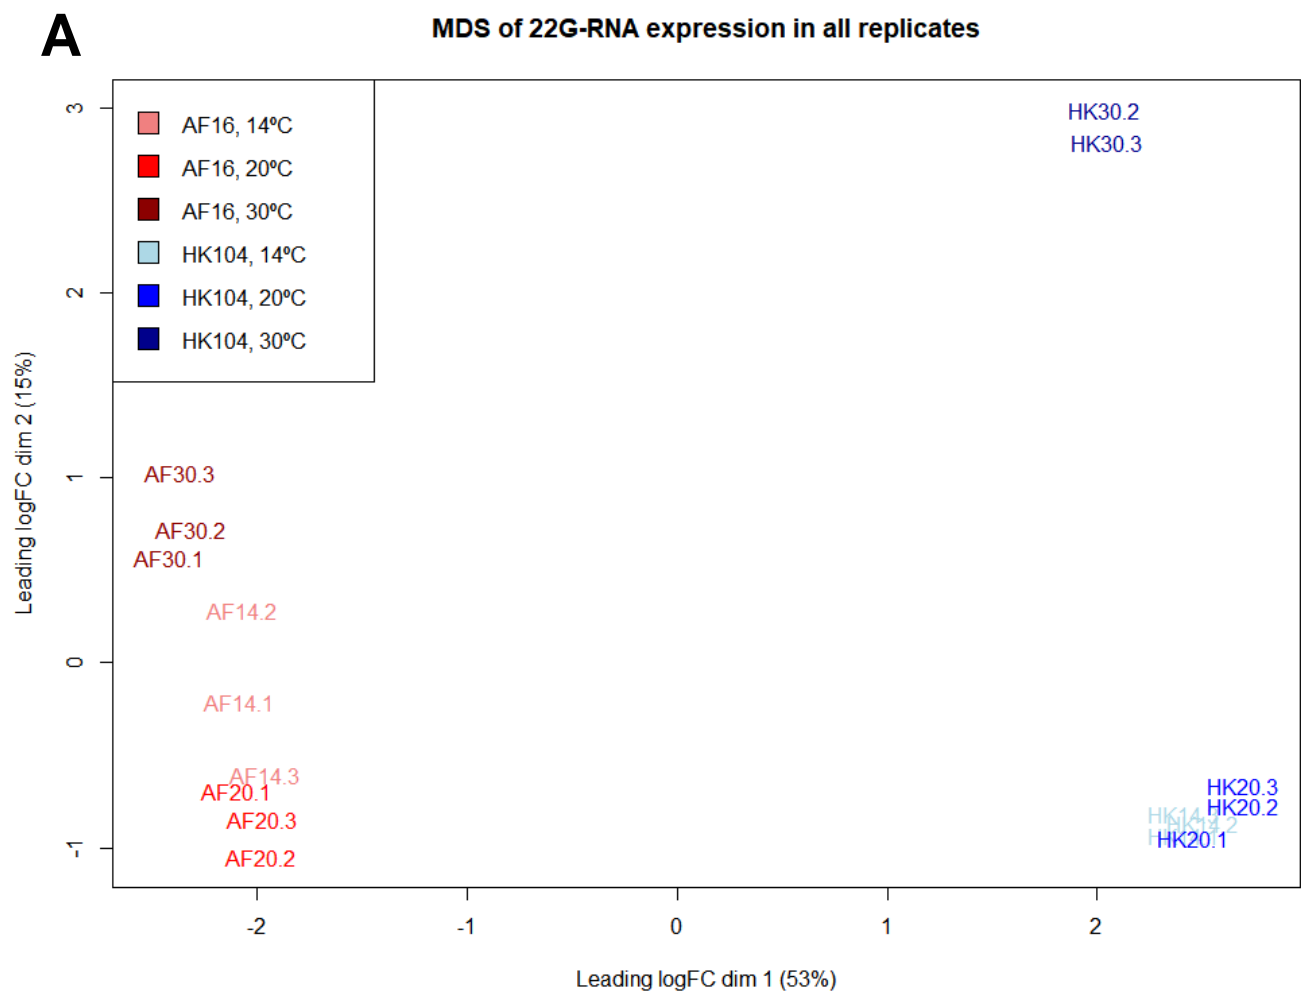

B Correlation of normalized 22G-RNA expression data

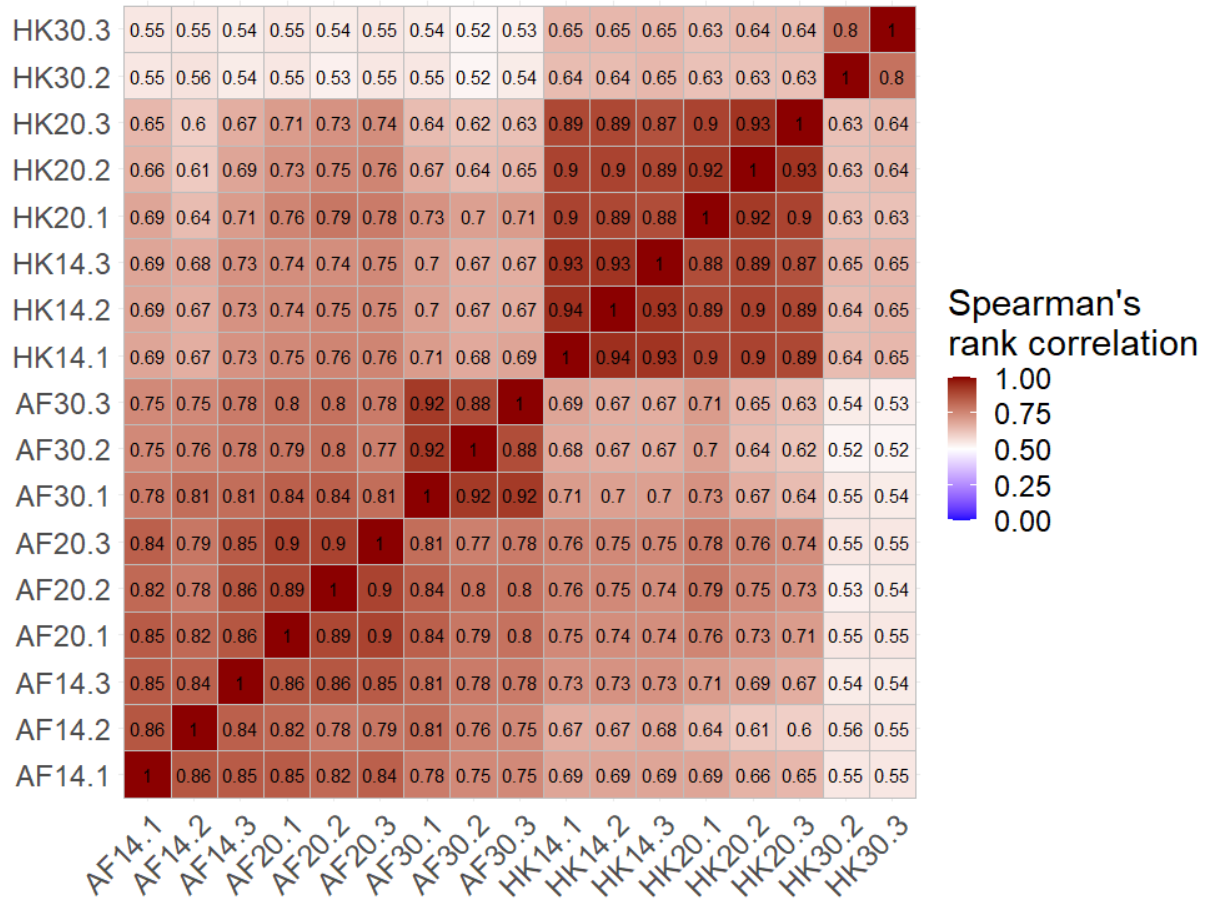

Figure S4.

A

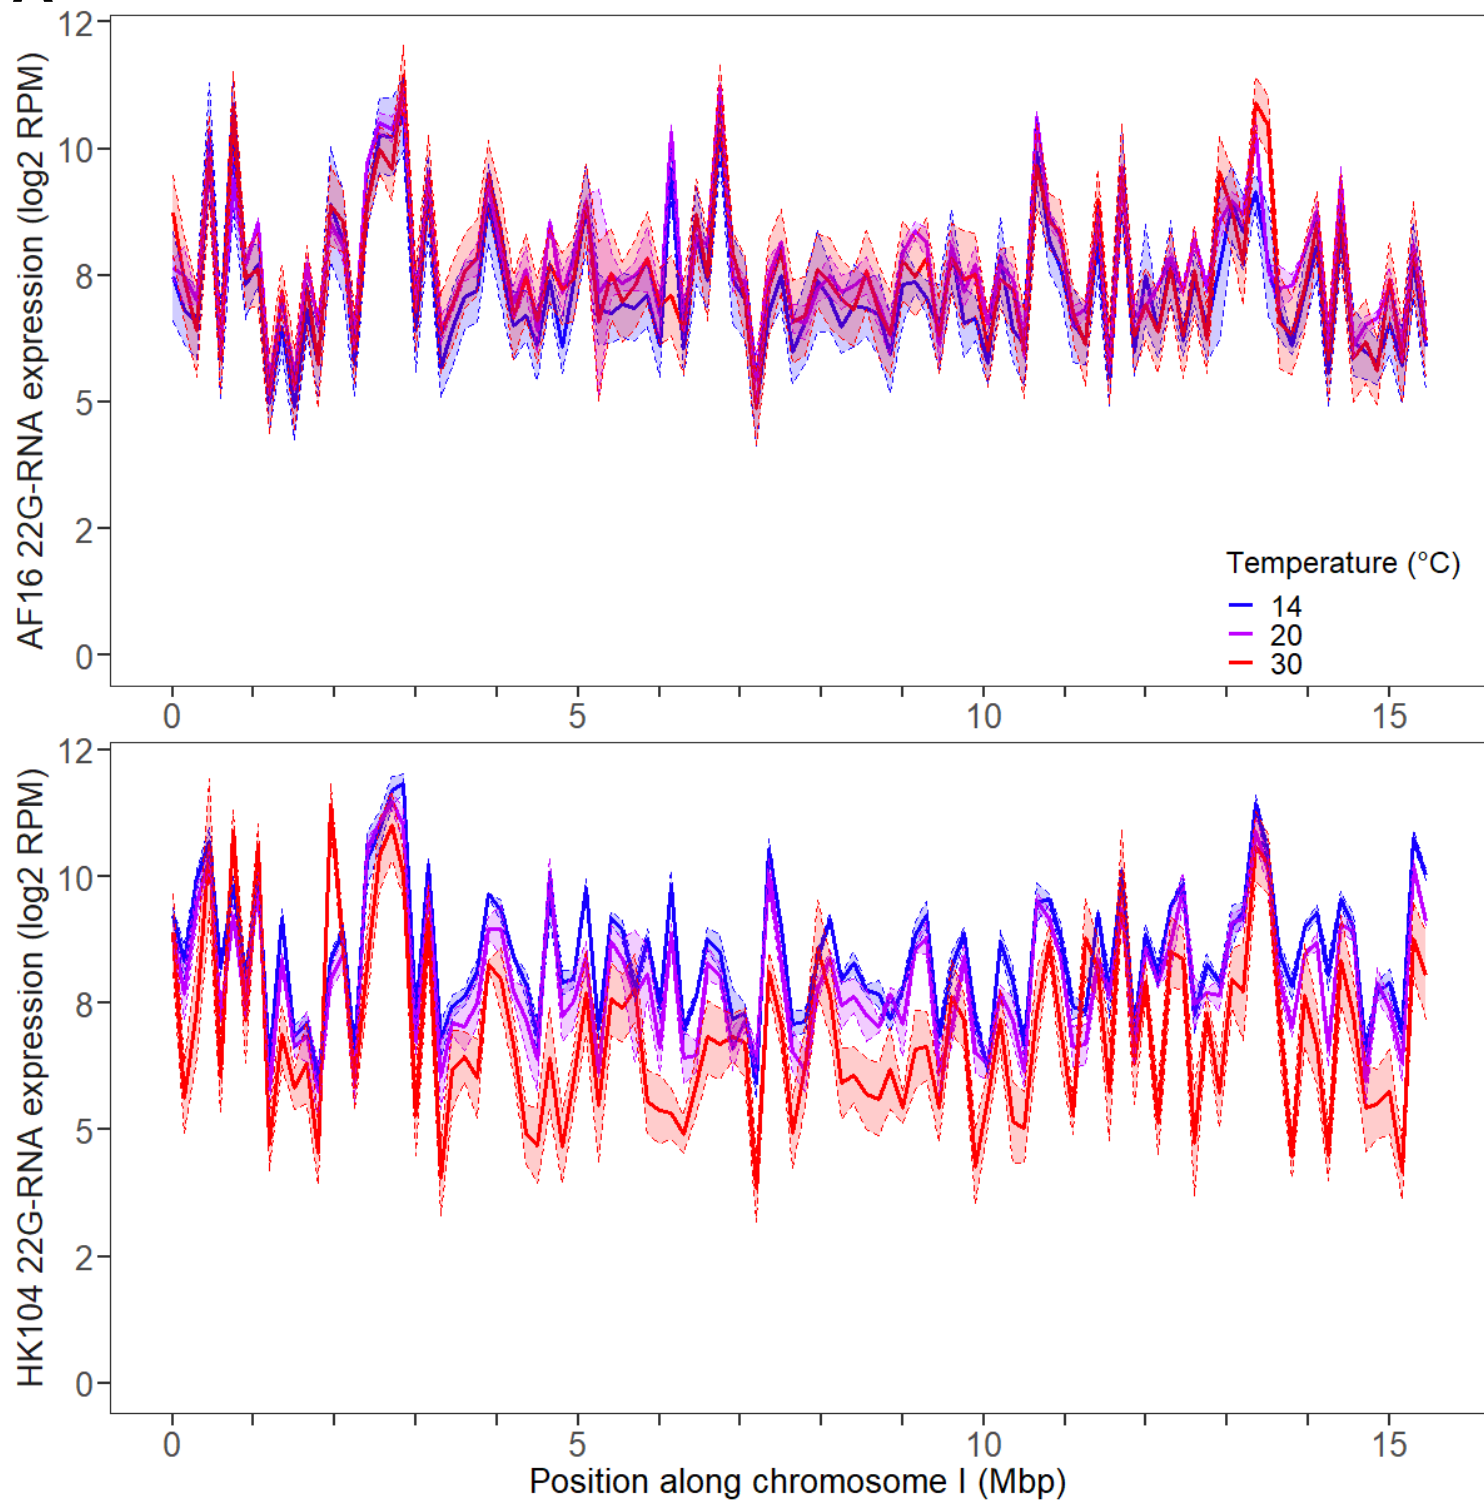

B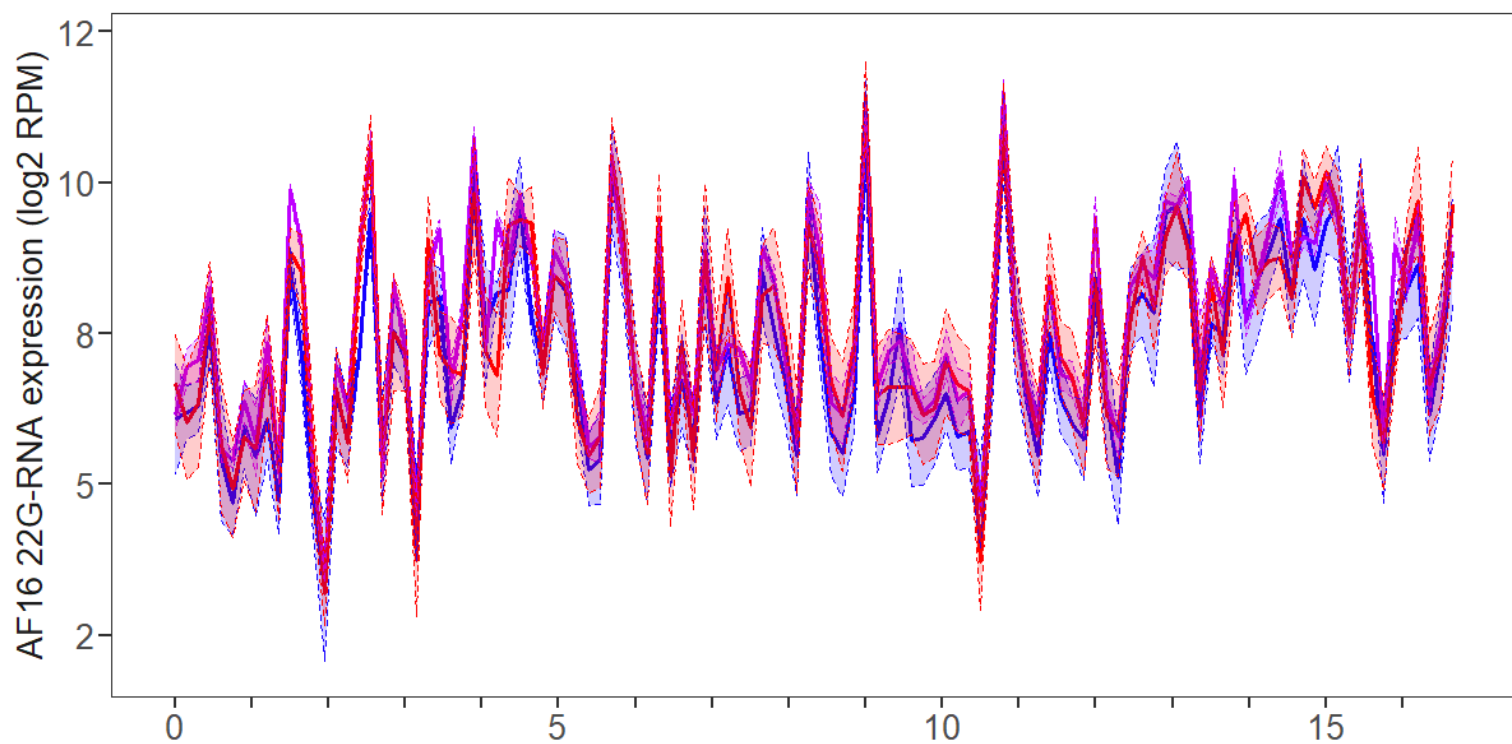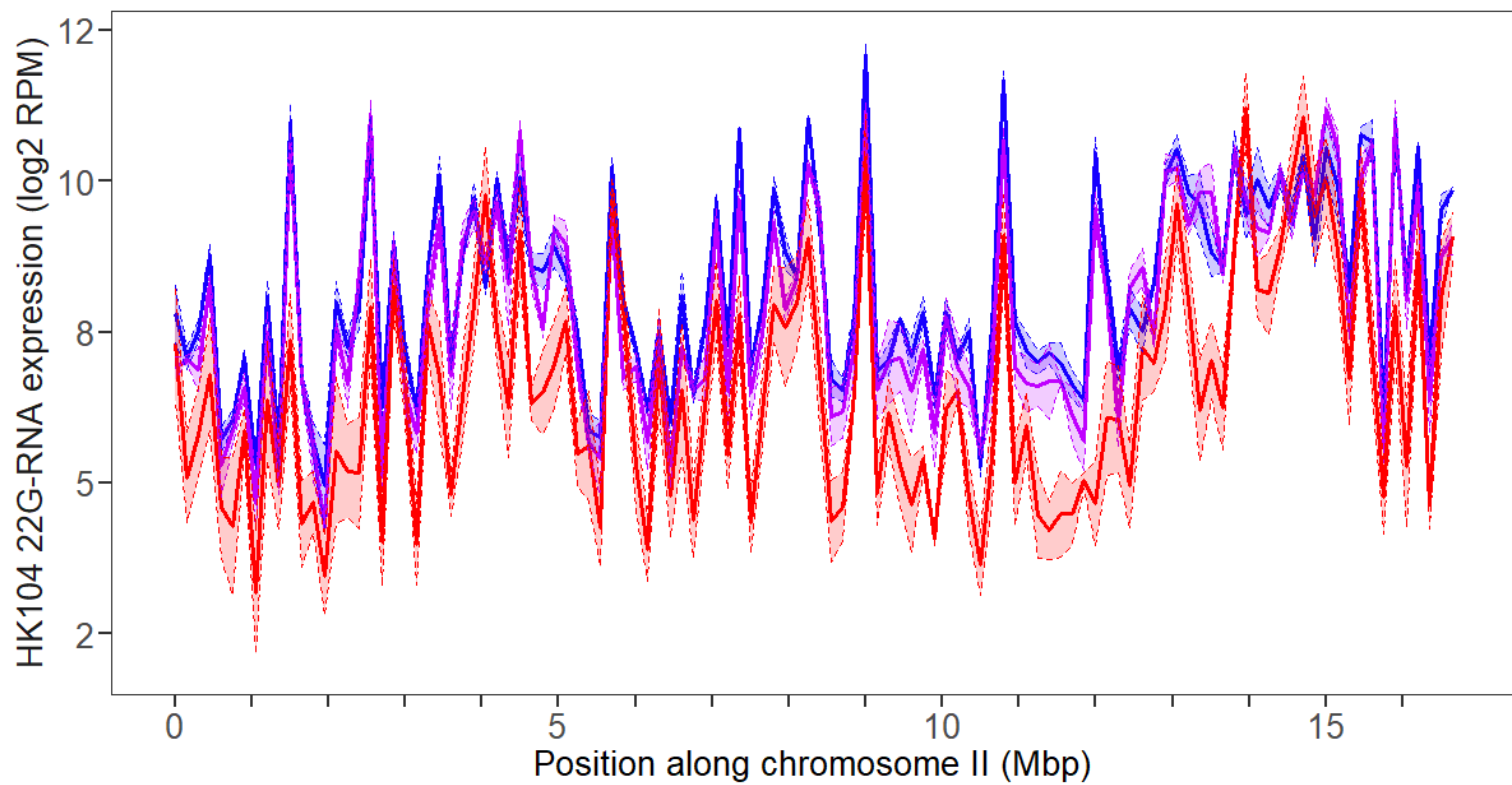

C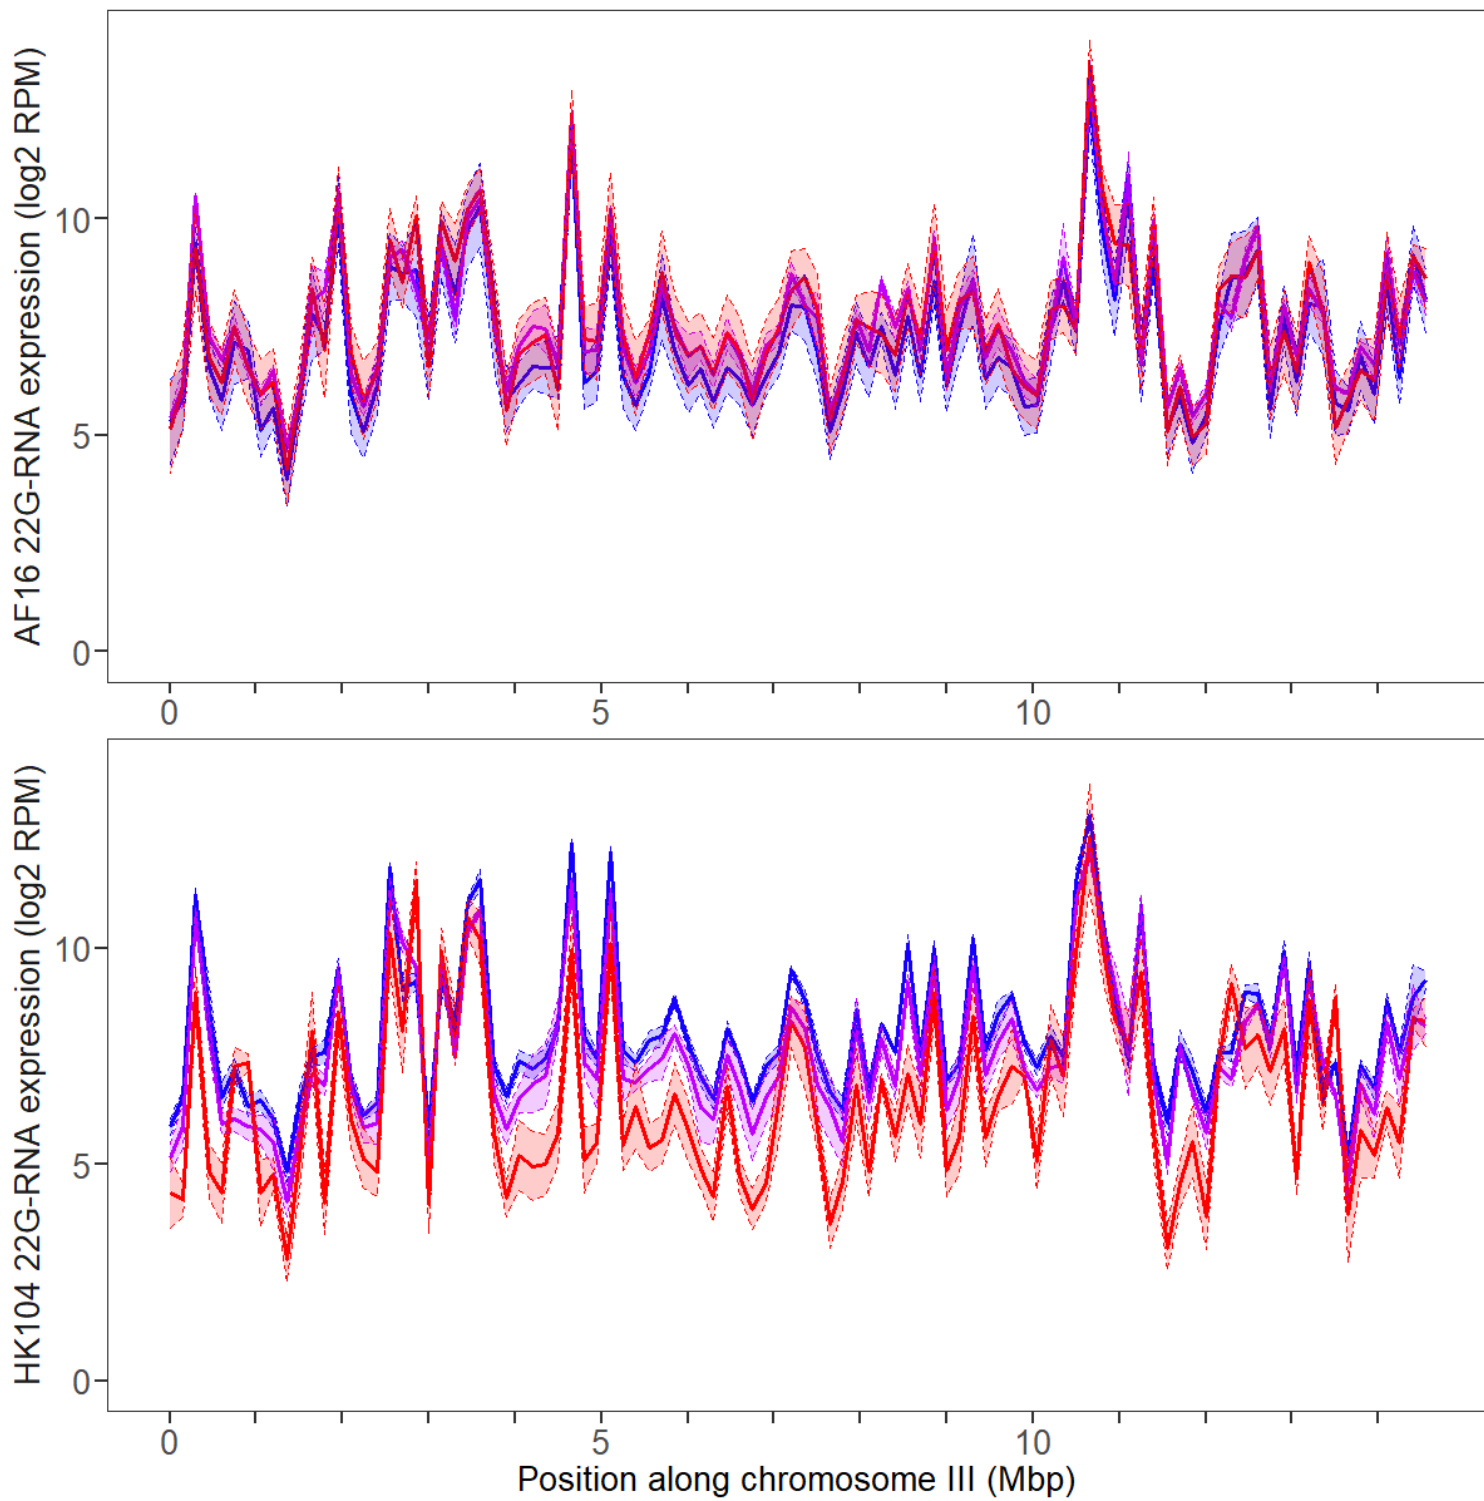

D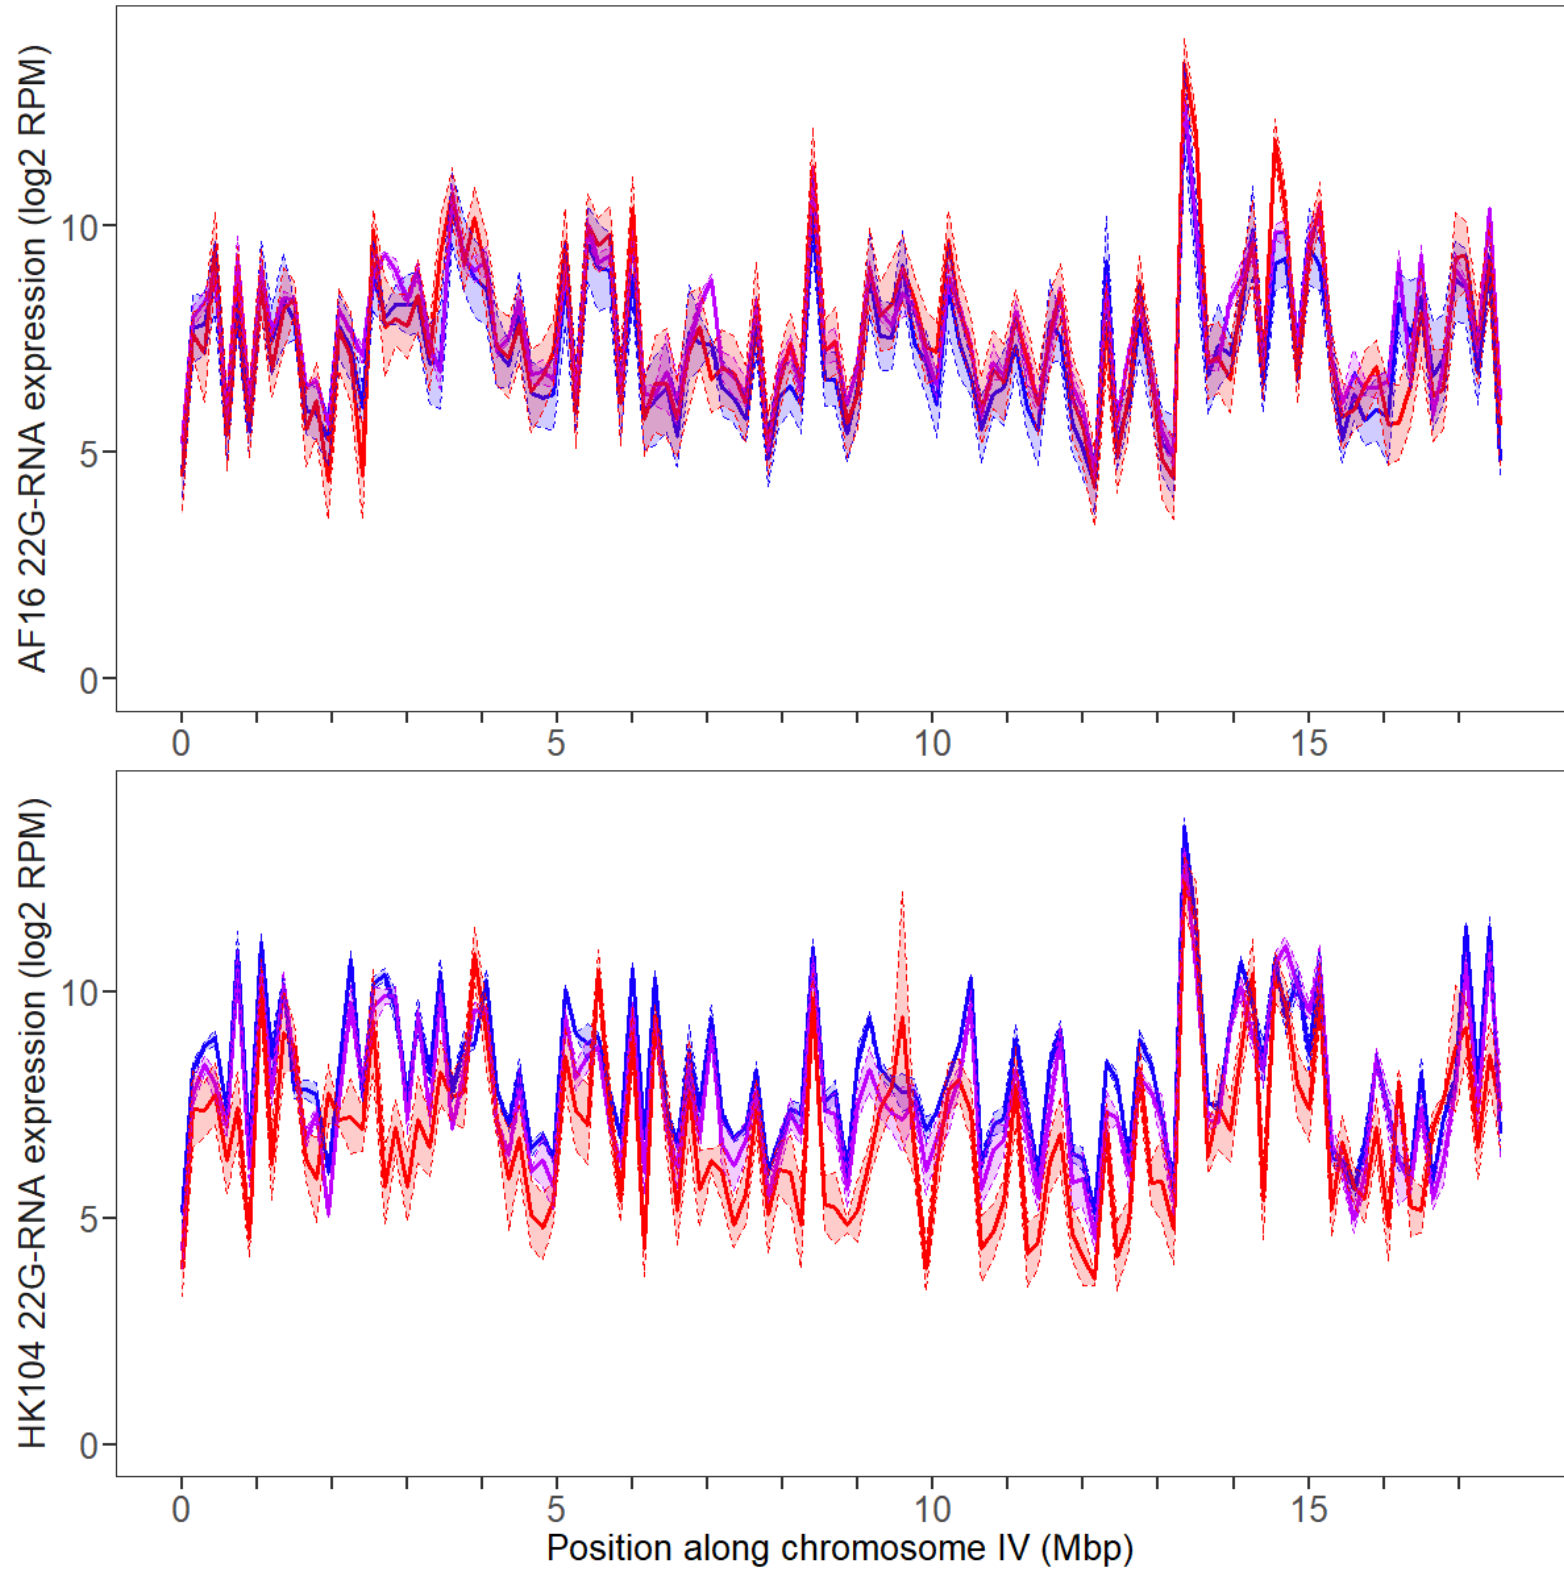

■

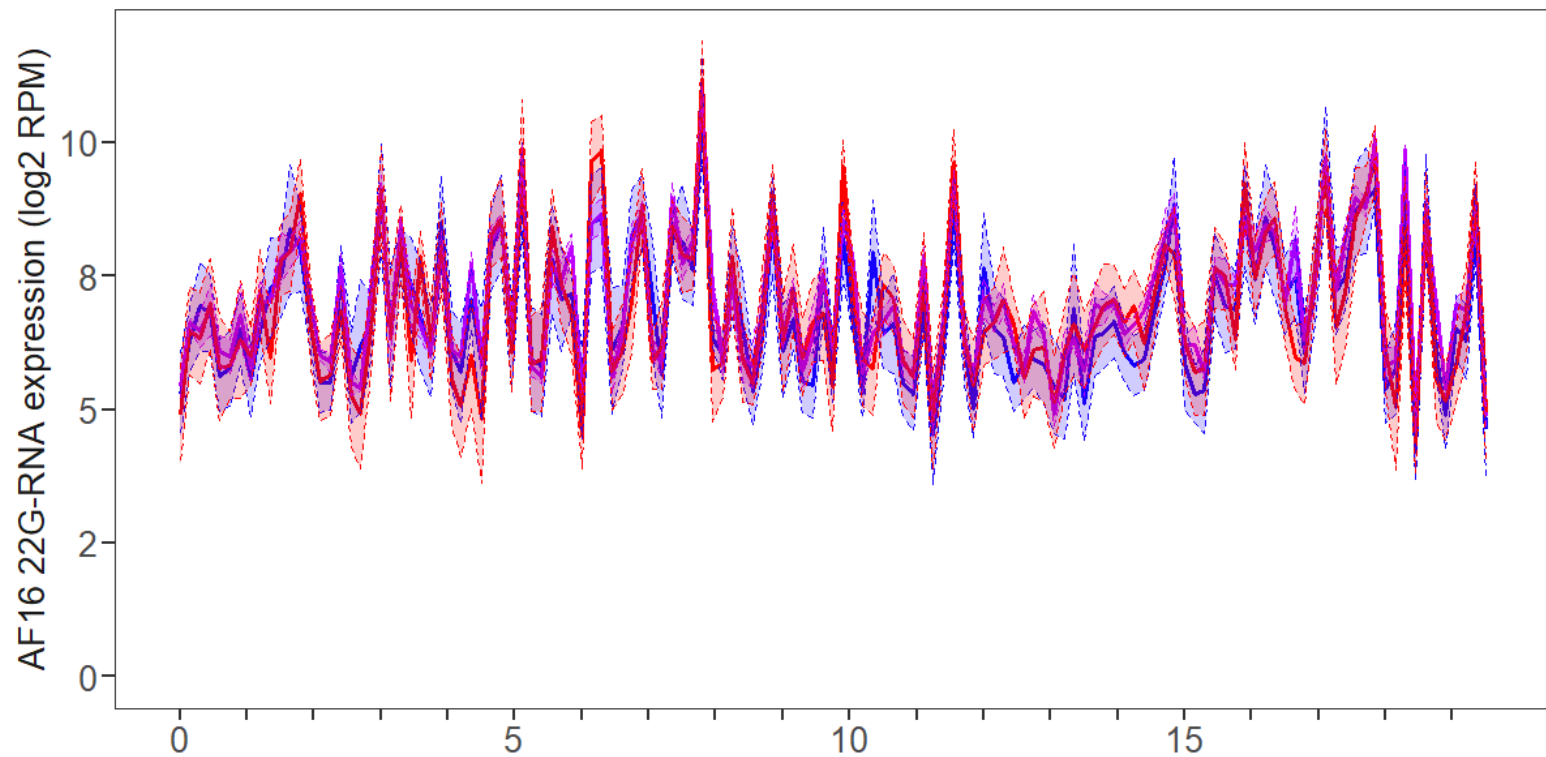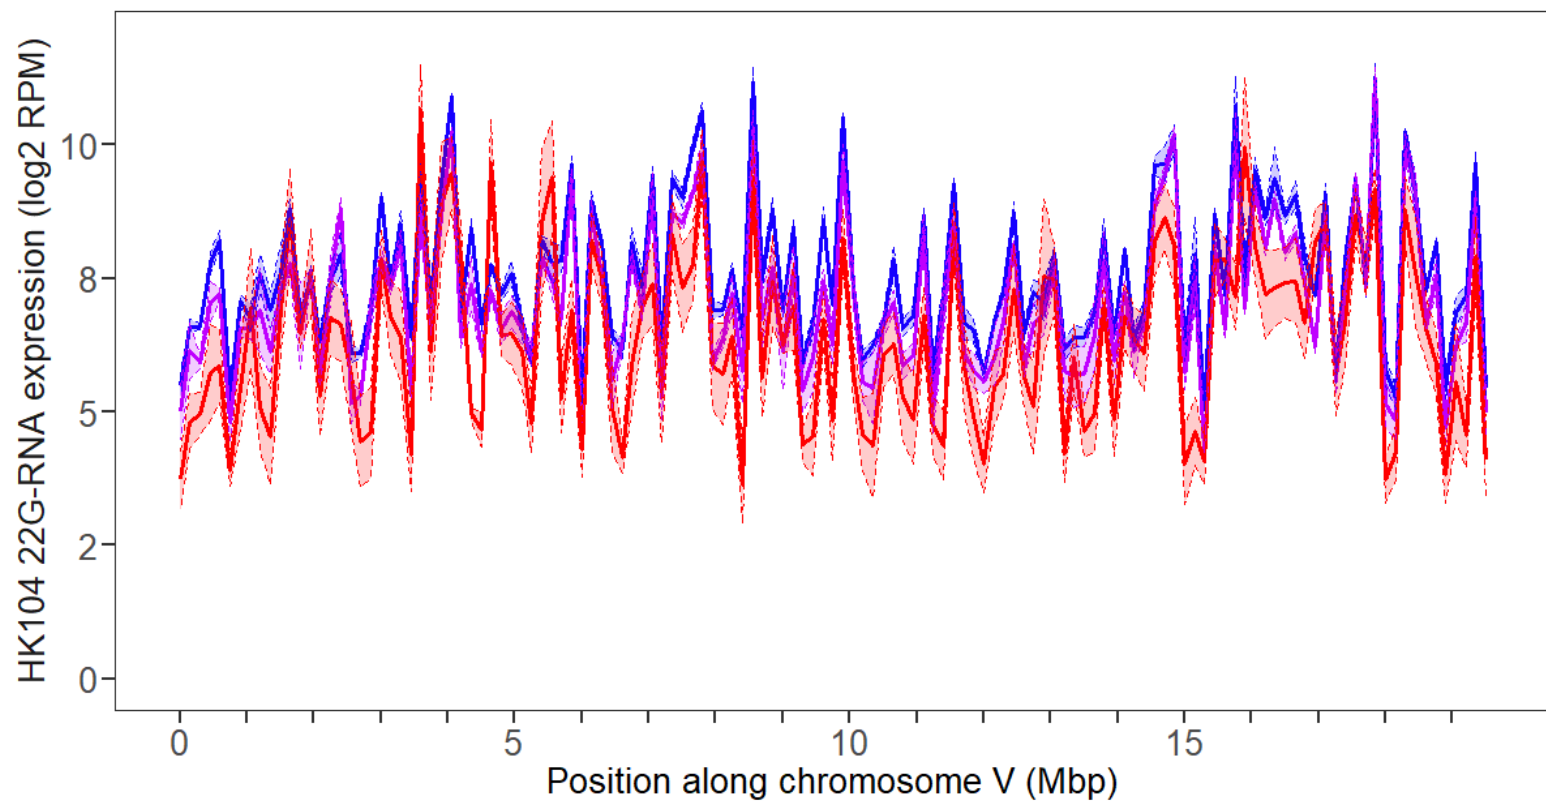

Figure S5.

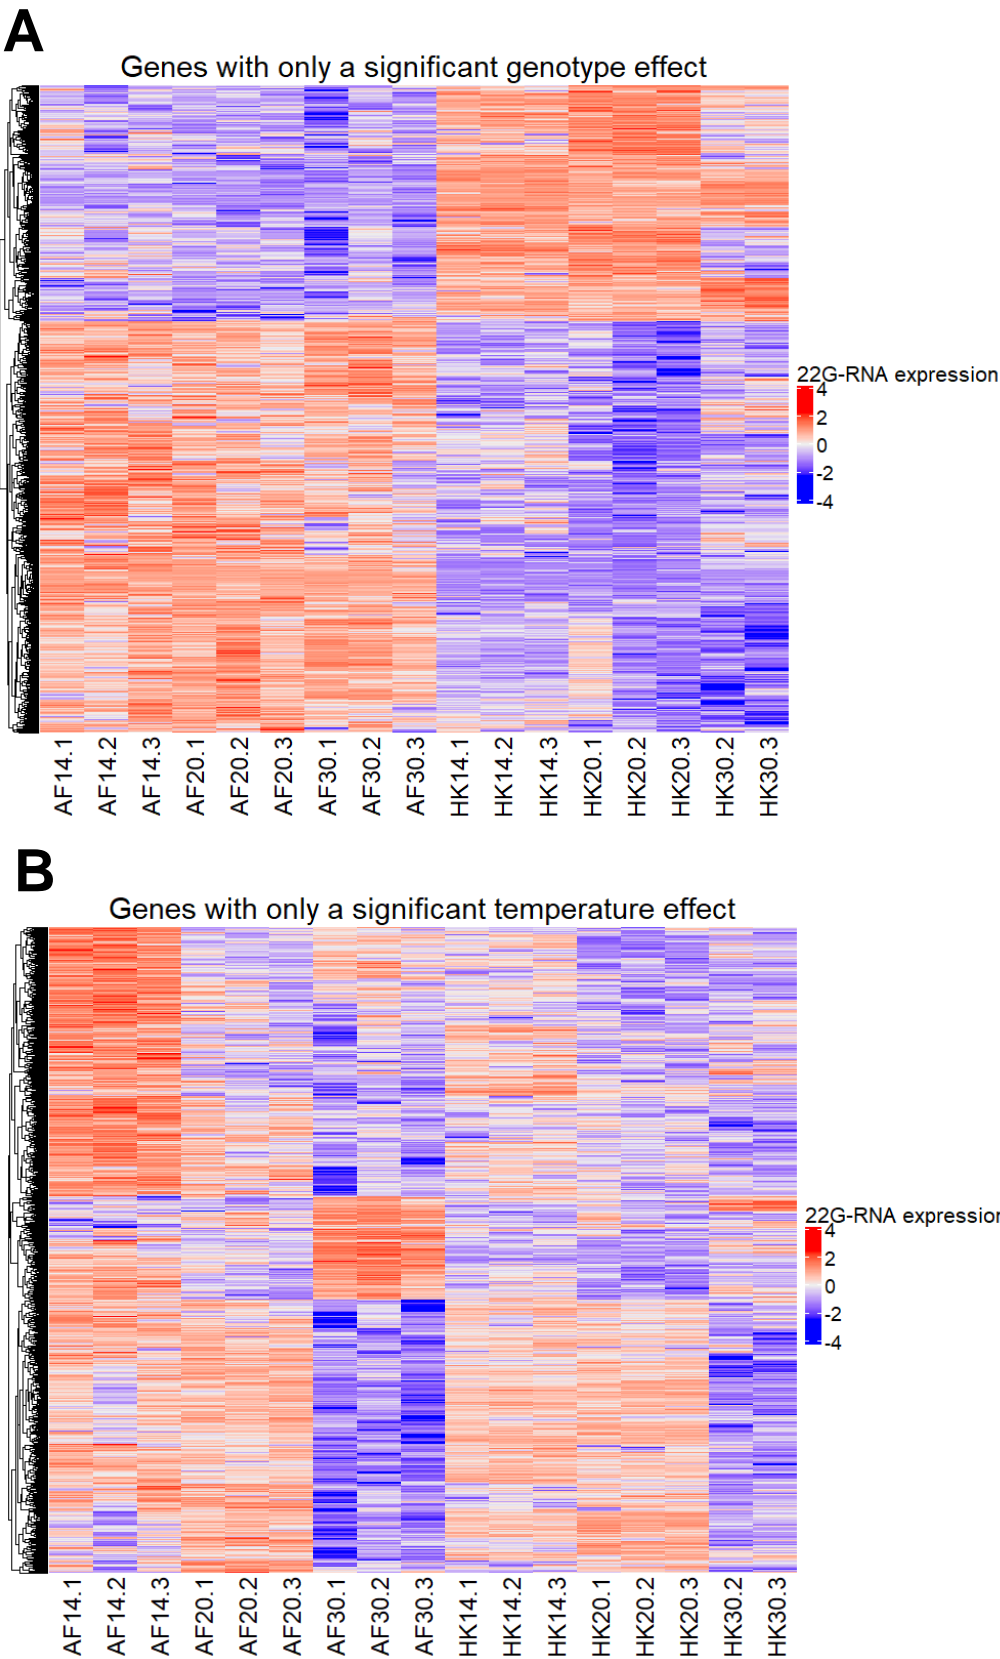

C

Genes with an additive genotype & temperature effect

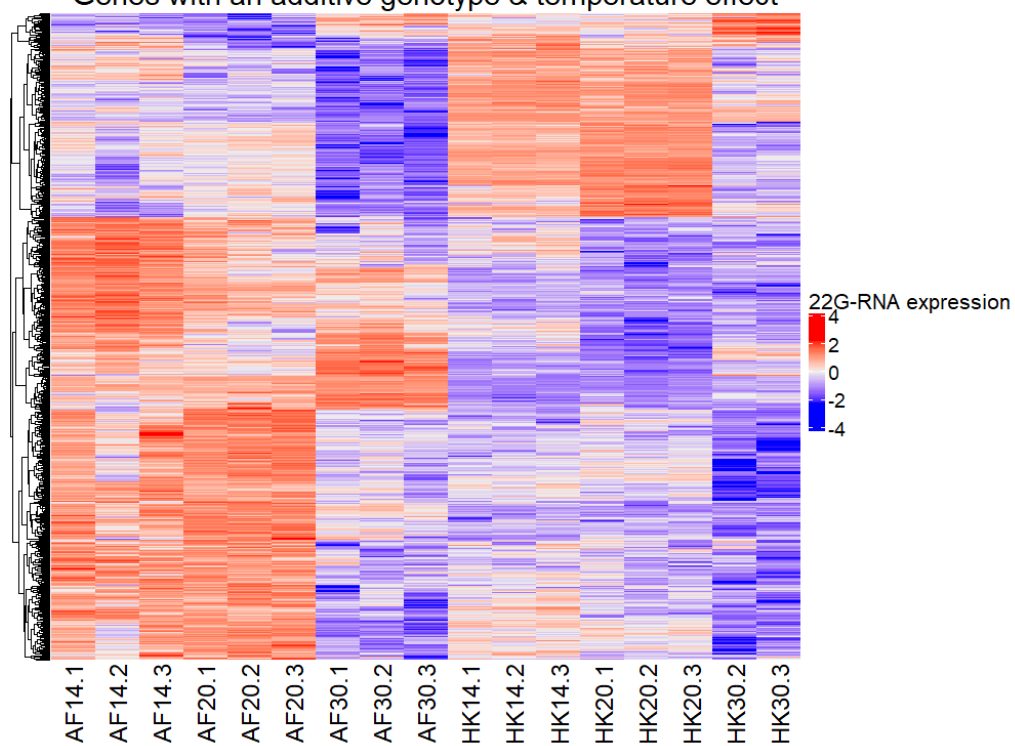**D**

Genes with a significant genotype-temperature interaction

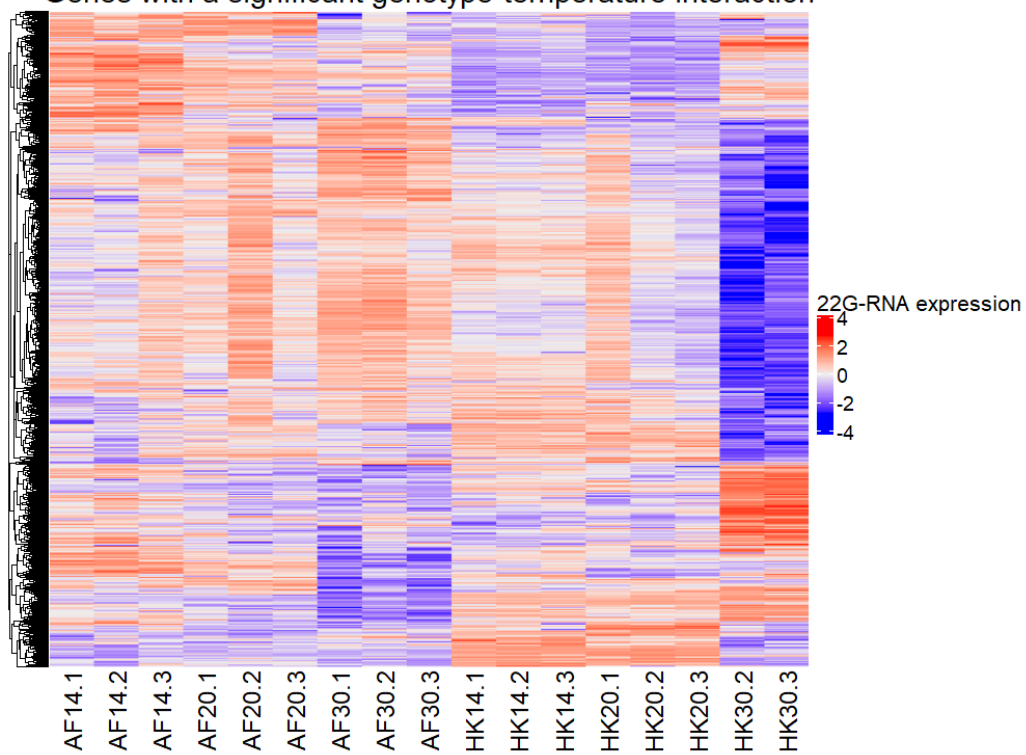

E

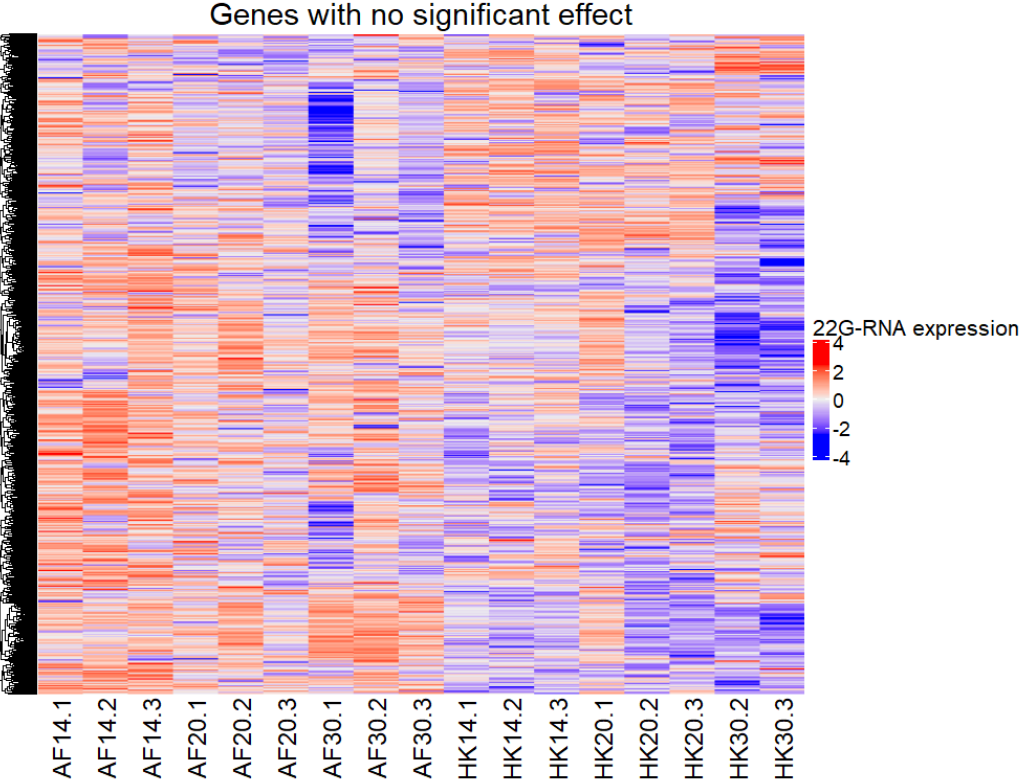

Figure S6.

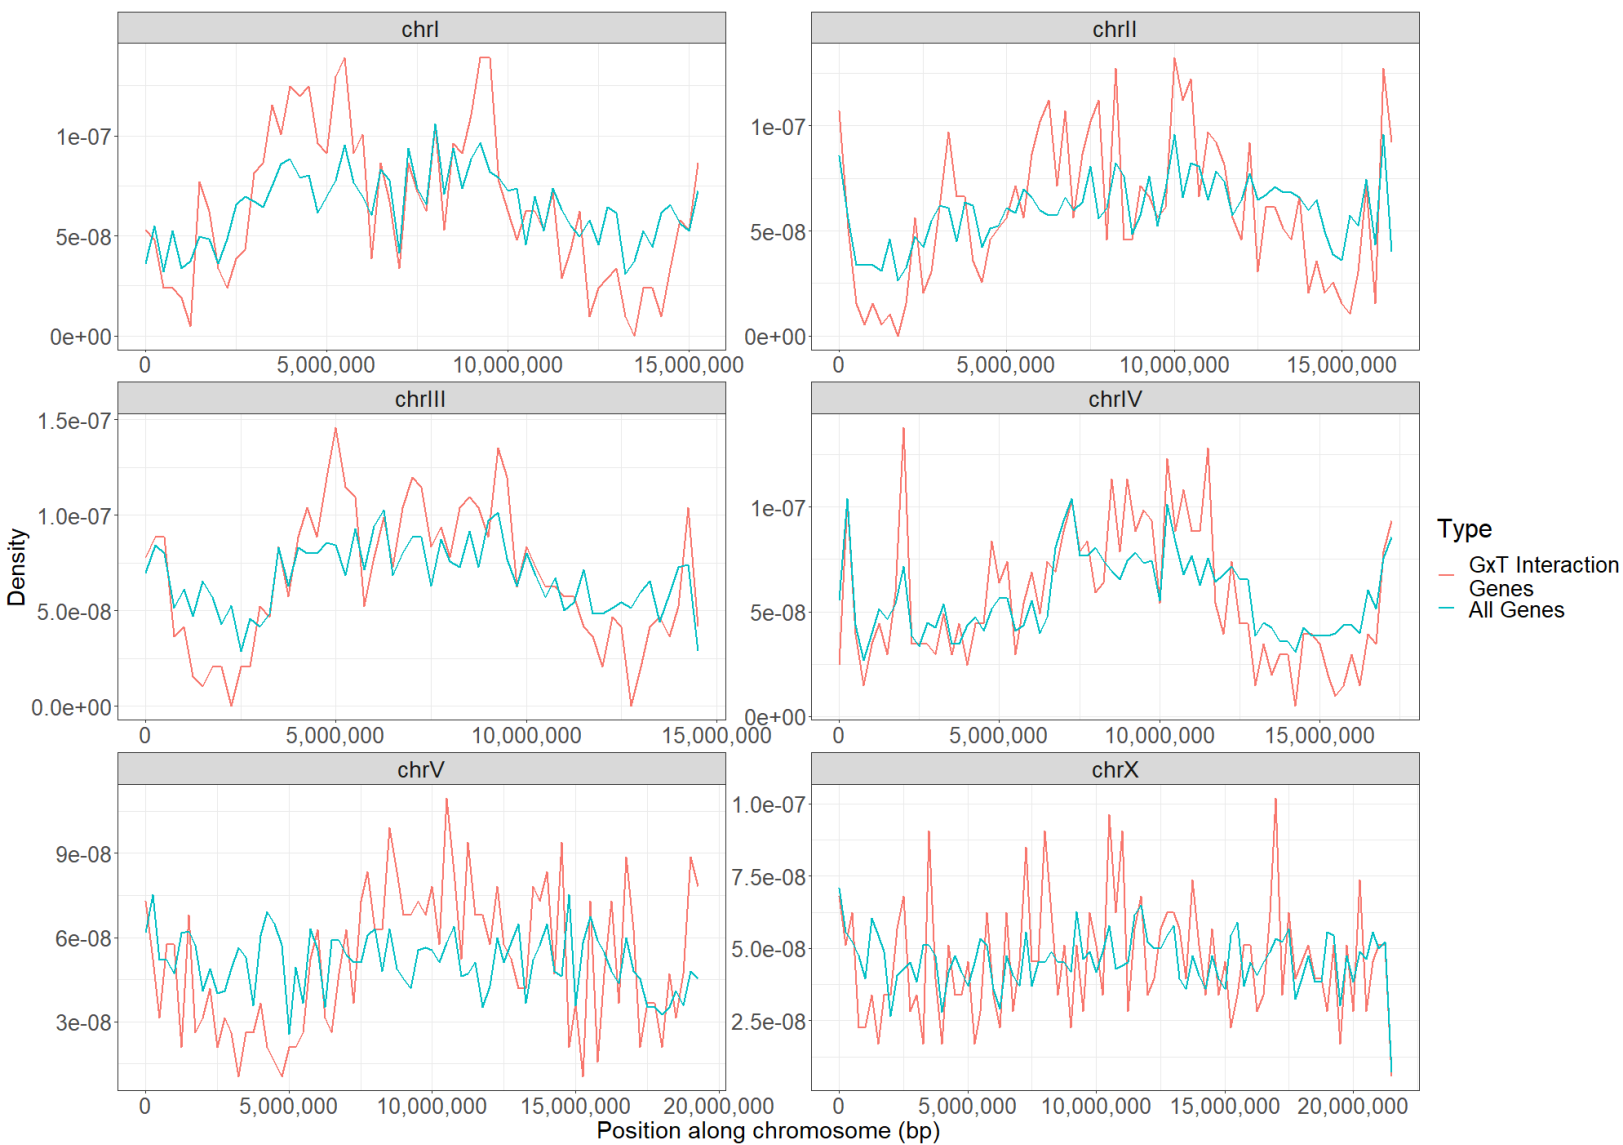

Figure S7.

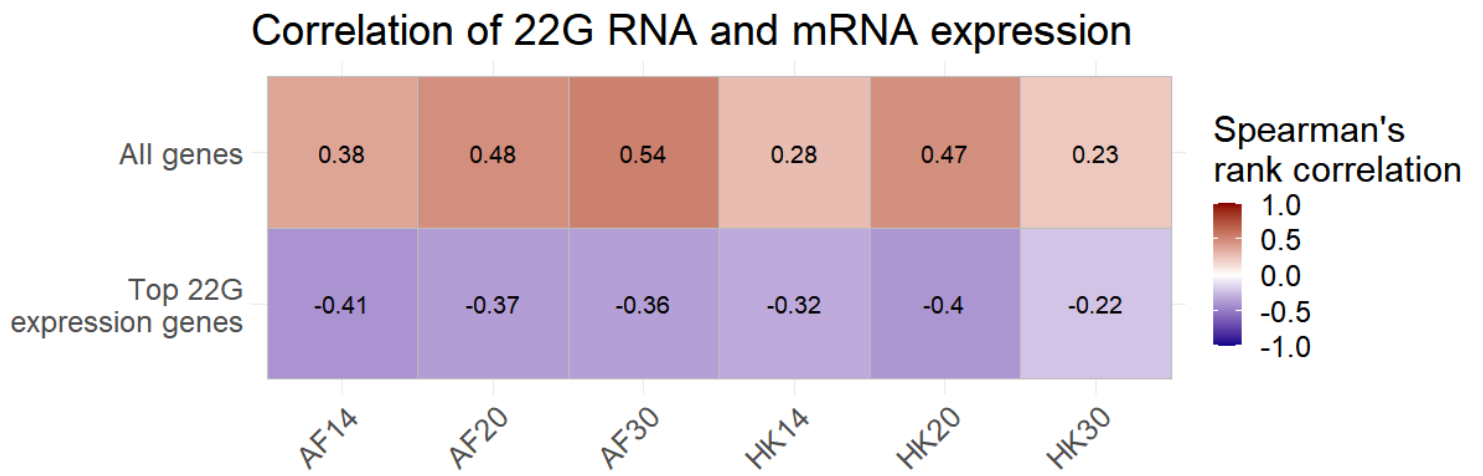

Figure S8.

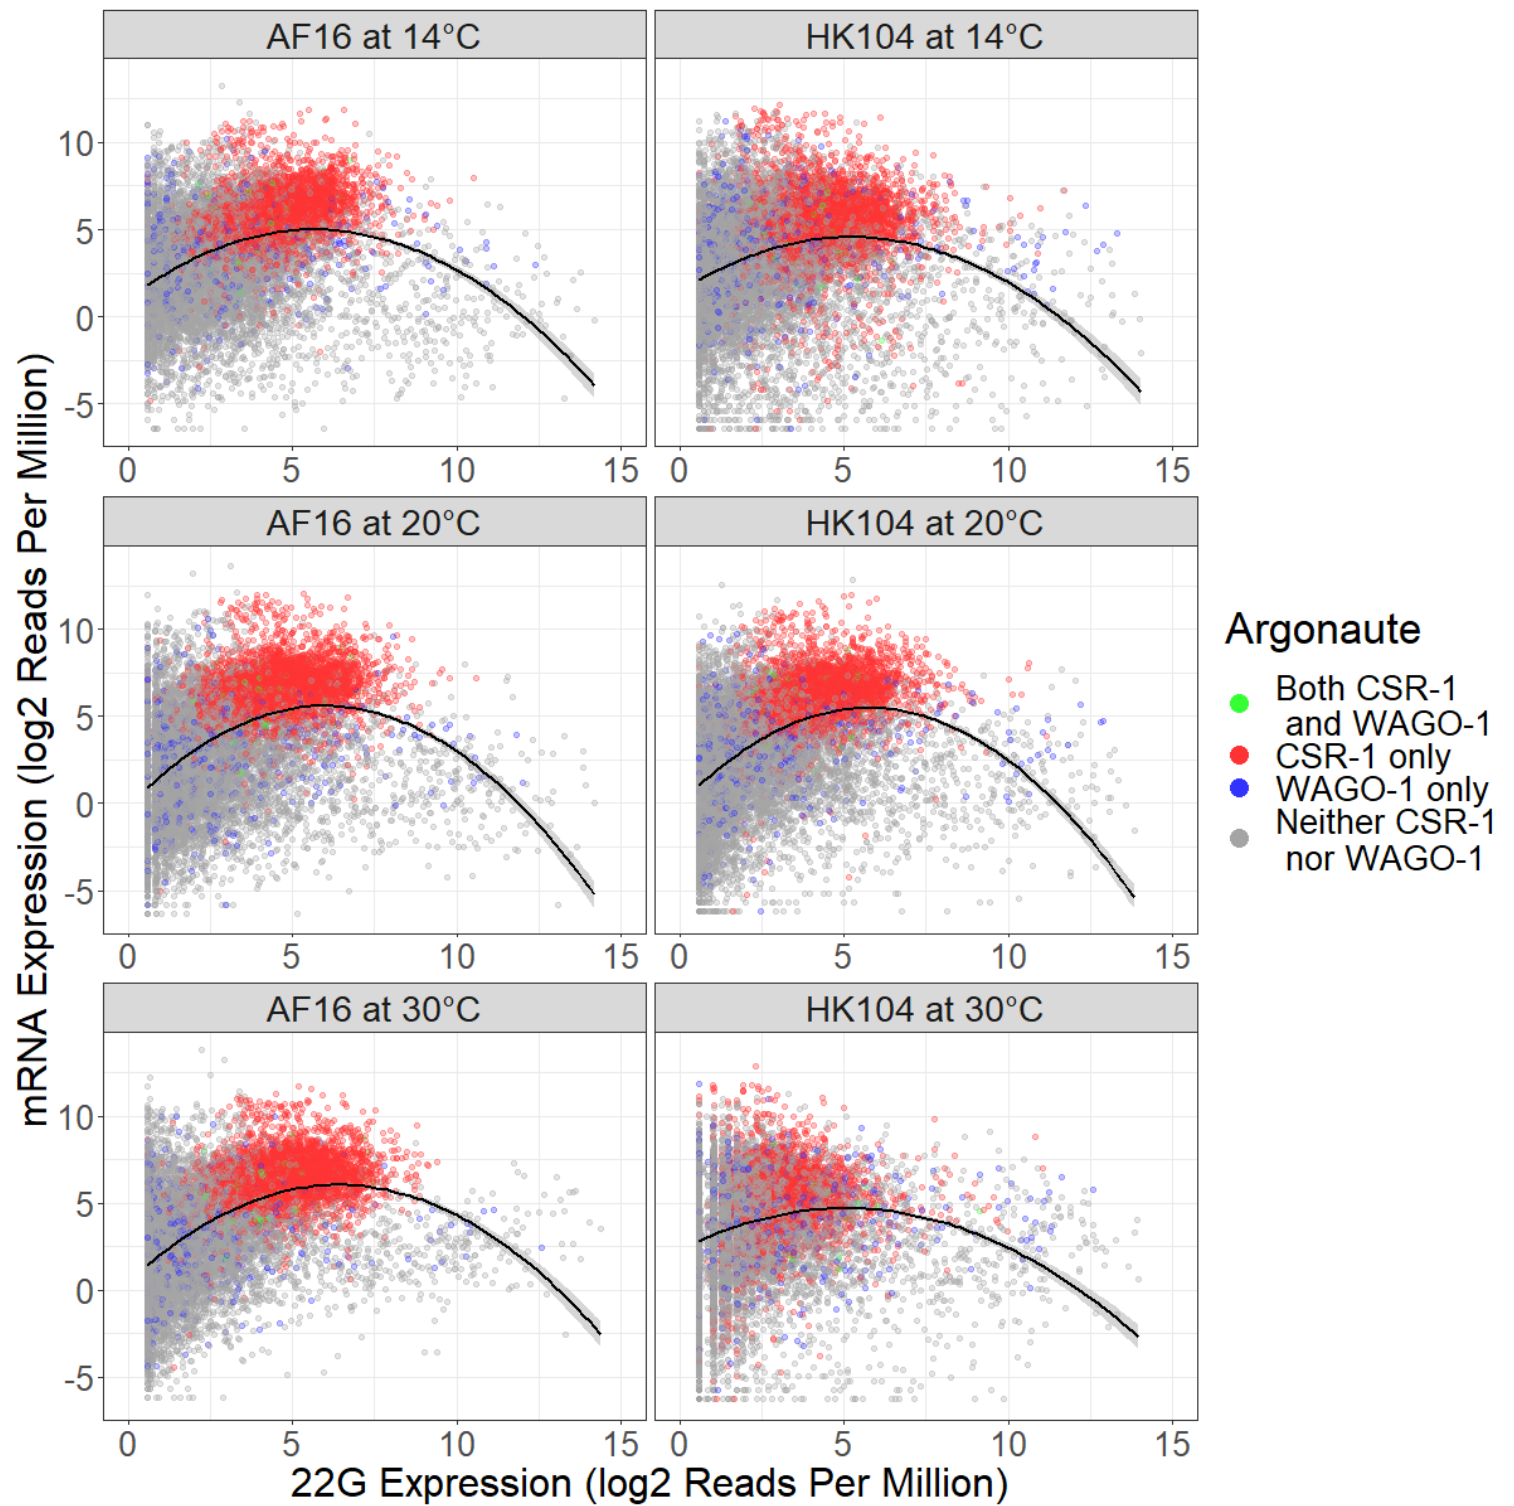

Figure S9.

A Genes with a genotype-temperature interaction

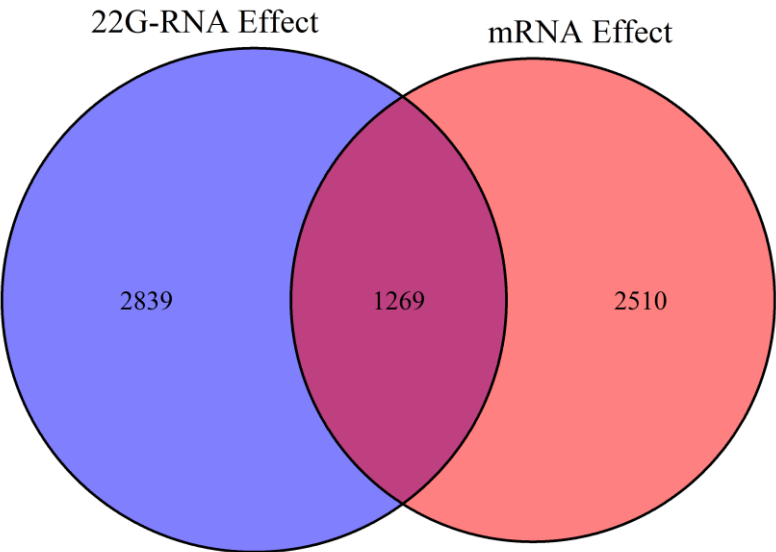

B Genes with only a genotype effect

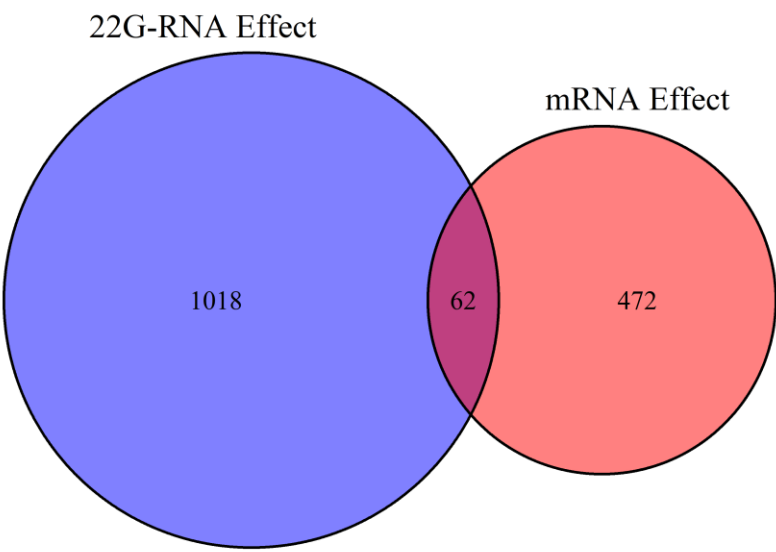

C Genes with only a temperature effect

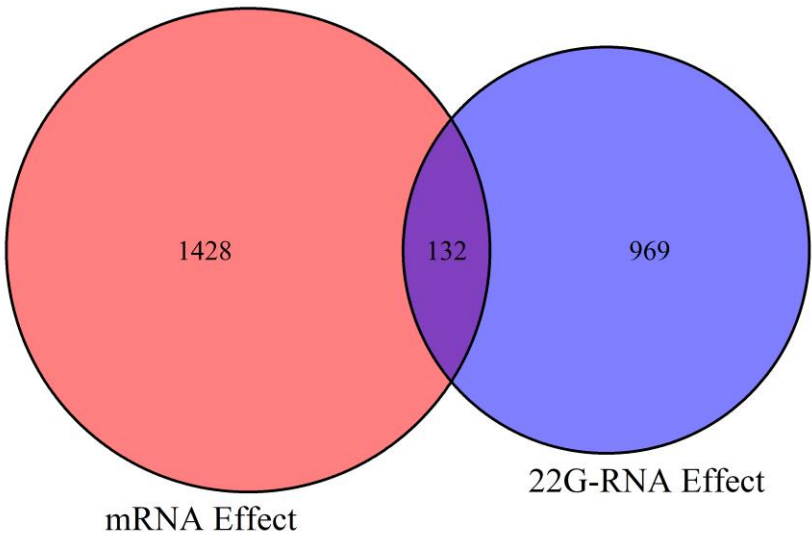

D Genes with an additive genotype & temperature effect

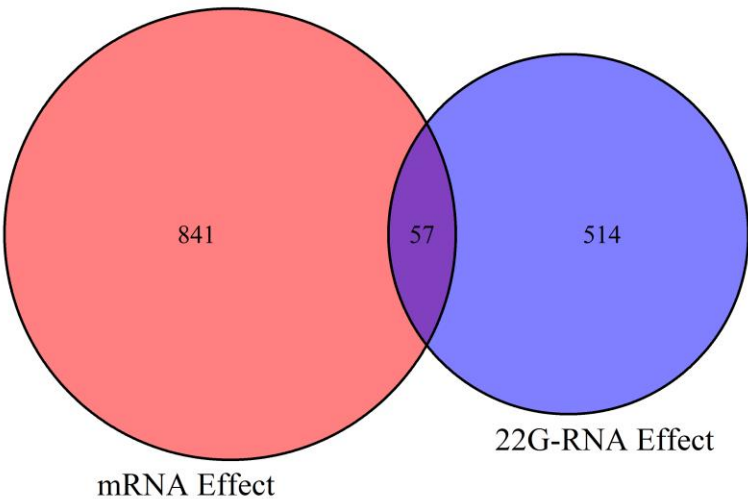

E

Genes with no significant effect

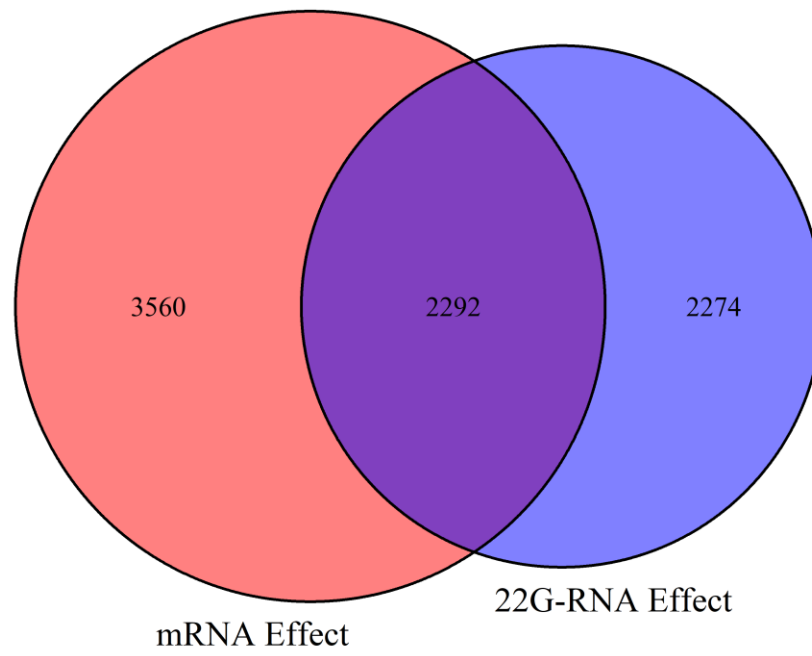

Figure S10.

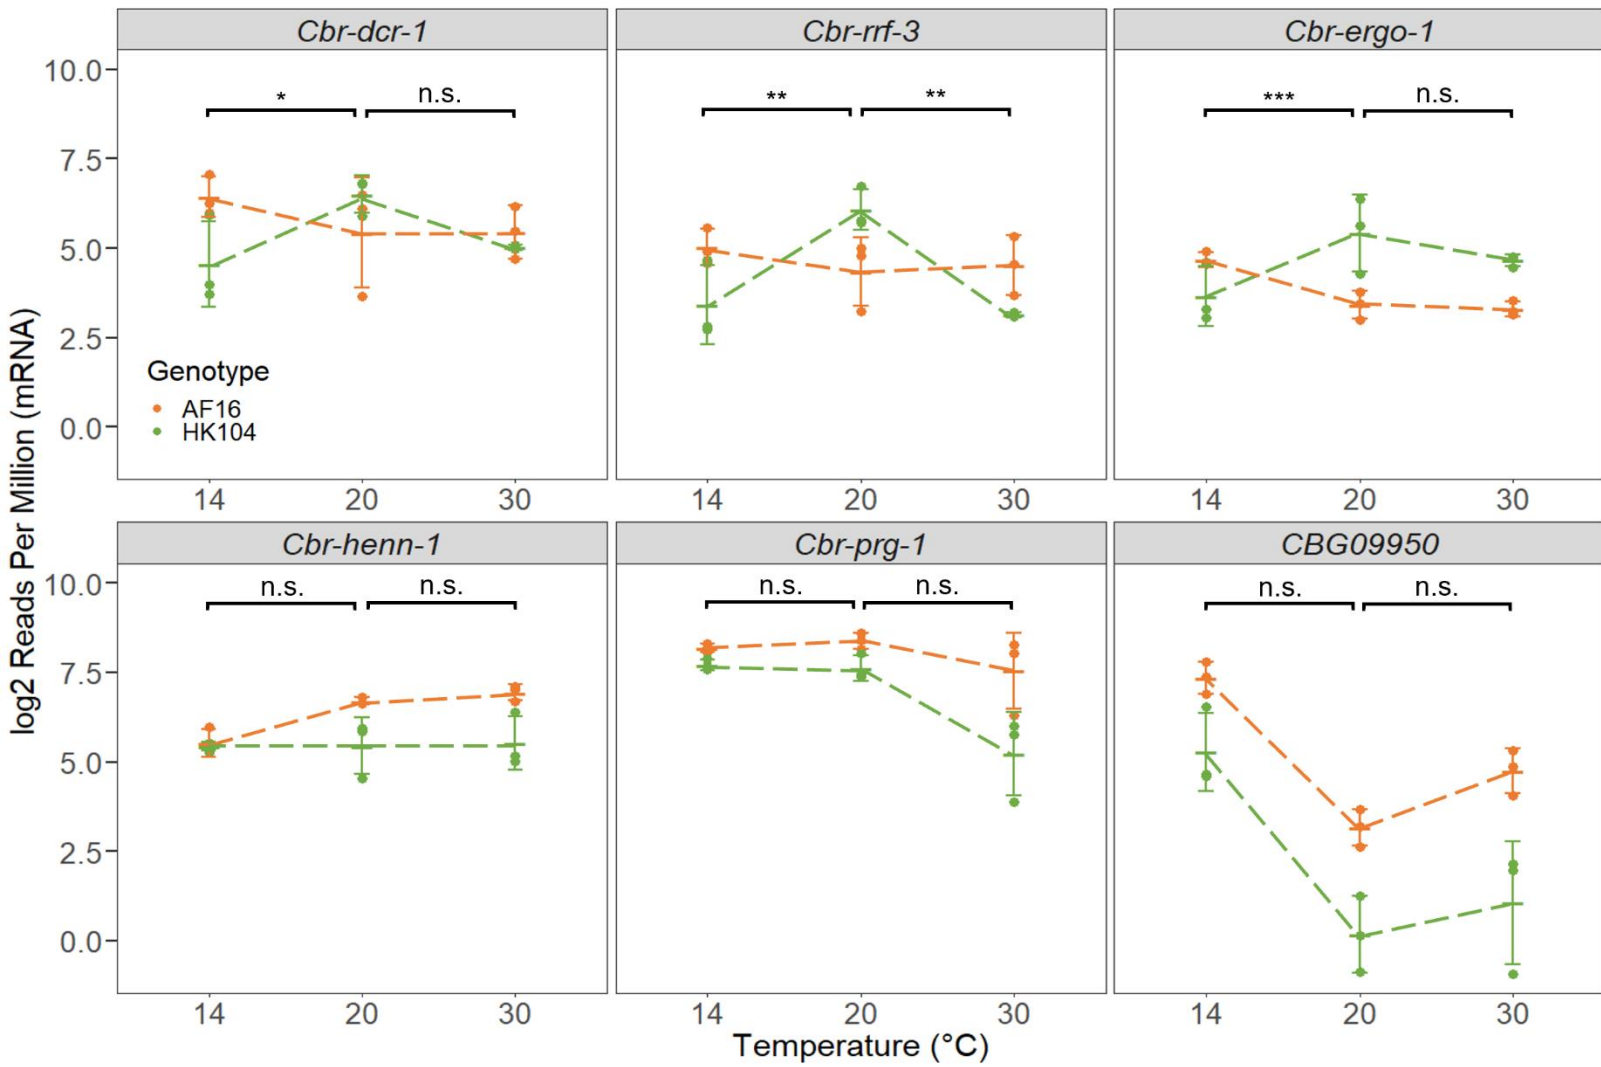

Figure S11.

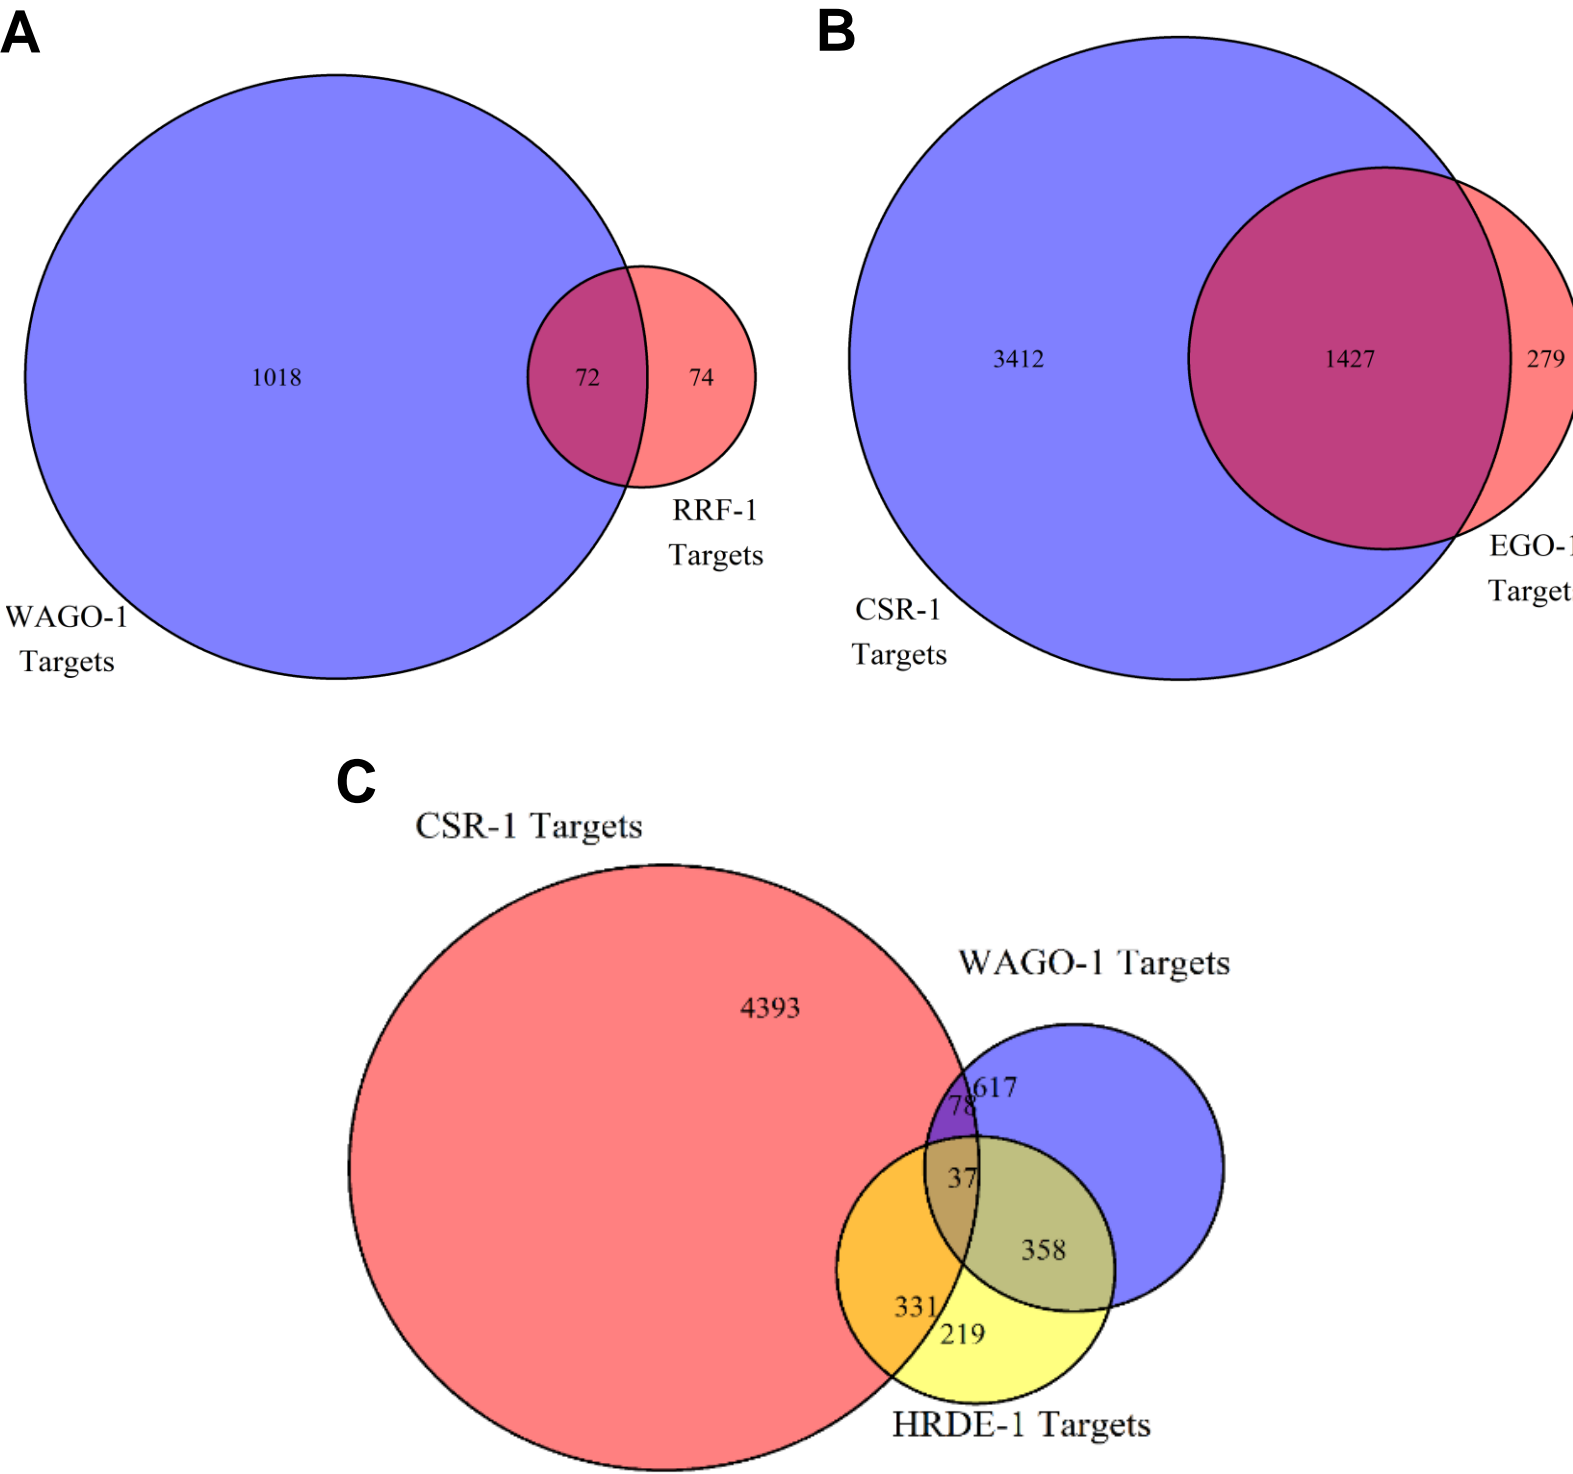

Figure S12.

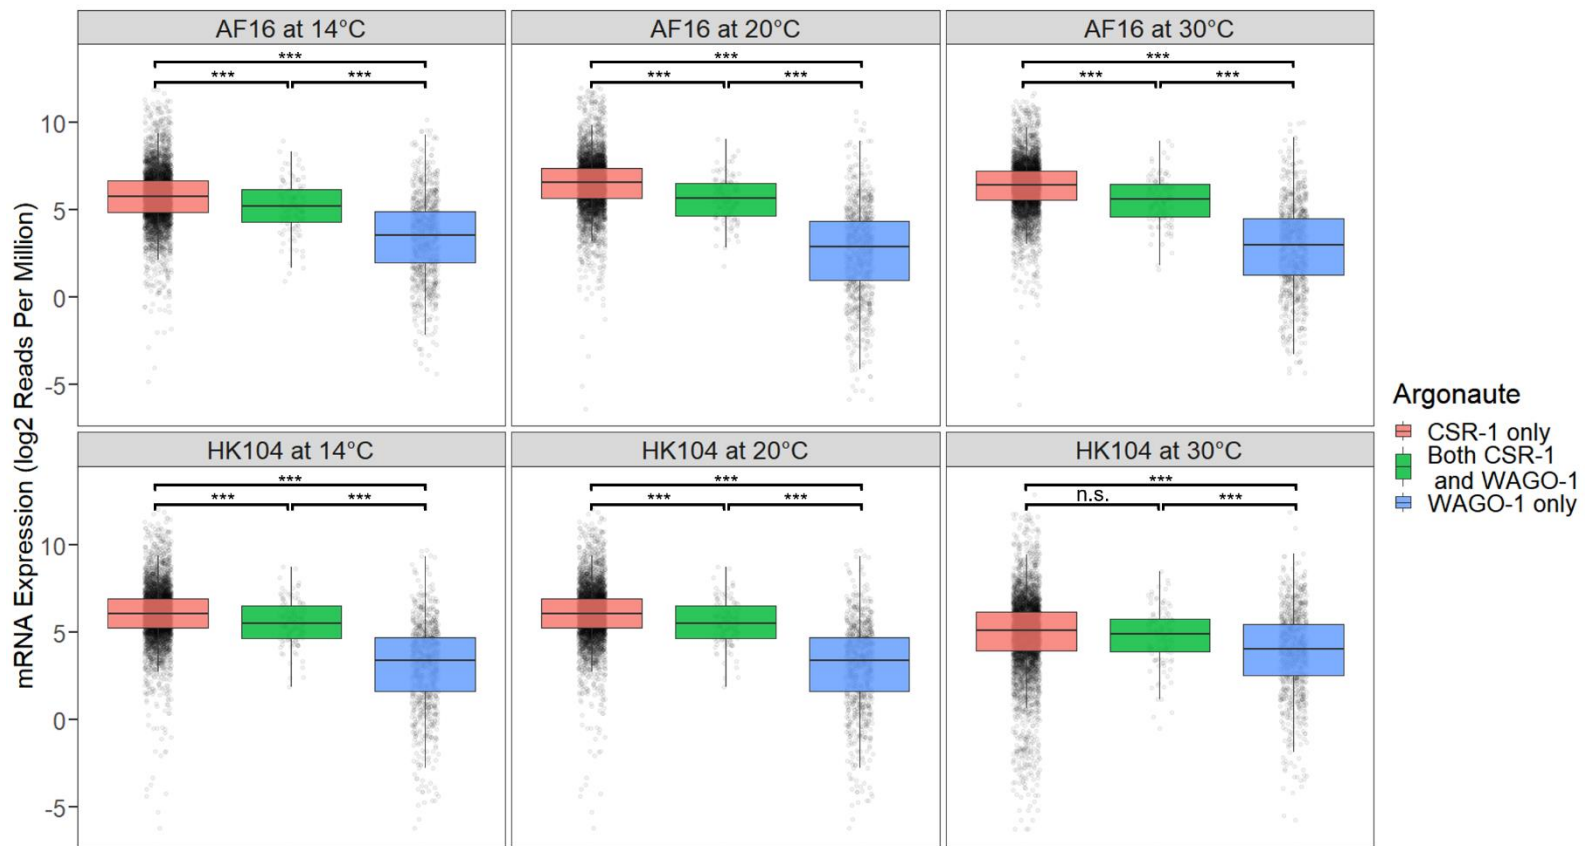

Figure S13.

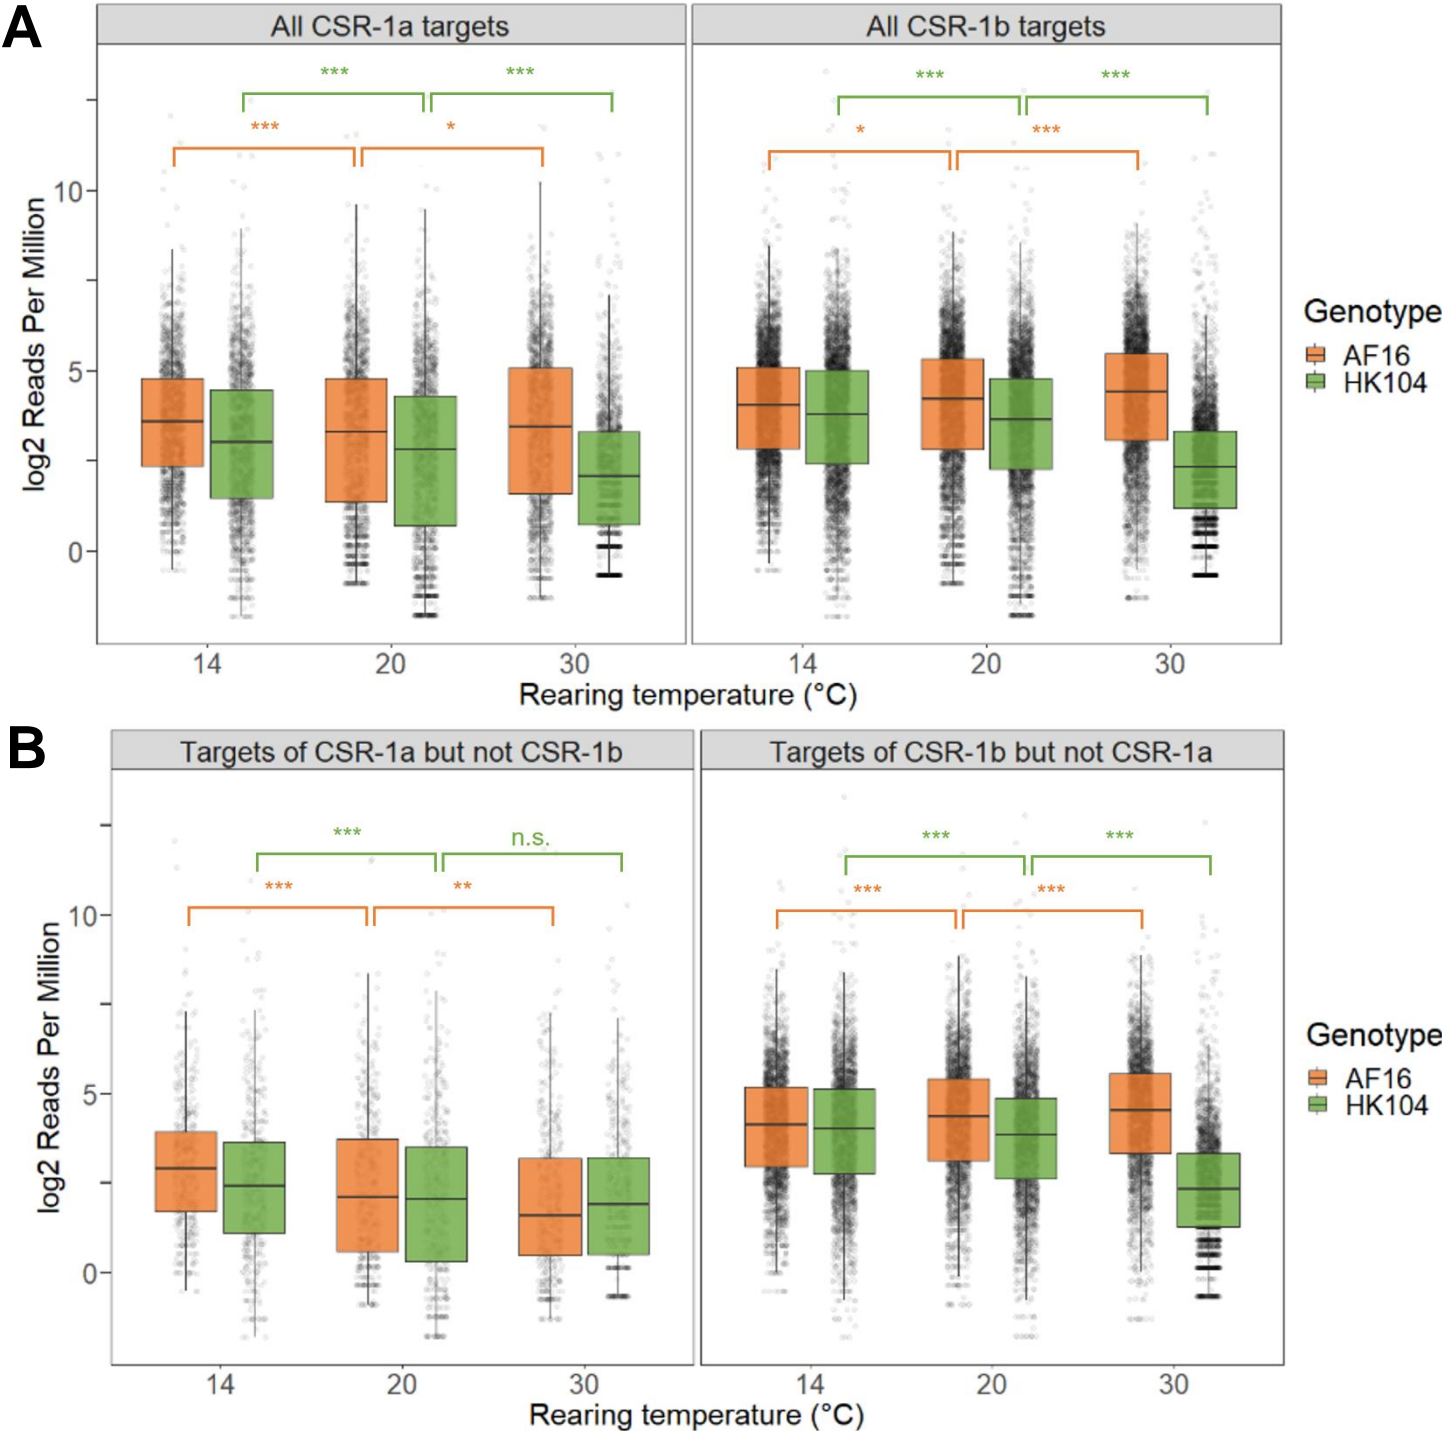

Figure S14.

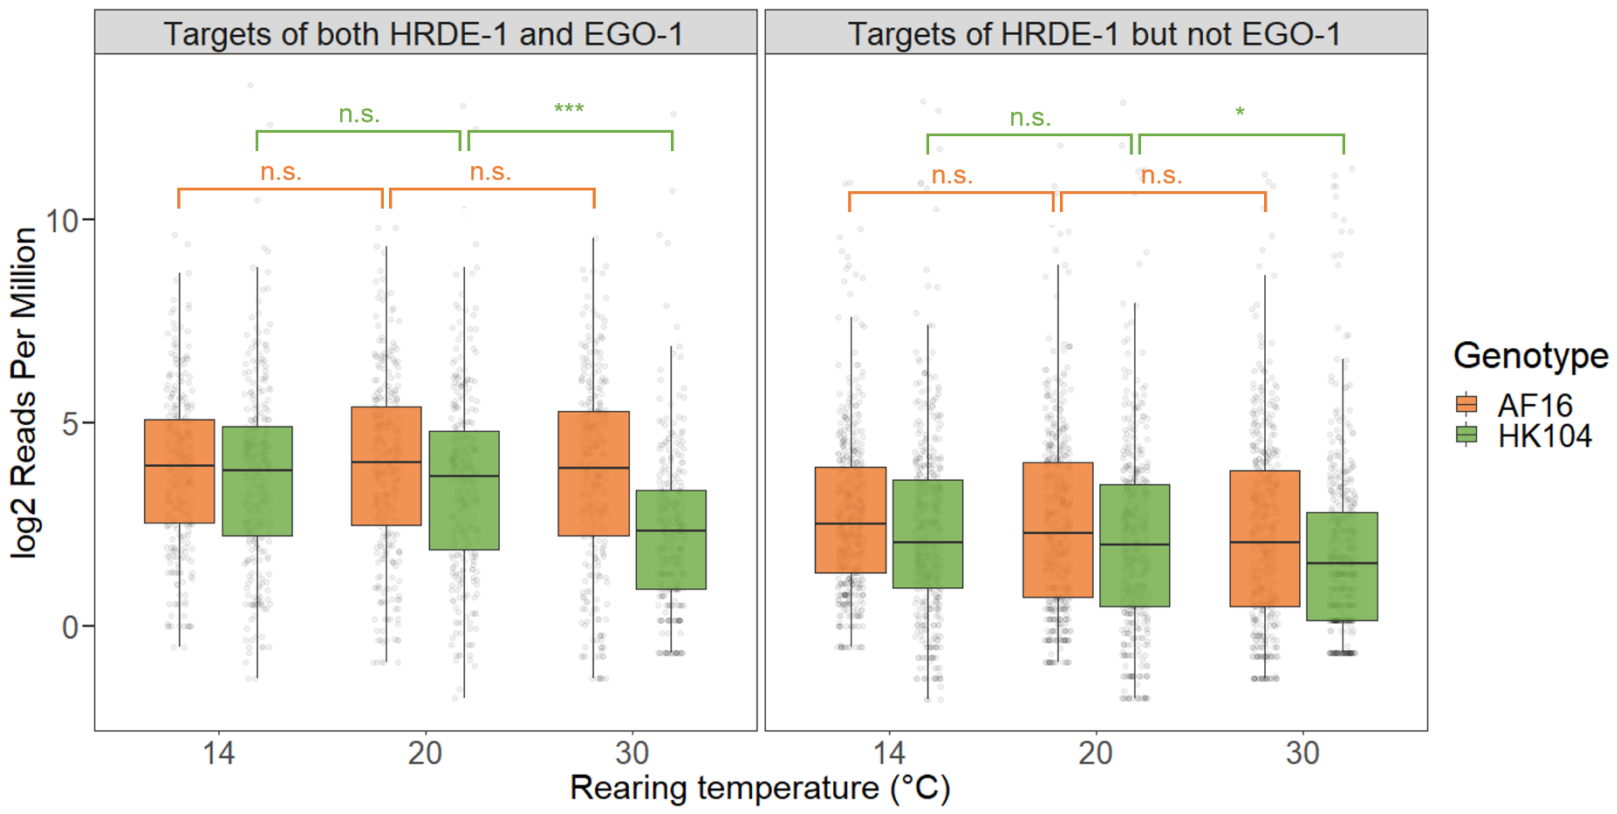

Figure S15.

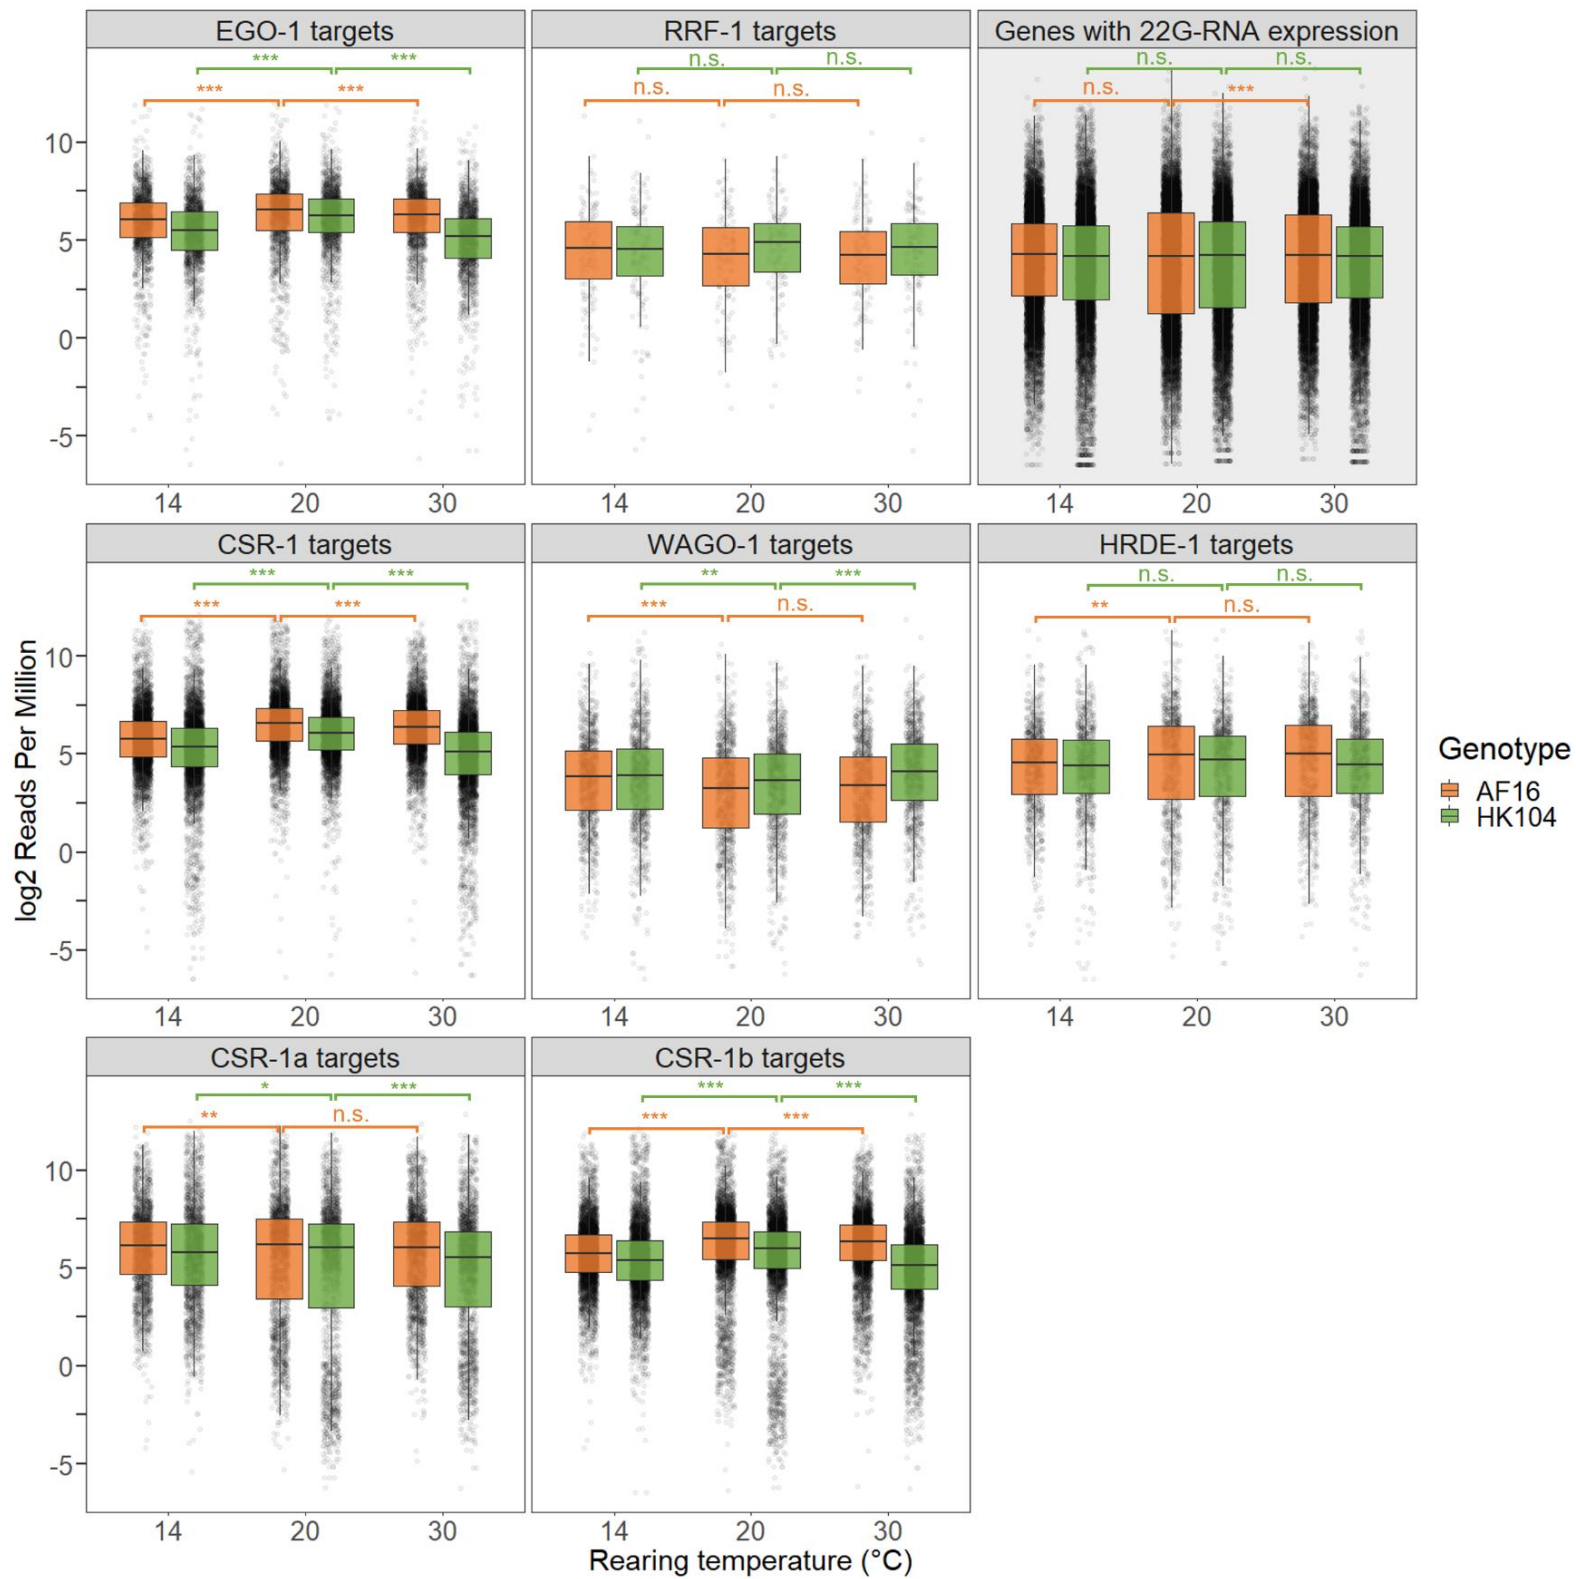

Figure S16.

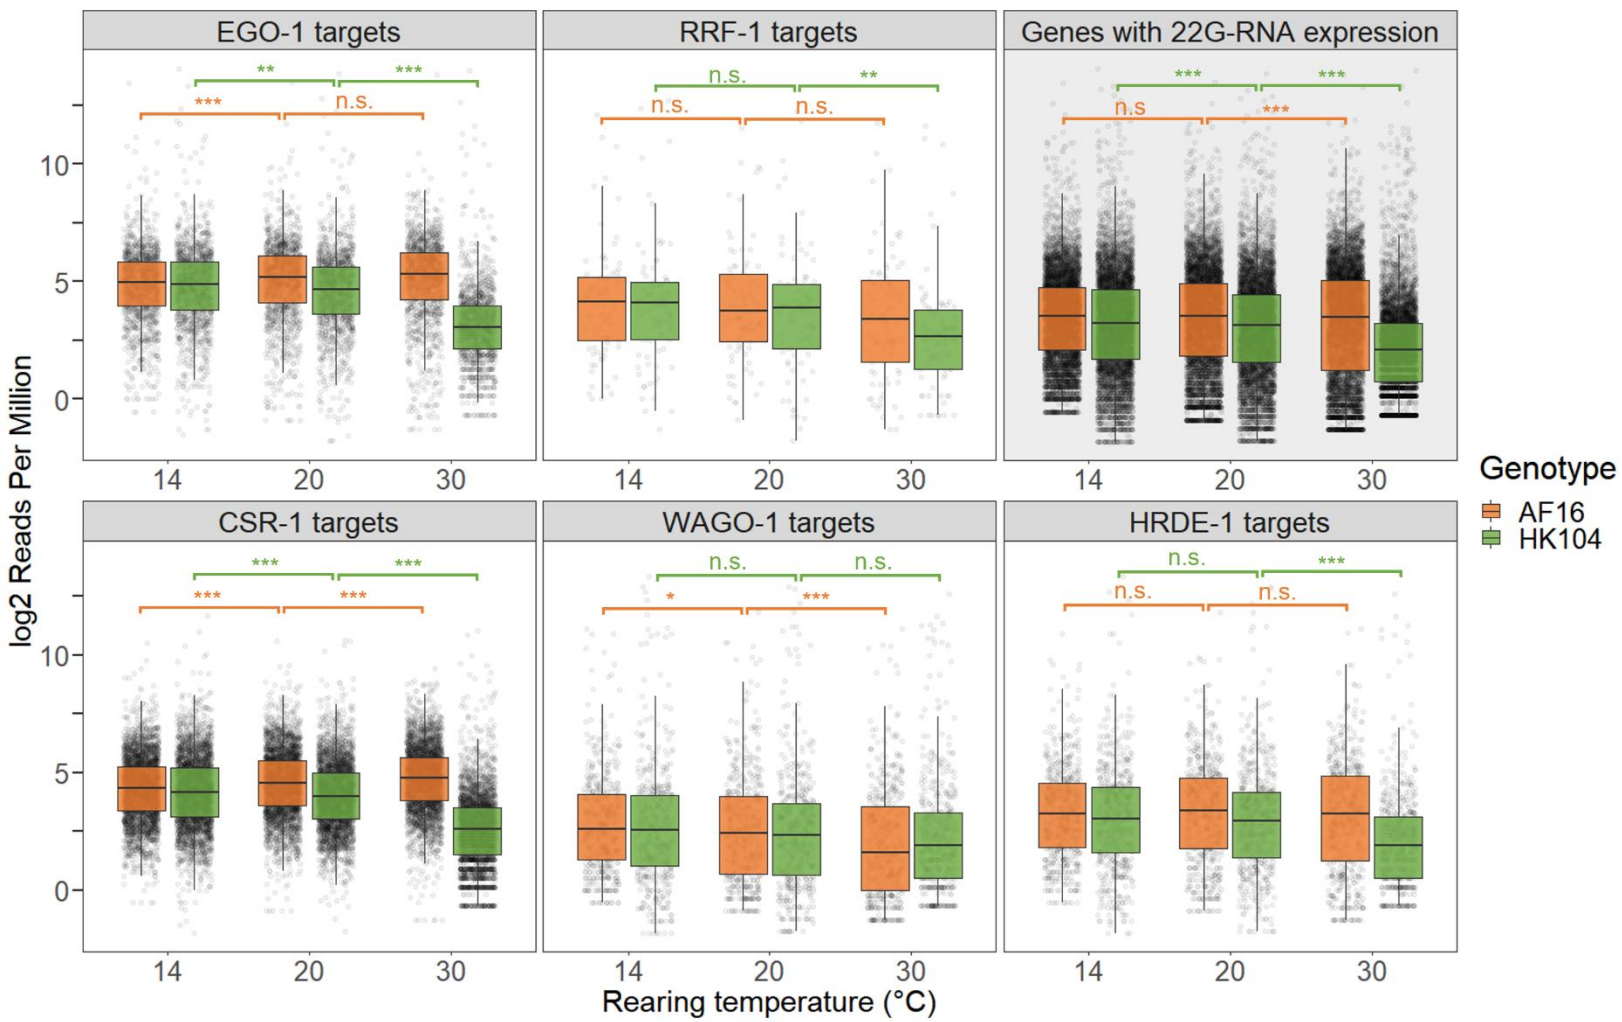

Figure S17.

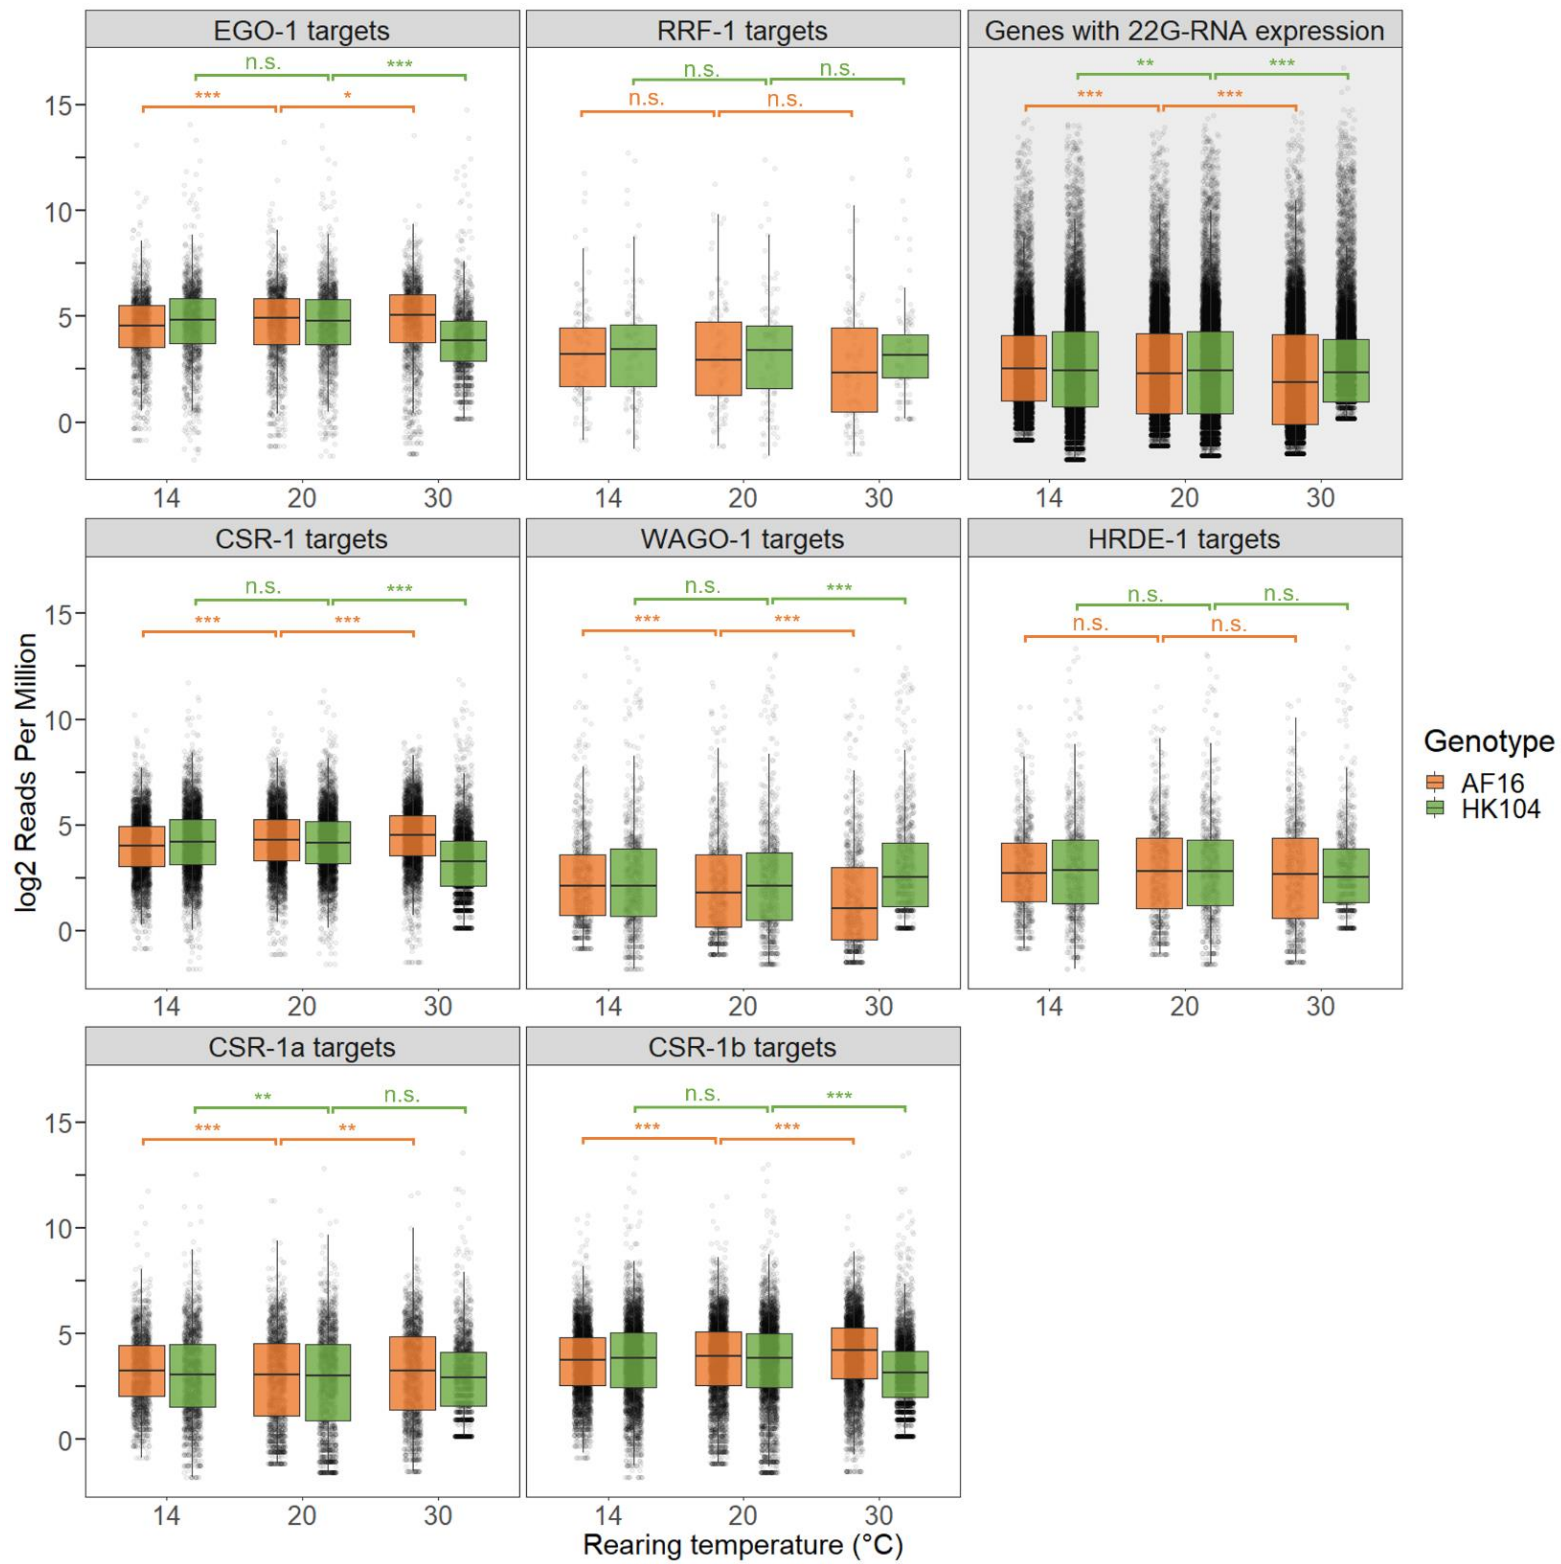

**Supplement:** msac218_Supplementary_Data

How the deposited data were processed for this re-analysis (not part of the article)

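Small RNA libraries from AF16 and HK104 worms reared at 14 °C, 20 °C and 30 °C were analysed from 447 deposited count tables, which hold 25 classes of features and strands for 18 libraries. The authors trimmed the reads with cutadapt v1.2.1, kept reads of 17–30 nucleotides, checked them with FastQC v0.11.8 and aligned them with STAR v2.7.2a, AF16 reads to the AF16 genome of WormBase WS272 and HK104 reads to a pseudo-reference made from it. The authors then counted reads that align without a mismatch or indel, per feature, first nucleotide and length, giving 1/N to each of N places of a class. The deposited values are therefore expected counts that need not be whole, with no normalization. Their sums per library equal the perfectly aligned reads of Table S5 to within 1 read.

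From these counts, totals of each small RNA class were computed in RPM, reads in RPM of all aligned reads. 22G-RNAs are reads of 21–23 nucleotides with a 5′ G, 26G-RNAs reads of 25–27 nucleotides with a 5′ G, and 21U-piRNAs reads of 21 nucleotides with a 5′ U in the sense direction of piRNA loci. The piRNA clusters are those of the paper, on chromosome IV from 0.6 to 7.0 and from 13.2 to 15.0 Mbp and on chromosome I from 9.8 to 11.3 Mbp. Feature-level values use features listed for both strains. These are 16620 for antisense 22G-RNAs, of which 14227 reach, in at least 3 libraries, 1 RPM of the antisense 22G-RNA reads of these features, with 15912 protein-coding genes, 478 pseudogenes, 190 repeat families and 40 transposable element families before the filter. A feature whose reads map to several copies shares them by 1/N, so values of families and of near-identical genes cannot be told apart from those of their copies, and 31 families listed both as repeats and as transposable elements were each taken as 1 transposable element family with both counts summed.

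Totals were compared between groups with exact two-sided permutation tests of mean log2 RPM, with libraries as units, and the change of one strain was compared with that of the other by permuting temperature within each strain. This permutation assumes that temperature has no effect in either strain. A change in one strain alone widens its spread, so its p is not exact for the difference between the strains. Where both strains change strongly in one direction, this permutation does not test whether the sizes differ. It was run for 21U-piRNA totals, the left-arm cluster and snoRNA reads at 30 °C, where that holds, and nothing is concluded from it there. The smallest p is 0.1 for 3 libraries against 3 and for 2 against 3, and 0.005 for the difference between strains. Features were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test on counts rounded to whole numbers, with 6 groups, no TMM factors and the sum of the tested features as library size, and with Benjamini-Hochberg adjustment at 0.05. Categories follow the paper's order, with an interaction first (both interaction terms together) and then genotype and temperature effects. These effects were taken from a model without the interaction, while the paper names only a model with it. microRNA genes were tested the same way with all perfectly aligned reads as library size, over 106 genes. Repeat groups were tested with camera of limma 3.58.1. DESeq2 1.42.0, limma-voom and TMM were alternatives. Totals and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

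The edgeR step was tested on simulated data made from the real means and library sizes, with 200 of 14227 features or 20 of 106 microRNA genes changed. For 22G-RNAs it recovered 27% of 4-fold changes for HK104 at 30 °C, 37% for AF16 at 30 °C, 43% for HK104 at 14 °C and 31% for AF16 at 14 °C, and 2% to 4% of 2-fold changes. Among microRNA genes 4-fold changes were recovered in 20% of 10 genes for each AF16 comparison and in 0% of 10 genes for each HK104 comparison. Calls of unchanged features numbered at most 3. Where more features change in the data than in the simulation, the adjustment is less strict, so these shares do not measure recovery there. For HK104 at 30 °C, 47 microRNA genes passed in the data.

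The libraries hold 3815140 to 16009149 perfectly aligned reads apart from HK104 replicate 1 from 30 °C, which holds 888207 and was left out by the paper. Values are given over the paper's 17 libraries, and totals of HK104 at 30 °C also with that library. A count of 3 corresponds to 0.773 to 5.87 RPM of antisense 22G-RNA reads, and this floor covers counting error only. Replicates varied by more than counting error, with chi-square per degree of freedom from 3.18 to 24.0 between library pairs. The labels share replicate numbers across groups, but libraries with the same number did not deviate together (median correlation of deviations −0.0094 over 40 pairs, with 2 over 0.1), so the main model has no replicate term.

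Apart from the tests and alternatives named elsewhere as chosen after results were seen, the choices of tests, alternatives, repeat groups and the rule for named features were made before the data were examined. Named features are cbr-mir-52, named in the paper, and, for each comparison at 30 °C, the 4 repeat or transposable element families with the largest rise and the 4 with the largest fall among those that pass the test, reach 10 RPM in a group and do not overlap between groups. Where fewer pass, fewer are named. The references paired 0 of 16503 WormBase gene identifiers with a symbol or position, so the pathway and tissue gene lists fixed beforehand, microRNA families and totals per chromosome were not run, and few identifiers are printed. Table S3 was held in part, the first 1950 of its features. Its log2 values equal limma-voom values without TMM to within 0.000193. Its categories were compared with those found here, and no test of overlap was run on it. The comparisons with mRNA and with targets of Argonaute proteins were not analysed here.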

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

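The tests of 22G-RNA capture and of structural RNA fragments, of rRNA as a sign of degraded RNA, of snoRNA reads outside the highest gene, and the totals of snoRNA and the strain differences at 14 °C were chosen only after the results were seen, and the other tests of explanations, thinning among them, after the patterns and before their own results.

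22G-RNAs against protein-coding genes were lower at 30 °C than at 20 °C in all HK104 libraries that the paper analyses. A lower capture of all 22G-RNAs would lower those from unannotated regions as much, but the ratio of 22G-RNAs against protein-coding genes over unannotated ones was at most 0.548 in HK104 libraries from 30 °C and at least 0.984 in those from 20 °C. The unannotated ones are all reads of this length and first nucleotide outside the annotation, which may hold fragments of degraded RNA. The ratio therefore argues against lower capture only if such fragments are few among them, which was not tested. Dilution by a class of reads would vanish once that class is left out. In RPM of reads other than rRNA, tRNA, snRNA and snoRNA fragments the highest HK104 library from 30 °C had 86462 and the lowest from 20 °C 130860.0. In RPM of reads other than microRNAs these were 121259 and 196349. So neither of these alone accounts for the decrease. They were not left out together, nor were unannotated reads, which were 1.33-fold higher at 30 °C. Dilution by all of them jointly therefore stays open. In the same HK104 libraries rRNA reads, a sign of degraded RNA, were 18.1-fold higher than at 20 °C (5.93-fold to 61.9-fold without 1 library) and snoRNA reads 26.2-fold higher, so degraded RNA stays open. A response of HK104 worms to heat stays open too and was not tested, nor was a difference in stage (48 h at 30 °C and 65 h at 20 °C) tested here, against which the paper sets genes of flat expression over development, and levels against a spike-in in intact RNA of staged worms would test these.

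Repeats and transposable elements stood above other features in HK104 worms at 30 °C, and their change differed between the strains in 4 groups, with median log2 differences of 1.18 for DNA transposons, 1.19 for Helitrons, 0.96 for Tc/mariner elements and 0.95 for other families, or 0.0110, −0.15, −0.22 and −0.29 in RPM of all aligned reads, and the calls were lost with an estimated correlation (adjusted p = 0.124 to 0.175). A higher abundance of these features does not account for it, since the median log2 change of the 227 families was 0.99 and that of random lists of the same size and mean level −1.14, with 0 of 10000 lists as high and an upper limit of their central range at −0.79. Fewer reads at 30 °C do not account for it either, as with each library thinned to 510686 reads the families stayed 1.93 above the other features on the log2 scale (2.13 before). A few families could not make it up, with 92.1% of them above the median of the other features. Degraded RNA stays open, as rRNA reads were 18.1-fold higher in these libraries, and so does a sparing of these 22G-RNAs in HK104 worms under heat, which was not tested and for which intact RNA of both strains would be needed.

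snoRNA reads, on which the paper does not report, were 6.64-fold higher at 30 °C than at 20 °C in AF16 worms and 26.2-fold higher in HK104 worms, with every library higher (exact two-sided permutation test, p = 0.1 in each), and 10.2-fold in AF16 worms without replicate 3 of 20 °C. In AF16 worms they were also 3.29-fold higher at 14 °C than at 20 °C, with every library higher (exact permutation test, p = 0.1), so the rise there is not particular to heat. In HK104 worms they overlapped between 14 °C and 20 °C (1.06-fold). Degraded RNA would raise rRNA fragments as well. In AF16 worms rRNA reads were 0.859 times as high at 30 °C, and the highest library was 1.41 times the mean at 20 °C, which argues against it, but in HK104 worms they were 18.1-fold higher, so degraded RNA stays open there. A single snoRNA gene held 85.0% of the increase in AF16 worms and 50.96% in HK104 worms. Without that gene the HK104 total was still 27.3-fold higher, with every library higher. The AF16 total without it was 2.63-fold higher, but not in every library. So 1 gene may account for most of the increase in AF16 worms and not for that in HK104 worms. In HK104 worms 76 of 80 snoRNA genes were higher in each library from 30 °C (chance gives 10%), and in AF16 worms 11 of 53 were higher and 1 lower (chance gives 5% each way). These chances hold for a single gene. Genes measured in the same libraries are not independent, so their number adds nothing to the test on libraries.

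Changes of 6 totals from 20 °C to 14 °C differed between the strains before adjustment, and none after it (adjusted p = 0.253 in each over 38 tests). The log2 difference of HK104 from AF16 worms was −1.03 for microRNAs, −2.21 for cbr-mir-52, 1.25 for 21U-piRNAs, 1.38 for the left-arm cluster of chromosome IV, 1.04 for 22G-RNAs against protein-coding genes and 0.95 for those antisense to pseudogenes (exact permutation tests, p = 0.025, 0.03, 0.03, 0.035, 0.035 and 0.04). These totals are shares of the same reads, so the differences are not independent. A lower share of microRNAs in itself raises the shares of 21U-piRNAs and 22G-RNAs. Among features, relative to all antisense 22G-RNAs, the change at 14 °C differed between the strains in 101 (49 to 168 without 1 library) and the change at 30 °C in 3573, in both directions.

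Among microRNA genes, of which the paper gives only totals and cbr-mir-52, 47 of 106 changed in HK104 worms between 30 °C and 20 °C, 15 higher and 32 lower in edgeR's test, or 27 higher and 28 lower under TMM. The same HK104 libraries from 30 °C hold the higher rRNA reads (18.1-fold), so degraded RNA stays open here too. Without 1 library the count was between 9 and 48, the lowest without HK104 replicate 2 of 30 °C and the next, 20, without replicate 3.

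Each comparison of 3 libraries against 3 allows 10 splits, too few for a share under 0.05. For antisense 22G-RNAs 1 split, the real one, reached the real count in each, which was 2351 for AF16 at 30 °C (highest other split 2), 732 for HK104 at 14 °C (7), 818 for AF16 at 14 °C (36) and 3305 for the strains at 20 °C (1). For microRNA genes the real counts were 0, which all 10 splits reach, and the highest other counts were 0 for AF16 at 30 °C, 0 for HK104 at 14 °C and 2 for AF16 at 14 °C.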

How the results depend on the processing

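The strain differences at 14 °C, the totals of all 22G-RNAs, the thinned libraries and the sorting by limma-voom effects were chosen only after results were seen. Over 112 results, 2114 alternative values were computed, of which 2001 kept the call, 52 were weaker, 3 stronger, 44 moved and 14 reversed. The cause was not tested. Per-chromosome totals, gene lists and microRNA families were not run.

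Class shares kept their size except for 22G-RNAs counted at exactly 22 nucleotides, 19.1% in place of 31.4%. For the strain differences at 14 °C (log2), microRNAs had −1.03, −0.92 without cbr-mir-52, −1.03 with a replicate block and −1.32 to −0.82 without 1 library. 21U-piRNAs had 1.25, 1.25 with the block and 0.97 to 1.52 without 1 library. 22G-RNAs against protein-coding genes had 1.04, 1.04 with the block and 0.82 to 1.40 without 1 library. The block allows no exact p under 0.25, so it says nothing on these calls, which were lost without some libraries (exact permutation tests, p up to 0.055 for microRNAs and 0.07 for 21U-piRNAs and 22G-RNAs). Replicate numbers do not pair (median r −0.0094 over 40 pairs, 2 over 0.1).

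Without 1 library the log2 differences of totals ranged as follows. The left-arm cluster of chromosome IV in HK104 at 14 °C (0.13) had −0.0292 to 0.40 and its right-arm cluster in HK104 at 30 °C (−1.06) −2.197 to 0.0827. The chromosome I cluster in AF16 at 14 °C (−0.06) had −0.24 to 0.10, and in HK104 at 30 °C (0.01) −0.97 to 0.98, or −0.0301 over all loci of each strain. Values reversed for chromosome I were 0.02, 0.04 and 0.10 in AF16 at 14 °C (without replicates 1 and 3 from 14 °C and 1 from 20 °C) and −0.04 and −0.97 in HK104 at 30 °C (without replicate 2 from 20 °C and 2 from 30 °C). 22G-RNAs against protein-coding genes in AF16 at 30 °C (−0.08) had −0.44 to 0.20, their strain difference at 30 °C (−1.18) −1.64 to −0.72 (−1.46 without AF16 replicate 3), and all 22G-RNAs in AF16 at 30 °C (0.13) −0.18 to 0.45.

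Counts of 22G-RNA features moved as follows. HK104 at 30 °C (5402) had 3415 under DESeq2 and 3318 to 5493 without 1 library. AF16 at 30 °C (2351) had 1494 in RPM of all aligned reads, 1405 thinned and 1530.0 to 2563 without 1 library. The strain difference at 30 °C (3573) had 2120.0 thinned and 2042 to 3911 without 1 library. HK104 at 14 °C (732) had 410.0 in RPM of all aligned reads and 337 to 859 without 1 library. AF16 at 14 °C (818) had 533 under DESeq2, 397 in RPM of all aligned reads and 181 to 1107 without 1 library. The strains at 20 °C (3305) had 2093 in RPM of all aligned reads. The strain difference at 14 °C (101) had 58 in RPM of all aligned reads and 49 to 168 without 1 library, and interactions (4173) 2536 to 4452. Genotype alone (2766) had 1584 in RPM of all aligned reads and 1438 by limma-voom effects, and the additive category (1532) 673 and 771.

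Of microRNA genes, HK104 at 14 °C (0) had 5 under DESeq2, 1 under limma-voom and 0 to 1 without 1 library, HK104 at 30 °C (47) 9 to 48 without 1 library, AF16 at 14 °C (0) 5 under DESeq2 and 0 to 1 without 1 library, and AF16 at 30 °C (0) 3 under DESeq2.

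With an estimated correlation the adjusted p of camera in HK104 at 30 °C was 0.0575 for DNA and other families, 0.0795 for Helitrons and Tc/mariner elements and 0.131 for LTR and DIRS (0.189 in RPM of all aligned reads). For the strain difference it was 0.124 for DNA and other families, 0.125 for Helitrons and 0.175 for Tc/mariner elements, and LTR and DIRS had 0.0471 under TMM. DNA transposons in AF16 at 30 °C reversed direction with all 18 libraries (0.906). GYPSY1-I_CB reversed in its strain difference under DESeq2 (0.0360 in place of −1.06). cbr-mir-52 in HK104 at 14 °C (−0.50) reversed under TMM (0.0938) and with microRNA reads as library size (0.16).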

Differences from the paper's values

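The setting by limma-voom effects at 20 °C and in AF16 worms was chosen only after the values were seen, and the other alternatives before the data were examined.

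For features that differ by genotype alone, the paper's values are 1445 features and 16.9% of those that differ, and those found here are 2766 and 28.5%. Of the alternatives, scaling to all perfectly aligned reads gave 1584 features and 17.3%, within 1.5 times the paper's values. TMM gave 2298 (27.4%), DESeq2 2241 (28.5%), limma-voom 2897 (28.8%), no filter 2733 (28.0%), all 18 libraries 2797 (27.9%), a replicate block 2784 (30.5%) and reads of exactly 22 nucleotides 2693 (33.0%), and these were over 1.5 times the paper's, as was each fit without 1 library.

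For the additive category, the paper's values are 747 features and 8.8%, and those found here are 1532 and 15.8%. Scaling to all perfectly aligned reads gave 673 (7.34%), within 1.5 times, and limma-voom 1176 (11.7%), within 1.5 times for the share only. TMM gave 1263 (15.0%), DESeq2 1199 (15.3%), no filter 1479 (15.1%), all 18 libraries 1645 (16.4%), a replicate block 1320.0 (14.5%) and reads of exactly 22 nucleotides 1187 (14.5%), and these were over 1.5 times the paper's, as was each fit without 1 library.

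With limma-voom, the genotype effect taken at 20 °C and the temperature effect in AF16 worms, a setting chosen after seeing the values, genotype alone held 1438 features (16.9%), the additive category 771 (9.05%), temperature alone 1449 (17.0%) and interactions 4864 (57.1%), with 8522 features in all. These fall within 1.5 times the paper's values. This setting leaves out 15 of the 1293 features that the held part of Table S3 calls. It gave the paper's category for 1901 of the 1947 held features tested here (97.6%), against 1460 (75.0%) in the main fit. The held log2 values equal limma-voom values scaled to the tested features to within 0.000193, which argues against scaling to all aligned reads as the paper's setting. The paper's methods name limma-voom and the model with an interaction, and its text does not name the coefficients behind the genotype and temperature effects.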

Other observations

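The totals of 26G-RNAs and tRNA fragments and the differences by feature type at 14 °C were looked at only after the other results were seen, and no explanation was tested.

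26G-RNAs, endo-siRNAs of the germline and embryo, at 14 °C and 30 °C overlapped with those at 20 °C in both strains, which in AF16 worms and in HK104 worms at 30 °C rests on replicate 3 of 20 °C. Without it AF16 worms had 4.56-fold more at 14 °C and 2.84-fold more at 30 °C than at 20 °C, with every library higher. They had 24378 RPM ± 13409 at 14 °C, 14907 RPM ± 16557 at 20 °C and 15199 RPM ± 6335 at 30 °C in AF16 worms (SD, n = 3 each). In HK104 worms they had 6456 RPM ± 1723 and 9233 RPM ± 5098 at 14 °C and 20 °C (SD, n = 3 each) and 11587 RPM ± 4346 at 30 °C (SD, n = 2). tRNA fragments in HK104 worms were 1.63-fold higher at 14 °C than at 20 °C (10770.5 RPM ± 2035 and 6626 RPM ± 1886, SD, n = 3 each; exact two-sided permutation test, p = 0.1). In the comparisons fixed beforehand, the chromosome I piRNA cluster at 14 °C was 1.93-fold higher than at 20 °C in HK104 worms (exact permutation test, p = 0.1) and overlapped with 20 °C in AF16 worms.

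22G-RNAs antisense to repeats rose in 26 families of 187 and fell in 0 between 20 °C and 14 °C in AF16 worms, but in RPM of all aligned reads only 2 rose and 0 fell. In HK104 worms 12 repeat families rose and 3 fell, and 7 and 0 in RPM of all aligned reads. Of 40 transposable element families 6 rose and 0 fell in each strain, and in RPM of all aligned reads 2 rose and 1 fell in AF16 and 4 rose and 0 fell in HK104. In RPM, 22G-RNAs antisense to repeats were 1.49-fold higher at 14 °C in HK104 worms (22815 RPM ± 2658 and 15285 RPM ± 2040, SD, n = 3 each; exact permutation test, p = 0.1), and overlapped in AF16 worms. There the mean was 1.12-fold lower at 14 °C, or 1.76-fold lower without replicate 2 of 14 °C.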
